# Light-induced LLPS of the CRY2/SPA1/FIO1 complex regulating mRNA methylation and chlorophyll homeostasis in *Arabidopsis*

**DOI:** 10.1038/s41477-023-01580-0

**Published:** 2023-12-08

**Authors:** Bochen Jiang, Zhenhui Zhong, Lianfeng Gu, Xueyang Zhang, Jiangbo Wei, Chang Ye, Guifang Lin, Gaoping Qu, Xian Xiang, Chenjin Wen, Maureen Hummel, Julia Bailey-Serres, Qin Wang, Chuan He, Xu Wang, Chentao Lin

**Keywords:** Cell signalling, Light responses

## Abstract

Light regulates chlorophyll homeostasis and photosynthesis via various molecular mechanisms in plants. The light regulation of transcription and protein stability of nuclear-encoded chloroplast proteins have been extensively studied, but how light regulation of mRNA metabolism affects abundance of nuclear-encoded chloroplast proteins and chlorophyll homeostasis remains poorly understood. Here we show that the blue light receptor cryptochrome 2 (CRY2) and the METTL16-type m^6^A writer FIONA1 (FIO1) regulate chlorophyll homeostasis in response to blue light. In contrast to the CRY2-mediated photo-condensation of the mRNA adenosine methylase (MTA), photoexcited CRY2 co-condenses FIO1 only in the presence of the CRY2-signalling protein SUPPRESSOR of PHYTOCHROME A (SPA1). CRY2 and SPA1 synergistically or additively activate the RNA methyltransferase activity of FIO1 in vitro, whereas CRY2 and FIO1, but not MTA, are required for the light-induced methylation and translation of the mRNAs encoding multiple chlorophyll homeostasis regulators in vivo. Our study demonstrates that the light-induced liquid–liquid phase separation of the photoreceptor/writer complexes is commonly involved in the regulation of photoresponsive changes of mRNA methylation, whereas the different photo-condensation mechanisms of the CRY/FIO1 and CRY/MTA complexes explain, at least partially, the writer-specific functions in plant photomorphogenesis.

## Abstract (web summary)

*Arabidopsis* photoreceptor CRY2 controls chlorophyll homeostasis by blue light-induced liquid–liquid phase separation of the CRY2/SPA1/FIO1 complex, resulting in activation of the m^6^A writer FIO1, regulating mRNAs encoding chlorophyll homeostasis proteins.

## Main

Cryptochromes (CRYs) are blue light receptors that mediate light regulation of photomorphogenesis and photosynthesis in plants^1,2^. *Arabidopsis* has two CRY photoreceptors, CRY1 and CRY2, that control various aspects of photoresponses in a partially redundant manner. CRYs interact with transcriptional regulators and the E3 ubiquitin ligases to regulate transcription, protein degradation, chloroplast protein homeostasis and photosynthesis^1,2^. Light is also known to control translation^3–5^, but the mechanism underlying light regulation of translation is not clear. *Arabidopsis* CRY2 is a nuclear photoreceptor that undergoes light-induced homo-oligomerization and liquid–liquid phase separation (LLPS) to become physiologically active^6–9^. CRYs physically interact with many CRY-signalling proteins to regulate protein expression^1,2^. For example, CRY2 interacts with SUPPRESSOR of PHYTOCHROME A (SPA1), which is a subunit of the E3 ubiquitin ligase CUL4^COP1/SPA1^, to inhibit CUL4^COP1/SPA1^-dependent polyubiquitination and proteolysis of various light-signalling proteins^10–14^. SPA1 interacts with CRY2 in a blue light-dependent manner, and it is required for all major physiological activities of CRY2 (refs. ^1,2^). SPA1 is a WD-domain protein that belongs to a small gene family of four related genes, *SPA1* to *SPA4*, which have partially redundant functions in photomorphogenesis^13^. On the other hand, mRNA adenosine methylase (MTA) interacts with CRY2 in a light-independent manner, but it is rapidly co-condensed to the CRY2 photobody in response to blue light^15^. It was hypothesized that the light-induced LLPS of CRY2 co-condenses MTA to increase its local concentration in the CRY2 photobody, leading to increased methylation and stability of mRNA and light control of the circadian clock in plants^15^.

*N*^6^-methyladenosine (m^6^A) is the most abundant internal modification of eukaryotic mRNAs that regulates mRNA splicing, nuclear export, degradation and translation^16–19^. It has been reported that mRNA methylation is important for protecting photosynthesis from photodamage^20^, but the underlying mechanism is unknown. The m^6^A RNA methylation is catalysed by two evolutionarily conserved eukaryotic RNA methyltransferases, the METTL3/METTL14-type and the METTL16-type m^6^A writers. Human METTL3/METTL14 contains two catalytic subunits, methyltransferase-like 3 (METTL3) and methyltransferase-like 14 (METTL14)^21–23,24–26^. METTL3/METTL14 deposits m^6^A to the A residues of the RRACH (R = A/G, H = A/C/U) or related motifs in many mRNAs^18,27,28^. In contrast, the metazoan METTL16-type writers are single-subunit methyltransferases that methylate limited RNA substrates with the preference of hairpin structure and different sequence contexts, such as U6 snRNA or MAT2A preRNA^29–33^. Both types of m^6^A writer are evolutionarily conserved in plants. *Arabidopsis* MTA/MTB and FIO1 are the counterparts of the human METTL3/METTL14 and METTL16, respectively^34,35,36^. *Arabidopsis* MTA is required for embryogenesis^35^, photomorphogenesis^15,37^ and stress responses^38,39^, whereas FIO1 is required for maintaining the appropriate period length of the circadian clock, flowering time and photomorphogenesis^36,40–43^. In contrast to the metazoan METTL16, *Arabidopsis* FIO1 deposits m^6^A marks to not only U6 snRNA but also thousands of mRNA substrates^40–43^. Plant FIO1 appears to have the substrate specificity more similar to that of the metazoan METTL3 than that of the metazoan METTL16 (refs. ^32,33,40–43^).

Blue light positively regulates mRNA methylation in *Arabidopsis*, and CRYs are known to mediate blue-light stimulation of mRNA methylation by the photo-condensation of the MTA writer complex^15,37^. However, it is not fully understood exactly how CRY2 photo-condensation affects mRNA methylation or whether CRYs also regulate the MTLL16-type m^6^A writer FIO1. In this Article, we investigated these questions. We found that the *Arabidopsis* mutant *fio1-1*, but not *mta*, exhibits a low-chlorophyll phenotype similar to that of the *cry1cry2* mutant, indicating a distinct function of FIO1 from that of MTA. Based on a multiple omics clustering analysis, we identified six chlorophyll homeostasis regulator (*CHR*) genes encoding CHRs that undergo CRY/FIO1-activated mRNA methylation and translation to maintain the chlorophyll homeostasis in response to light. In contrast to MTA, photoexcited CRY2 alone does not co-condense FIO1, and the light-dependent CRY2-interacting protein SPA1 acts as a nuclear chaperone that facilitates co-condensation of FIO1 to the CRY2 photobody. Importantly, the CRY C-terminal extension (CCE) domain of CRY2 and the WD domain of SPA1 synergistically or additively activate the m^6^A methyltransferase activity of FIO1 in vitro. The *spa123* and *spa134* triple mutants impaired in multiple *SPA* genes also showed decreases in chlorophyll and photoresponsive mRNA methylation and translation of the *CHR* genes. These results support a mechanistic model that explains an epitranscriptomic mechanism regulating chlorophyll homeostasis in response to light. According to this model, photoexcited CRY2 interacts with SPA1 to co-condense FIO1, forming the CRY2/SPA1/FIO1 trimolecular condensates. CRYs and SPA1 synergistically activate FIO1 within the CRY2/SPA1/FIO1 condensates, facilitating deposition of m^6^A markers and increased translation of the mRNAs that encode chloroplast proteins required for maintaining chlorophyll homeostasis and photosynthesis in response to light.

## Results

### CRYs and FIO1 are required for chlorophyll homeostasis

The *FIO1* gene was originally identified in a mutant screen, and the loss-of-function *fio1* mutant exhibits abnormal period lengths of the circadian clock and accelerated floral initiation^36^. We noticed that the *fio1* mutant plants exhibited a pale green phenotype (Fig. 1a,b). Quantitative analyses demonstrate that the total chlorophyll content is lower in seedlings of both *fio1-1* and *fio1-2* mutant alleles at various developmental stages or grown under different white or blue light conditions (Fig. 1a–c). The low-chlorophyll phenotype of the *fio1* mutants represents abnormal chlorophyll homeostasis, which may result from decreased synthesis or increased breakdown of chlorophyll. This is consistent with the recent report that the *fio1* mutants showed lower quantum efficiency of PSII reaction centres^43^. Interestingly, this low-chlorophyll phenotype was not observed in the *mta* mutant (Fig. 1c and Extended Data Fig. 1a,b), suggesting that FIO1 and MTA play distinct roles in maintaining the appropriate chlorophyll homeostasis in *Arabidopsis*. No additive or synergistic low-chlorophyll phenotype was observed in the *fio1-1cry1cry2* triple mutant (Fig. 1a–c). The low-chlorophyll phenotype of *fio1-1cry1cry2* triple mutant resembles that of the *cry1cry2* mutant. This observation indicates that the CRY photoreceptors may regulate chlorophyll homeostasis by multiple mechanisms, including regulation of the activity of FIO1. The low-chlorophyll phenotype of the *cry1cry2* and *fio1* mutants does not seem to affect gross morphology of chloroplasts (Fig. 1d). The level of *FIO1* mRNA expression appears unchanged in response to blue light (Supplementary Table 1), but levels of the FIO1 protein increase modestly in response to light (Extended Data Fig. 1c,d). Transgenic lines overexpressing *FIO1* show no abnormal chlorophyll contents (Extended Data Fig. 1e), indicating that FIO1 is regulated by light but the level of the FIO1 protein may not be rate-limiting in maintaining chlorophyll homeostasis. We hypothesize that the light- and CRY/FIO1-dependent but MTA-independent mRNA methylation is required to maintain the normal protein expression and chlorophyll homeostasis in light-grown plants.

**Fig. 1:**
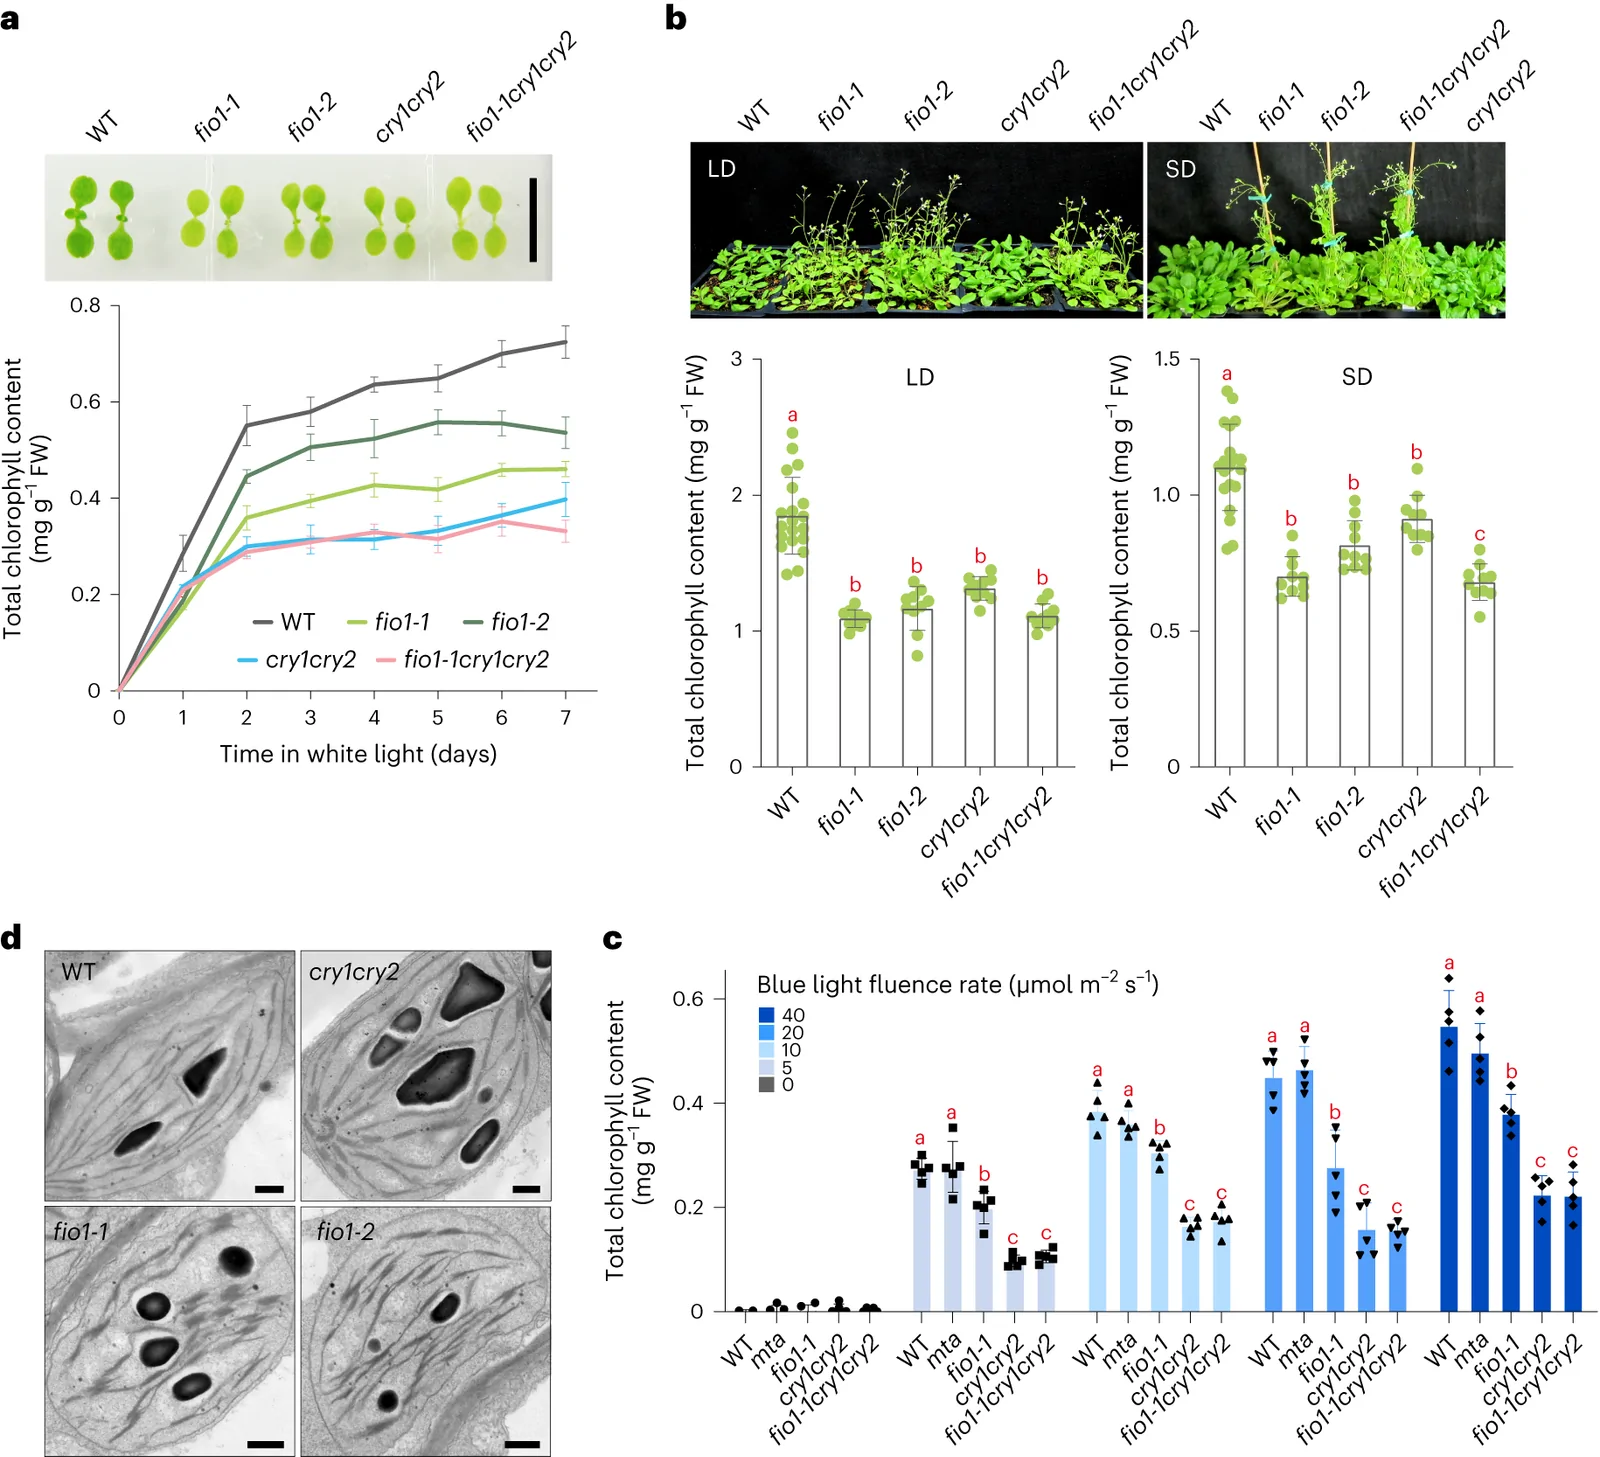
CRYs and FIO1 are required for maintaining normal chlorophyll homeostasis. **a**, Phenotypes of WT (Col) and mutants grown under white light for 6 days (top) and total chlorophyll content (bottom; chlorophyll *a* + *b*, mg g^−1^ fresh weight (FW)) of different genotypes grown under white light at the indicated days after germination (mean ± s.d., *n* = 4, 3, 3, 3, 2 average values from independent experiments). Scale bar, 10 mm. **b**, Phenotypes (top) and total chlorophyll content (bottom) of 4-week-old plants grown in long day (LD) photoperiods or 6-week-old plants grown in short days (SD) (mean ± s.d., *n* = 20, 10, 10, 10, 10 independent experiments). The lowercase letters indicate statistically significant differences (*P* < 0.05) by one-way ANOVA test followed by Tukey’s multiple comparisons test. **c**, Total chlorophyll content of 6-day-old WT and mutant seedlings grown under blue light with indicated fluence rates (mean ± s.d., *n* = 5 independent experiments). The lowercase letters indicate statistically significant differences (*P* < 0.05) by one-way ANOVA test followed by Tukey’s multiple comparisons test. The exact *P* values (**b** and **c**) are provided in Supplementary Table 16. **d**, Transmission electron micrographs of chloroplasts of WT and mutant seedlings grown in blue light (25 μmol m^−2^ s^−1^) for 6 days. Scale bar, 5 μm. Three independent experiments show similar results. Source data

### Photoresponsive of CRYs, MTA and FIO1 across multiple omics

To investigate this hypothesis, we analysed the transcriptomes, m^6^A epitranscriptomes, translatomes and proteomes derived from 6-day-old seedlings of four genotypes (wild type or WT, *cry1cry2*, *fio1-1* and *mta* mutants) grown in continuous darkness (D) or blue light (B). For simplicity, we refer to these eight samples as the ‘8-sample cohort’ in this report. We used the previously established methods in this experiment, including the MeRIP method for epitranscriptome profiling^15,44^, the translating ribosome affinity purification (TRAP) method for translatome analyses^45,46^ and the label-free quantitative mass spectrometry (MS) methods for proteome analyses^47^. 

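The transcripts of the mutated genes were examined first. A peak in the 3′ UTR of *CRY1* (chromosome 4 of TAIR10, 5726869 to 5727188) had 1.92 to 12.9 RPKM in the 4 WT libraries of immunoprecipitated RNA and 0 to 0.23 RPKM in the 4 *cry1cry2* libraries. A peak in the coding sequence of *CRY2* (chromosome 1, 1185704 to 1187848) had 0.39 to 1.12 RPKM in the WT inputs and 0.01 to 0.03 in the *cry1cry2* inputs. The coding-sequence peak of *FIO1* (chromosome 2, 9040931 to 9042731) had 0.42 to 0.76 RPKM in WT and 0.16 to 1.58 in *fio1-1*, an allele that the paper describes as an in-frame deletion. A 3′ UTR peak of *MTA* (chromosome 4, 6619839 to 6619990) had 0.38 to 3.27 RPKM in WT and 0 to 0.35 in *mta*, whereas a coding-sequence peak (6622585 to 6622714) had 0 to 0.46 in WT and 0.41 to 2.43 in *mta*, so that *FIO1* and *MTA* do not check the labels. In MeRIP-seq, RNA fragments bound by an antibody against m6A (IP) are sequenced beside the fragments from before the pull-down (input), and the reads of IP over input at a peak measure its m6A level. Each genotype and light condition of the cohort had 2 IP libraries, each with its input. The IP libraries held 42226171 and 50561968 reads in blue WT, 67404061 and 122013304 in dark WT, 54651998 and 55399165 in blue *cry1cry2*, 62881342 and 62991459 in dark *cry1cry2*, 71481603 and 135242326 in blue *fio1-1*, 73839081 and 83730288 in dark *fio1-1*, 37232522 and 51609237 in blue *mta* and 60254510 and 71850147 in dark *mta*. The inputs held between 47130216 and 89863723 reads. The authors aligned the reads to TAIR10 with Bowtie2, removed duplicates with SAMtools and called peaks with MACS2, and the deposited values are read counts and RPKM over 12916 peaks merged over the libraries. From these counts, the IP over input was compared between groups with edgeR's quasi-likelihood test, with each library scaled by its total reads, for the 3408 peaks in 2174 genes whose mean input was at least 1 RPKM. A peak is called higher or lower at an adjusted p under 0.05 and a fold change above 1.5. In data simulated at this depth, increases were put only at peaks of above-median read count. The test found 12% of 2-fold and 76% of 4-fold increases with an assumed squared biological coefficient of variation of 0.05, and 0% of both with 0.3.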

We plotted binary logarithms of the datasets of transcriptomes (Fig. 2a), m^6^A epitranscriptome (Fig. 2b), translatome (Fig. 2c) and proteome (Fig. 2d) derived from individual genotypes grown in the dark (abscissa) or blue light (ordinate) and compared overall photoresponsive changes of each mutant with that of the WT (Fig. 2a–d, purple versus green). The datapoints located further away from the diagonal line in each plot represent mRNA that exhibits stronger photoresponsive changes of the steady-state mRNA abundance (Fig. 2a), m^6^A methylation of mRNA (Fig. 2b), translation state (Fig. 2c) or protein abundance (Fig. 2d), respectively. We define the photoresponsiveness of individual gene expression product in different datasets by the fold change (FC) between samples of the light-grown and dark-grown seedlings (B/D > 1.5, *P* < 0.05 or false discovery rate (FDR) <0.05), and use these parameters to further analyse our omics datasets (Fig. 2, Extended Data Figs. 2 and 3 and Supplementary Tables 1–10). Figure 2a shows that, in comparison with that of the WT, the distribution of transcriptomic datapoints of the *cry1cry2* mutant shrank toward the diagonal line, indicating an overall decline of the photoresponsiveness of mRNA expression in the *cry1cry2* mutant. However, no similar change is found in transcriptomic datasets of the *fio1-1* and *mta* mutants (Fig. 2a). This and additional analysis of the transcriptomic datasets (Extended Data Fig. 3a–f and Supplementary Table 1) demonstrate that the CRY photoreceptors, but not the two m^6^A writers, determine the photoresponsive changes of steady-state mRNA abundance.

**Fig. 2:**
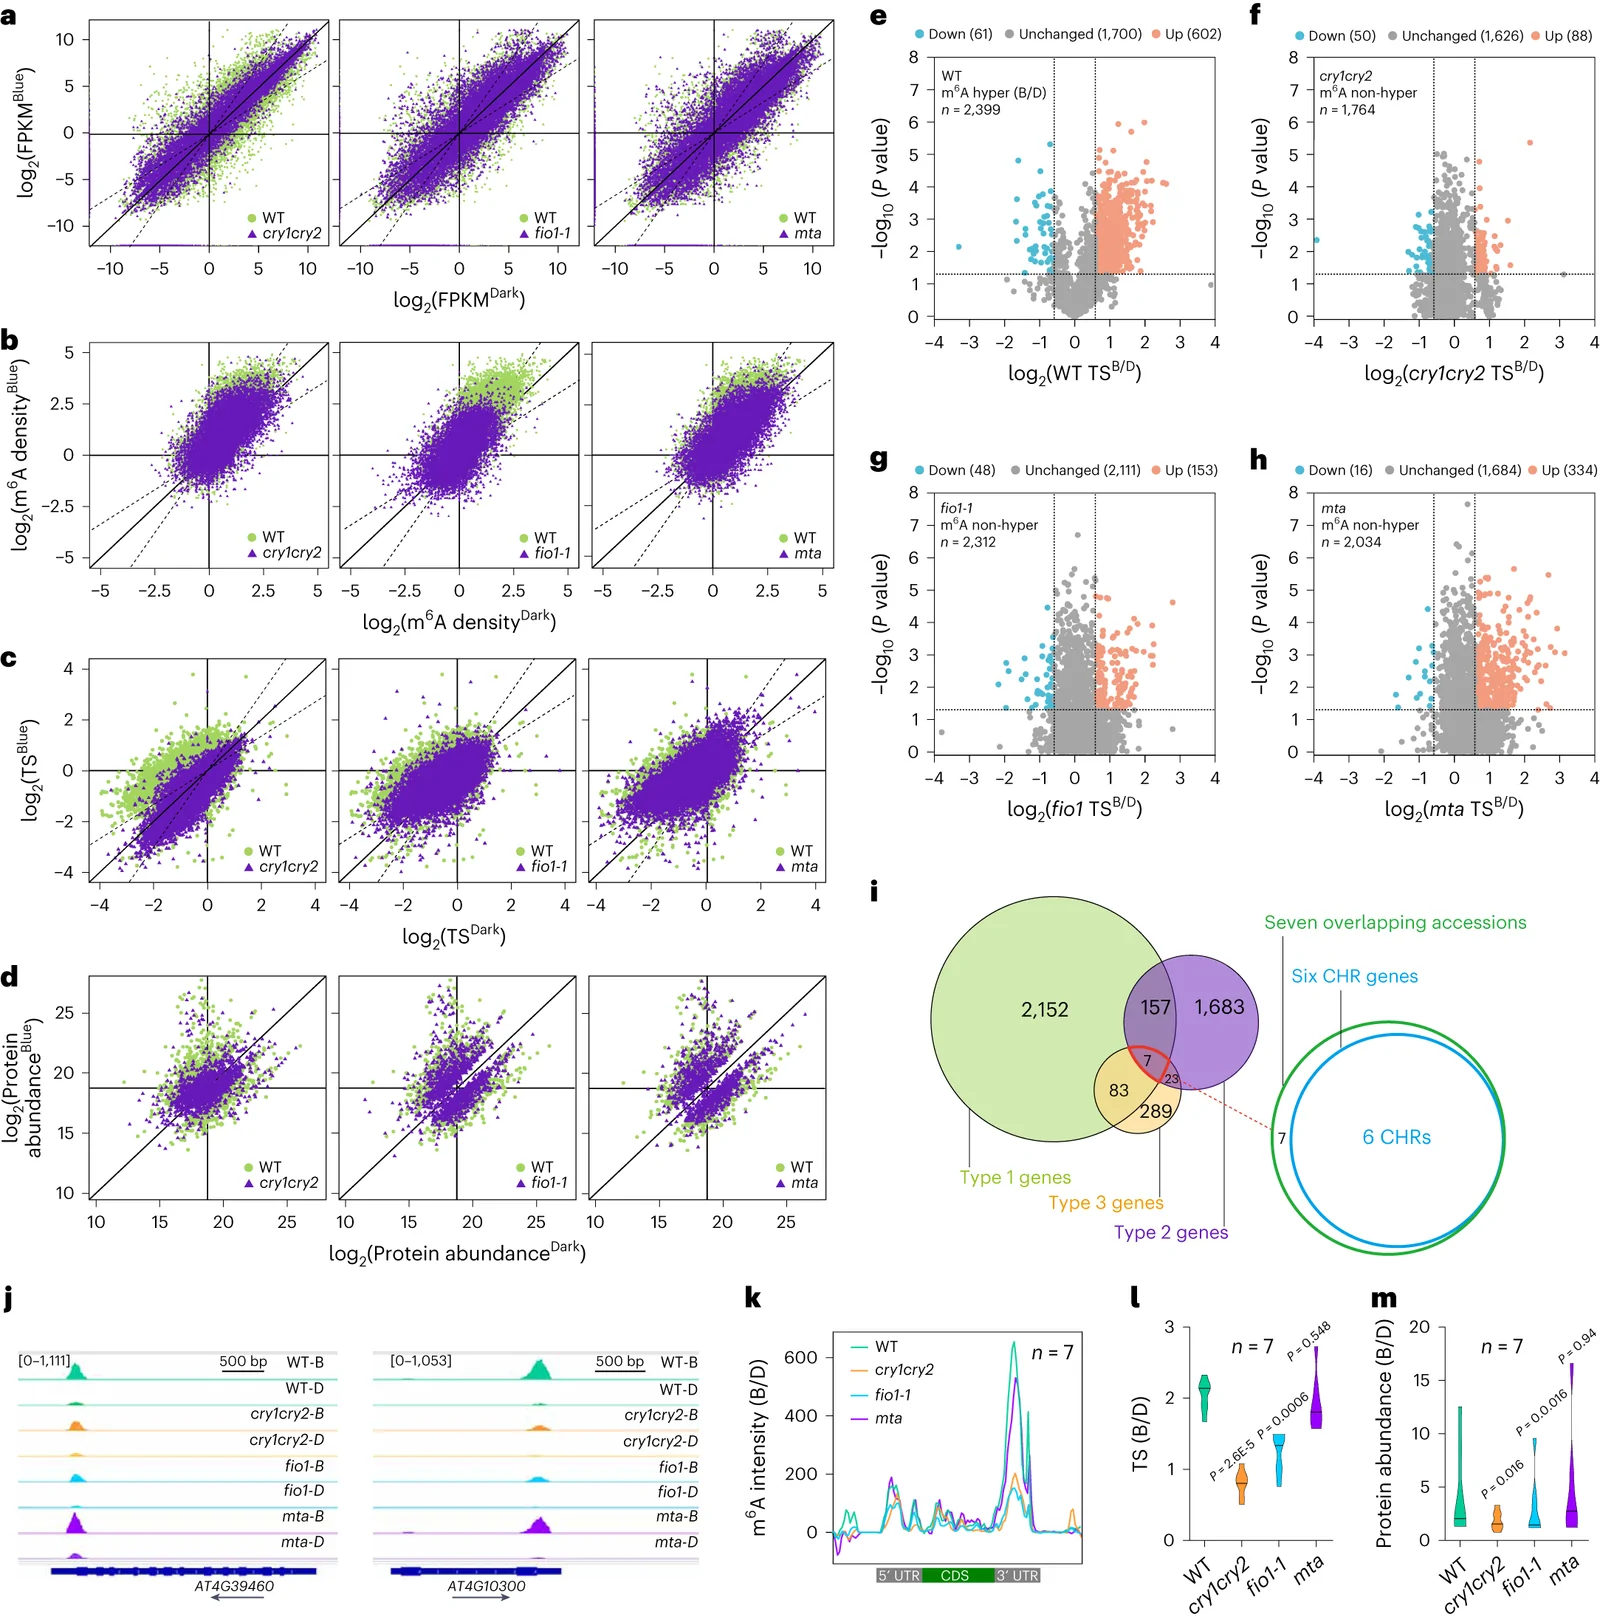
CRYs and FIO1 mediate blue light-induced mRNA methylation and translation of the *CHR* genes. **a**–**c**, Scatter plots showing the photoresponsive transcriptomic (**a**), epitranscriptomic (**b**) and translation state (TS) (**c**) changes. The dashed lines indicate >1.5× photoresponsive changes in mRNA abundance. **d**, Scatter plots showing the photoresponsive proteomic changes of the eight-sample cohort. The differentially expressed accessions of the WT (B/D > 1.5, *P* < 0.01, two-tailed Student’s *t*-test) were first selected and plotted, and those accessions in the mutants are plotted for comparison. In **a**–**d**: WT, green dot; three mutants, purple dot. Seedlings were grown in dark (abscissa) or blue light (ordinate) (25 μmol m^−2^ s^−1^) for 6 days before collection. **e**–**h**, The volcano plots showing photoresponsive changes of translation states (WT, TS^B/D^) associated with the light-induced mRNA methylation in the wild-type plants (**e**) and in the *cry1cry2* (**f**), *fio1-1* (**g**) and *mta* (**h**) mutants. ‘WT m^6^A hyper (B/D)’ is defined by m^6^A-B/D^WT^ >1.5. ‘m^6^A non-hyper’ in the mutant indicated is defined by m^6^A-B/D^WT^ >1.5 and m^6^A-B/D^mt^ <1.5, mt: mutants. B/D: blue/dark. |TS^B/D^| >1.5, *P* < 0.05, two-tailed Student’s *t*-test. **i**, Venn graph shows overlaps of the type 1, type 2 and type 3 genes. Six of the seven overlapping genes encode CHRs. **j**, Genomic visualization of m^6^A density maps of representative CRY/FIO1-dependent photo-activation of mRNA methylation genes. **k**, The distribution of photoresponsive mRNA m^6^A intensity of the seven genes shown in **i** mapped along relative mRNA position in different genotypes. **l**,**m**, Violin plots comparing the photoresponsive changes of translation state (**l**) and protein abundance (**m**) of the seven accessions shown in **i**. The ratio of translation state (**l**) or protein abundance (**m**) between seedlings grown in blue light and darkness is shown for the indicated genotypes. *P* values are determined by two-tailed Student’s *t*-test (**l**) or the two-sided Wilcoxon test (**m**). Source data

Figure 2b shows the photoresponsive change of m^6^A density, or changes of m^6^A deposition per unit length of RNA, in response to light. The datapoints representing blue light-dependent changes of mRNA methylation in the WT plants apparently concentrate more above the diagonal line of quadrant I (Fig. 2b, green), demonstrating the light-induced increase of m^6^A mRNA methylation in the WT. This is consistent with that reported previously^15^. 

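In WT, the blue-light libraries had more m6A than the dark libraries over a 3′ UTR peak of *GAD2*, which encodes a glutamate decarboxylase, and over coding-sequence peaks of *TOC159*, an import receptor of the chloroplast, *TROL*, a thylakoid protein, and *HA1*, a proton pump of the plasma membrane. No tested peak of the light-harvesting complex, the photosystems, the Calvin cycle or tetrapyrrole synthesis was called in either direction. Of the 3408 peaks, 28 were higher in blue light than in darkness and 0 were lower by edgeR. At an unadjusted p under 0.05 the counts were 498 higher and 8 lower, DESeq2 gave 34 and 0, and limma on log2 ratios with a pseudocount of 1 gave 46 and 0. The limma count of higher peaks fell to 0 with a pseudocount of 0.1 and rose with a pseudocount of 5. It rose far more without the filter on the input, a setting chosen after the values were seen. The median log2 B/D over all tested peaks was 0.62 with libraries scaled by their totals and 0.07 with TMM factors computed over peaks, which called 30 higher and 0 lower. With each pair centred on its own median, 39 peaks were higher and 5 lower. The median log2 B/D was 0.66 over 32 peaks of light-harvesting genes, 0.72 over 36 peaks of nuclear photosystem genes, 0.71 over 24 peaks of S-adenosylmethionine genes, 0.77 over 28 peaks of cytosolic ribosomal protein genes, 0.58 over 46 peaks of Calvin cycle genes and 0.18 over 17 peaks of tetrapyrrole genes. Under TMM over peaks these medians were 0.09, 0.19, 0.17, 0.23, 0.04 and -0.30, so that the direction of the tetrapyrrole peaks flips with the scaling. The median over all peaks fell too, and the tetrapyrrole median lay below it under both scalings. No list differed from the other peaks by limma's camera test with an estimated correlation (adjusted p = 0.98 for each), and 0 peaks of these lists were called when adjusted over the list alone. Leaving out blue WT replicate 1 left 0 peaks called higher, and there were 12 without blue WT replicate 2, 3 without dark WT replicate 1 and 91 without either replicate of blue *fio1-1*. From the distribution of its datapoints, the paper concludes that light increases mRNA methylation in the WT.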

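The *ICL* gene of the glyoxylate cycle and *AT4G06700*, a gene in repeated sequence, had lower B/D of m6A in *cry1cry2* than in WT by edgeR, and the same 2 genes with *AT2G07981*, *AT2G08986* and *TOC159* had lower B/D in *mta*. In *fio1-1*, the B/D was higher than in WT at *AT1G79520* (3′ UTR, log2 difference 2.21 ± 0.37, SE) and at *AT5G09125* (2.65 ± 0.55), and lower at *ICL*, *AT5G11000* and *AT1G04800* (-3.72 ± 0.72, adjusted p = 0.011 from edgeR). The *ICL* peak held 12 IP and 0 input reads in blue WT, and limma on log2 ratios with a pseudocount of 5 gave it a log2 difference of 0.17 in *cry1cry2*, without a call. The difference for *TOC159* in *mta* was -4.12 ± 0.94 (adjusted p = 0.050) and that for *AT4G06700* was -4.05 ± 0.76 in *cry1cry2* and -3.91 ± 0.76 in *mta* (adjusted p = 0.018 for both). The interaction of light and genotype was called at 0 peaks higher and 2 lower in *cry1cry2*, 8 higher and 3 lower in *fio1-1*, and 0 higher and 10 lower in *mta*, by edgeR at 2 libraries per group. Without blue WT replicate 1, 0 peaks were lower in *cry1cry2* and *mta* and 1 in *fio1-1*, so that each call named here for the first 2 ended. In *mta*, 0 were lower also without blue WT replicate 2, dark WT replicate 1, blue *mta* replicate 2 or dark *mta* replicate 1, and 25 were without either blue *fio1-1* replicate. In *cry1cry2* there were 1 without blue WT replicate 2, dark WT replicate 1 or blue *cry1cry2* replicate 2, 4 without dark WT replicate 2, 13 without either blue *mta* replicate and 32 without either blue *fio1-1* replicate. In *fio1-1* there were 1 without its dark replicate 1, 7 without either blue *mta* replicate, 8 without its blue replicate 1 and 264 without its blue replicate 2. At an unadjusted p under 0.05 there were 31 higher and 256 lower in *cry1cry2*, 138 and 220 in *fio1-1*, and 19 and 249 in *mta*. TMM over peaks gave 3 and 18, 40 and 26, and 1 and 13 in these mutants, and centring each pair gave 0 and 13, 35 and 17, and 2 and 12. The median difference over all peaks was -0.54 in *cry1cry2*, -0.25 in *fio1-1* and -0.58 in *mta* with library totals, and -0.01, 0.00 and -0.05 with TMM over peaks.

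**Figure D1:**
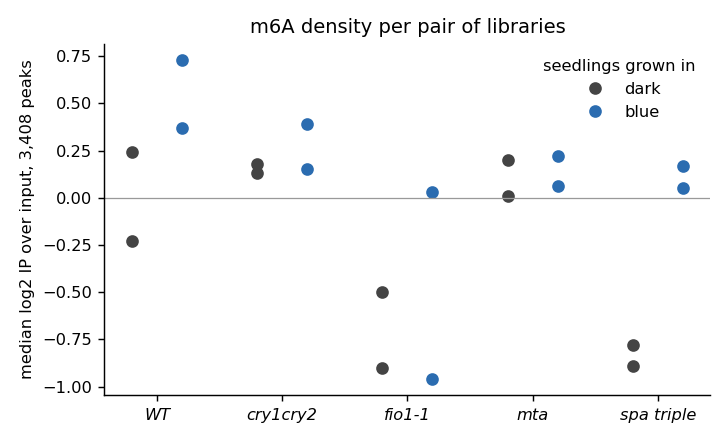
Median log2 IP over input of 3408 peaks (vertical axis) for each library pair, by genotype and light (horizontal axis), each point 1 IP library with its input, the *spa* triple mutant included. The pairs of blue WT lie at 0.73 and 0.37 and those of dark WT at -0.23 and 0.24, those of blue *cry1cry2* at 0.39 and 0.15, blue *fio1-1* at -0.96 and 0.03 and blue *mta* at 0.22 and 0.06, with libraries scaled by their totals; the median difference between light conditions is close to 0 under TMM over peaks.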

There is a global downshifted distribution of the datapoints derived from all three mutants (Fig. 2b, purple, Extended Data Figs. 2a and 3g–l and Supplementary Tables 2–6), indicating the diminished light induction of mRNA methylation in all three mutants. For example, in the WT seedlings, 2,399 mRNA accessions showed blue light-induced m^6^A deposition or photoresponsive hyper-methylation (B/D > 1.5, *P* < 0.05 or FDR <0.05). Of those 2,399 mRNA accessions, only about 26% (635/2,399), 3.6% (87/2,399) or 15% (365/2,399) showed the blue light-induced hyper-methylation in the *cry1cry2*, *fio1-1* and *mta* mutants, respectively (Extended Data Fig. 2a and Supplementary Tables 3–6), suggesting that all three genes are required for the blue-light stimulation of mRNA methylation. 

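The 28 peaks higher in blue light lay in 9 genes and between genes. The *GAD2* peak (*AT1G65960*, chromosome 1, 24556937 to 24557723) had a log2 B/D of 1.66 ± 0.41 (SE, adjusted p = 0.045 from edgeR), with 579 IP and 292 input reads in blue WT and 326 and 280 in dark WT over 2 libraries each. The *TOC159* peak (*AT4G02510*, chromosome 4, 1105936 to 1106295) had a log2 B/D of 3.06 ± 0.75 (adjusted p = 0.037) and rested on 193 IP reads in blue and 6 in dark WT. The *TROL* peak (*AT4G01050*, 455825 to 456089) had 4.15 ± 1.00 (adjusted p = 0.036), with 100 IP reads in blue and 4 in dark WT. The *HA1* peak (*AT2G18960*, chromosome 2, 8225220 to 8225352) was called with 42 IP reads in blue and 1 in dark WT. The *ICL* peak (*AT3G21720*, chromosome 3, 7654135 to 7654680) had 12 IP reads and 0 input reads in blue WT, so that no fold change is given for it. The other called genes, *AT2G07981*, *AT2G08986*, *AT4G06700* and *AT1G40104*, and 16 intergenic peaks lie in repeated sequence around the centromeres, with log2 B/D of 2.99 to 5.40. Of these 23 peaks, 18 share 50% or more of their 25-base words with another of the called peaks, each has at least 54.9% of its words at more than 1 place of the genome, and reads of such peaks cannot be given to 1 locus.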

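Neither *GAD2*, *TOC159*, *TROL*, *HA1* nor the other 5 genes hyper-methylated in WT was hyper-methylated in *cry1cry2*, *fio1-1* or *mta*. The genes called within a mutant were others, such as *ROC2*, encoding a cyclophilin, and *DYL1* in *cry1cry2*, where the log2 B/D was 5.58 ± 0.84 (SE, adjusted p = 0.00071 from edgeR) in the 5′ UTR of *ROC2*, on 4 IP reads in the dark, and in the 3′ UTR of *DYL1* it had an adjusted p of 0.029 from edgeR. Within genotypes, 2 peaks were higher and 0 lower in *cry1cry2*, 151 higher and 4 lower in *fio1-1*, and 0 and 0 in *mta*. The calls within *fio1-1* were 151 higher and 56 lower under TMM over peaks and 131 higher and 31 lower after centring, and 49 to 538 higher when 1 library pair was left out. These tests share a spread estimated over all groups. With a fit over only the groups of the contrast, fewer peaks were higher in *fio1-1* than in WT. Which of these genotypes had more calls thus depended on the fit. The counts at an unadjusted p under 0.05 were 116 higher and 70 lower in *cry1cry2*, 529 and 80 in *fio1-1*, and 55 and 56 in *mta*, and DESeq2 gave 7 and 1, 189 and 8, and 0 and 0. Of 428 genes hyper-methylated in WT at an unadjusted p under 0.05, 33 (7.7%) were also hyper-methylated in *cry1cry2*, 121 (28.3%) in *fio1-1* and 12 (2.8%) in *mta*, against 22.2, 92.1 and 10.4 genes for independent lists of these sizes.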

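*GAD2*, *TOC159*, *TROL*, *HA1*, *ICL* and the 4 genes in repeated sequence all count as lost in each of the 3 mutants, since none of the 9 passed the test there. A gene that fails a test in a mutant is not shown to differ from WT, and of these 9 genes the light response itself was called lower at *ICL* and *AT4G06700* in *cry1cry2*, at *ICL* in *fio1-1* and at *ICL*, *AT4G06700*, *TOC159*, *AT2G07981* and *AT2G08986* in *mta*, where the calls in *cry1cry2* and *mta* ended without blue WT replicate 1. With calls at an unadjusted p under 0.05, 285 (66.6%) of the genes hyper-methylated in WT were not hyper-methylated in any of the mutants *cry1cry2*, *fio1-1* and *mta*. Without the filter on the input, 761 (73.9%) of 1030 were not. From the genes shared by the mutants, the paper concludes that MTA and FIO1 overlap in their substrates and that CRYs act on both.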

Importantly, the *cry1cry2*, *fio1-1* and *mta* mutants shared 61% (1484/2399) ‘non hyper’ mRNA accessions that lost photoresponsive hyper-methylation (Extended Data Fig. 2d), demonstrating the overlapping substrate specificity of MTA and FIO1 catalysing the photoresponsive m^6^A methylation, and that CRYs mediate blue-light activation of both MTA- and FIO1-dependent mRNA methylation. Consistent with that reported previously^15,39–41,43,48^, the 3′ untranslated region (UTR) of mRNAs is methylated more than other regions of transcripts. Consistently, 3′ UTR of mRNAs also showed more pronounced photoresponsive hyper-methylation for mRNAs in the WT plants and loss of this photoresponse in mRNAs of all three mutants (Extended Data Fig. 2e,g).

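Peaks in 3′ UTRs had a larger median light response of m6A than peaks in coding sequences in WT, and the 3′ UTR response was smaller in *cry1cry2* and *mta* than in WT. In *fio1-1* the response of the tested peaks was larger in 3′ UTRs than in coding sequences and, in 3′ UTRs, not below that of WT under TMM over peaks. The filter left 282 of 5022 3′ UTR peaks and 2832 of 7186 coding-sequence peaks. Over all 5022, with library totals, the mean of the replicate medians of log2 IP over input was 1.98 in blue and 0.91 in dark WT. It was 1.31 and 0.70 in *cry1cry2*, 0.68 and 0.20 in *fio1-1* and 1.33 and 0.92 in *mta*, a smaller rise in each mutant. Single called 3′ UTR peaks are those of *GAD2* in WT and *DYL1* in *cry1cry2*. The median log2 B/D over 282 peaks in 3′ UTRs was 0.78 in WT, 0.16 in *cry1cry2*, 0.76 in *fio1-1* and 0.15 in *mta*. Over 2832 peaks in coding sequences it was 0.62, 0.06, 0.26 and 0.01. Under TMM over peaks the medians in 3′ UTRs were 0.24, 0.13, 0.36 and 0.13 and those in coding sequences 0.08, 0.03, -0.03 and -0.01, so that the 3′ UTR stayed above the coding sequence in each genotype and the coding sequences of *fio1-1* and *mta* changed sign. The median log2 IP over input of the 3′ UTR peaks was 1.72 and 1.24 in the blue WT pairs and 0.55 and 0.91 in the dark WT pairs. It was 1.00 and 0.87 in blue and 0.61 and 0.61 in dark *cry1cry2*, -0.30 and 0.69 in blue and -0.02 and -0.34 in dark *fio1-1*, and 0.82 and 0.64 in blue and 0.65 and 0.45 in dark *mta*. Called higher in the 3′ UTR were 1 peak in WT and 24 (8.51%) in *fio1-1*. With 2 pairs per group no exact test of these medians within 1 genotype can fall below 0.05.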

Although the decreased mRNA methylation in the *fio1-1* and *mta* mutants may alter stability of mRNAs, such changes may be masked in the steady-state transcriptomes by various feedback regulatory mechanisms controlling the photoresponsive transcription. This may explain the apparent change of steady-state transcriptome in the *cry1cry2* mutant and the lack of similar changes in the *fio1-1* and *mta* mutations (Fig. 2a). 

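*CRY1* and *CRY2* transcripts were examined first, since the *cry1cry2* double mutant should have little of either. *CRY1* had 27.1 to 37.6 FPKM in the WT libraries and 0 to 0.14 FPKM in 11 of the 12 *cry1cry2* libraries. In the input library labelled blue *cry1cry2* replicate 2 it had 104 FPKM (12620 reads), against 10 and 9 reads in the other 2 inputs of that group. *CRY2* in the same library was as low as in the others (0.07 FPKM, against 34.7 to 90.1 in WT), no other gene lay more than 5 log2 units from its replicates there, and the ribosome-bound RNA labelled with the same replicate had 0 FPKM of *CRY1*. The reason is not known, and no fold change of *CRY1* is given. Every direction for *cry1cry2* below uses this library, and for some counts the value without it is given too. *FIO1* had 1.33 to 3.61 FPKM in *fio1-1* and 1.85 to 10.7 in WT, and *MTA* in *mta*, which the methods write as *ABI3::MTA/mta*, was higher than in WT in dark inputs (19 to 21 FPKM, against 7.95 to 8.68) and somewhat lower in dark TRAP libraries (5.38 to 5.70, against 6.34 to 7.19), so that these 2 transcripts do not check the labels. TRAP-seq pulls down tagged ribosomes and sequences the mRNA bound to them beside the total mRNA of the extract (input). There were 3 TRAP libraries with their inputs for each genotype and light condition. The TRAP libraries held 4756652 to 14728948 reads in dark WT, 9331951 to 16590510 in dark *cry1cry2*, 6110696 to 13089429 in dark *fio1-1*, 10734467 to 18171732 in dark *mta*, 18319960 to 69502735 in blue WT, 9002456 to 35281870 in blue *cry1cry2*, 13649219 to 35587778 in blue *fio1-1* and 9111239 to 10813964 in blue *mta*. The inputs held between 10405287 and 85928446 reads. The TRAP library of dark WT replicate 1 stood apart, with the fewest reads and 18472 genes detected against 21146 and 21360 in the other 2. The authors quantified the reads per gene with RSEM, and the deposited values are expected counts and FPKM for 64790 gene models. Here the counts of TRAP over input were compared with edgeR's quasi-likelihood test over 21551 genes, scaled by TMM. A gene is called at an adjusted p under 0.05 and a fold change above 1.5. In data simulated with an assumed squared biological coefficient of variation of 0.03, the test found 54% of 2-fold and 100% of 4-fold increases, which were put only at genes of above-median read count.

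**Figure D2:**
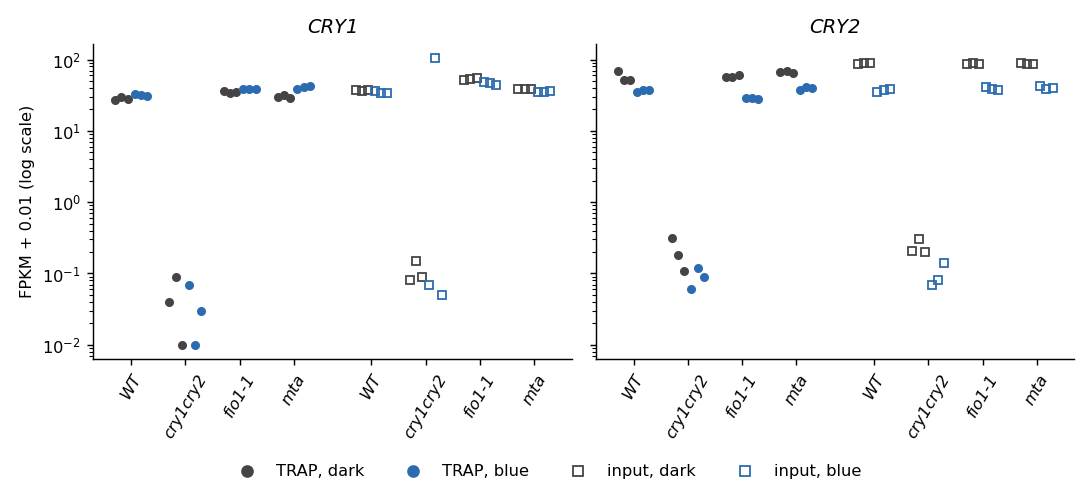
FPKM plus 0.01 of *CRY1* and *CRY2* (vertical axis, log scale) by genotype and light, each point 1 library, with filled circles for TRAP and open squares for input. *CRY1* of the input library labelled blue *cry1cry2* replicate 2 lies at 104 FPKM, beside 0.06 and 0.04 in the other inputs of its group.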

Because changes in mRNA methylation may also affect translation of the respective mRNAs, we analysed photoresponsive changes of ribosome-associated mRNAs to examine their translation states for the 8-sample cohort. 

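In WT, blue light raised the translation state, the ribosome-bound over the total mRNA, of single genes of light signalling and the clock, among them *HFR1*, *SPA3*, *SPA4*, *PIF3*, *HY5*, *COP1*, *PRR7*, *PRR9* and *ELF4*, and of *GUN4* of tetrapyrrole synthesis. It lowered that of S-adenosylmethionine genes (*SAM1*, *HOG1*, *SAHH2*, *ATMS1*), cytosolic ribosomal protein genes (*RP1* or *AT1G43170*, *P40* and *RPS6* or *AT4G31700*) and the root genes *CASP2*, *ESB1* and *PHT1;1*. As lists the first 2 of these did not pass limma's camera test with an estimated correlation (adjusted p = 0.051 for both), although they passed with a preset correlation of 0.01. The light signalling list had 10 higher and 3 lower of 27 (camera adjusted p = 0.18), the clock 5 and 1 of 13 (0.26) and the root list 0 and 7 of 9 (0.26), so that no list passed, and under library totals the counts were 18 and 1, 9 and 0, and 1 and 5. *GUN4* had a log2 B/D of 1.86 ± 0.17 (SE, 3 pairs per group), *SPA4* 1.57, *SPA3* 1.54, *HFR1* 1.40 ± 0.14, *PRR9* 1.36, *ELF4* 1.28, *PRR7* 1.25, *HY5* 1.20, *PIF3* 1.16 and *COP1* 0.92. *SAM1* had -1.66 ± 0.06, *HOG1* -1.93 ± 0.10, *ATMS1* -1.36 ± 0.07, *RP1* -1.46 ± 0.09, *P40* -1.16 ± 0.08, *CASP2* -1.91 ± 0.10, *PHT1;1* -2.06 ± 0.16 and *UVR8* -1.01 ± 0.07. Among called genes of above-median level, the largest increases after *AT1G51110* were in *AT2G21960* (3.51 ± 0.31, on 13 reads in the 3 TRAP libraries of dark WT), *AT2G11240* (3.36 ± 0.47, on 9), *AT1G07590* (3.33 ± 0.11) and the metallothioneins *MT1A* (3.21 ± 0.19) and *MT1C* (3.04 ± 0.18), which are nearly identical and may share reads. *AT1G51110*, with the largest value, and *THI2.2*, also among the 10 largest, rested on 1 read each in these TRAP libraries. Downward the largest were *AT5G04120* (-5.41 ± 0.27), *AT5G38940* (-4.74 ± 0.28) and *AT5G46900* (-4.55 ± 0.23), and *WIH3* (-3.30 ± 0.28) was among the 10 largest. Of 21551 genes, 3735 were higher and 3210 lower. With library totals in place of TMM, which moved the median over all genes from 0.08 to 0.55, 8113 were higher and 968 lower, and with the study's formula 8007 were higher and 719 lower. Called genes were therefore higher for 53.8%, 89.3% and 91.8%. All 10 S-adenosylmethionine genes were lower (10 when adjusted over the list alone), and 6 were under library totals. Of 26 ribosomal protein genes 18 were lower and 0 higher, against 8 lower and 1 higher under library totals. The tetrapyrrole genes split into 6 higher and 7 lower of 33, which becomes 11 and 0 under library totals.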

Figure 2c shows that the datapoints representing photoresponsive changes in translation state of the WT seedlings tend to distribute above the diagonal line of quadrants I and III (Fig. 2c, green), indicating a blue light induction of mRNA recruitment to ribosomes or a blue light-induced translation. 

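In *cry1cry2*, the light response of the translation state was higher than in WT for light-harvesting genes (*CAB1*, *LHCA3*, *LHB1B2*, *LHCB5*), Calvin cycle genes (*RBCS1A*, *PRK*, *FBA1*), S-adenosylmethionine genes and ribosomal protein genes. In B/D, 11 of 18 Calvin cycle genes rose in *cry1cry2*, against 3 higher and 5 lower in WT, and with library totals 9 rose against 8 higher and 1 lower in WT, so that this contrast of the 2 genotypes in B/D depended on the scaling. Of 10 S-adenosylmethionine genes, 10 had a higher light response than WT in *cry1cry2* (camera adjusted p = 0.035) and 6 in *fio1-1* (0.036), and 5 and 3 under library totals. Of 26 ribosomal protein genes 21 did in *cry1cry2* (0.041; 7 under library totals, with 1 lower), and in *fio1-1* 9 did (0 under library totals), where the list did not pass (0.16). In *mta*, 7 of the S-adenosylmethionine genes were higher in this way (0.067; 6 under library totals), and *CAB2*, *TGG2*, *PRXCA* and *THI2.2* (the last on 1 TRAP read in dark WT) had lower and *PELPK1*, *ABCG6* and *CYP86A1* higher light responses than in WT. The interaction of light and genotype was called at 4080 genes higher and 3445 lower in *cry1cry2*, at 1418 and 1118 in *fio1-1* and at 1044 and 1153 in *mta*. With library totals the counts were 713 and 9410, 181 and 4450, and 928 and 1292, as that scaling moved the median difference over all genes to -0.79, -0.44 and -0.08. Without blue *cry1cry2* replicate 2, whose input holds the *CRY1* reads, *cry1cry2* had 4119 higher and 3248 lower, and without dark WT replicate 1 it had 4201 and 3392. *LHCA3* had a log2 B/D of 1.45 in *cry1cry2*, 0.85 in *fio1-1* and 0.12 in *mta*, *CAB1* had 1.98, 1.75 and 0.82, and *RBCS1A* 1.94, 1.90 and 0.66. *SAM1* differed from WT in its light response by 2.01 in *cry1cry2*, 1.22 in *fio1-1* and 0.88 in *mta*. *GUN4* differed by -1.76, -0.85 and -1.12, each below WT. *MT1A* differed by -3.10 ± 0.28 (SE) in *cry1cry2* and -2.38 ± 0.29 in *mta*, *BGLU8* by -3.02 ± 0.54 in *cry1cry2* and -2.46 ± 0.55 in *fio1-1*, and *PELPK1* by 2.62 ± 0.17, *ABCG6* by 2.53 ± 0.24 and *CYP86A1* by 2.52 ± 0.27 in *mta*. Of 17 light-harvesting genes, 16 had a higher light response in *cry1cry2* (camera adjusted p = 0.035 with an estimated correlation) and 10 in *fio1-1* (0.032), against 11 and 8 under library totals. Of 18 Calvin cycle genes the counts were 14 (0.015) and 11 (0.0029), and 6 and 5 under library totals, where 2 were lower in *cry1cry2*. These lists gave the same counts adjusted over the list alone. Without blue *cry1cry2* replicate 2 the counts in *cry1cry2* were 16 light-harvesting, 15 Calvin cycle, 10 S-adenosylmethionine and 21 ribosomal protein genes.

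**Figure D3:**
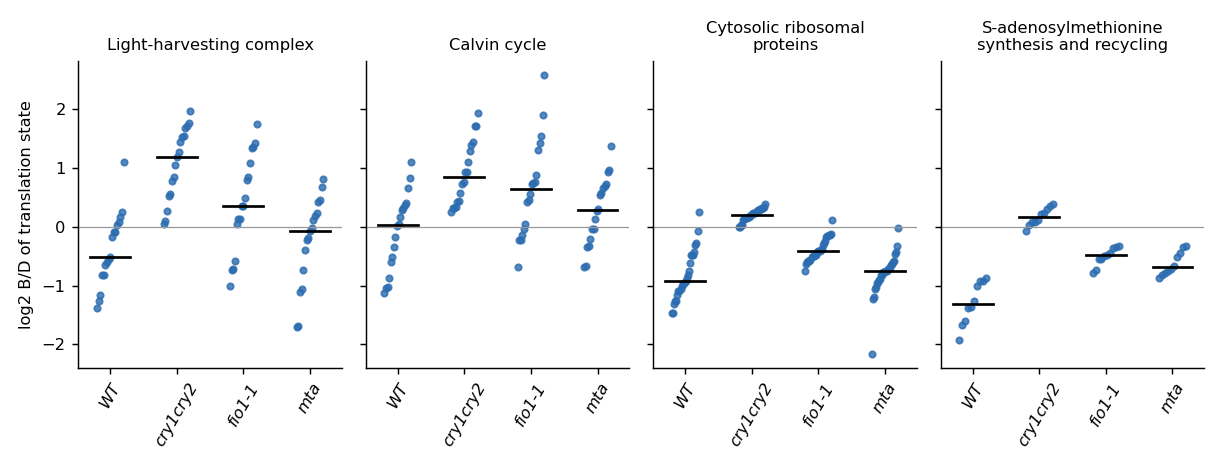
Log2 B/D of the translation state (vertical axis), scaled by TMM, for the genes of 4 lists in each genotype, each point 1 gene and each line the median. Light-harvesting genes have a median of -0.51 in WT (-0.03 with library totals) and 1.19 in *cry1cry2*, S-adenosylmethionine genes have -1.32 in WT (-0.84 with library totals), and the calls of Calvin cycle genes in WT change from 3 higher and 5 lower to 8 and 1 with library totals.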

All three mutants showed diminished light induction of translation, but the effect on photoresponsive translation can be ranked in the order of *cry1cry2* > *fio1-1* > *mta* (Fig. 2c, purple). For example, of the 4,941 mRNA accessions that exhibited blue light-induced translation state in the WT plants, about 1.4% (71/4941), 17% (853/4941) or 49% (2,445/4,941) showed light-induced translation in the *cry1cry2*, *fio1-1* or *mta* mutant, respectively (Extended Data Figs. 2b and 3m–r and Supplementary Table 8). 

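Among the genes with a light-induced translation state in WT, *GUN4* stayed induced in *fio1-1* (log2 B/D 1.00) and *mta* (0.73) but not in *cry1cry2* (0.09), and *GAPA* stayed induced in all 3 mutants (1.72 in *cry1cry2*, 2.59 in *fio1-1* and 1.38 in *mta*, against 1.11 in WT). Of the 3735 genes higher in WT, 129 (3.5%) were also higher in *cry1cry2*, 1071 (28.7%) in *fio1-1* and 1246 (33.4%) in *mta*, where independent lists would share 110, 313 and 387. Leaving out 1 library pair in turn gave 95 to 147 for *cry1cry2*, and 121 without blue *cry1cry2* replicate 2. With library totals, 120 (1.5%), 1724 (21.2%) and 4383 (54.0%) of 8113 were also higher, and with the study's formula 121 (1.5%), 1822 (22.8%) and 4227 (52.8%) of 8007. The order of the 3 mutants was thus kept, with lower shares in *cry1cry2* and *fio1-1* and a higher one in *mta*. A light response smaller than in WT, tested as an interaction, was called for 2626 (70.3%) of the genes in *cry1cry2* (2513 of 3702 without blue *cry1cry2* replicate 2), 839 (22.5%) in *fio1-1* and 760 (20.3%) in *mta*. Among all 21551 genes it was called for 3445, 1118 and 1153. The genes were chosen as higher in the same WT libraries, which by itself favours a smaller response in a mutant. Over all tested genes, whether or not induced in WT, 859 had a log2 B/D below that of WT in both *cry1cry2* and *fio1-1* (179 for independent lists, and 821 without that library pair), 700 in *cry1cry2* and *mta* (184) and 308 in *fio1-1* and *mta* (59.8). The same WT libraries serve each comparison: with WT shared and no effect simulated, 0 genes were called in both and the covariance of the 2 differences was 0.282, 0.292 and 0.284, against 1.255, 0.970 and 0.816 observed. The correlation was 0.48, 0.48 and 0.45 in this simulation and 0.62, 0.48 and 0.45 as observed, so that for the 2 pairs with *mta* it does not exceed that of shared controls, and part of the excess may come from them. The paper ranks the mutants by these shares and states that *cry1cry2* is affected most and *mta* least.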

The writer-specific m^6^A deposition on the same or different mRNA substrates may explain why the *mta* mutant suffers the least with respect to the blue light-induced stimulation of translation. We tested this proposition by two analyses. First, we analysed the light-induced, hyper-methylated and hyper-translated mRNA accessions in the WT plants and the three mutants. Of the 2,399 mRNA accessions that showed photoresponsive hyper-methylation in the WT plants, 25% (602/2399) showed light-induced hyper-translation in the WT plants. But the photoresponsive translation of these 602 mRNAs diminished significantly in the three mutants, especially in *cry1cry2* and *fio1-1* mutants (Extended Data Fig. 2f). 

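*GAD2*, *TOC159*, *TROL* and *HA1*, the hyper-methylated genes whose sequence is not repeated and whose input held reads, had no light-induced translation state in WT. With calls at an adjusted p, 0 of 5 hyper-methylated genes with a tested translation state were hyper-translated, and 309 (15.0%) of the 2064 other genes were (Fisher's exact test, two-sided, p = 1, odds ratio 0.00, 95% interval 0.00 to 6.23). With m6A and translation calls both at an unadjusted p under 0.05, 52 (12.4%) of 419 hyper-methylated genes were hyper-translated, against 15.6% of the other genes (odds ratio 0.77, 95% interval 0.55 to 1.06, exact p = 0.11). Without the filter on the input, and with translation calls at an adjusted p, the counts were 178 (17.5%) of 1017 against 18.8% (odds ratio 0.91, exact p = 0.31). With the translation state from the study's formula, a setting chosen after the values were seen, they were 360 (35.4%) of 1017 against 42.4% (odds ratio 0.75, 95% interval 0.65 to 0.86, exact p = 1.9e-05), and with m6A calls from log2 ratios in limma as well 1359 (41.8%) of 3254 against 41.5% (odds ratio 1.01, exact p = 0.83). The shares thus depended on the settings, where the formula changes scaling, pseudocount and test together.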

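There were 52 genes that were hyper-methylated and hyper-translated in WT, both at an unadjusted p under 0.05. At the same unadjusted p, 8 (15.4%) of them were hyper-translated in *cry1cry2*, 34 (65.4%) in *fio1-1* and 17 (32.7%) in *mta*. A light response of translation below that of WT was called, also at an unadjusted p, for 28 (53.8%) of them in *cry1cry2*, 11 (21.2%) in *fio1-1* and 19 (36.5%) in *mta*. These genes too were chosen as higher in the WT libraries used for the comparison, which by itself favours a smaller response in a mutant. The input library labelled blue *cry1cry2* replicate 2 is among those behind the *cry1cry2* counts. The 28 peaks called at an adjusted p gave no gene with both a higher m6A and a higher translation state, so that no named gene of this kind can be followed into the mutants.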

Second, we analysed in more detail how loss of photoresponsive hyper-methylation of mRNA affected light-induced translation in the three mutants (Fig. 2e–h). Of the 2,399 photoresponsive hyper-methylated mRNA accessions identified in the WT, 73% (1764/2,399), 96% (2,312/2,399) or 84% (2,034/2,399) lost the photoresponsive hyper-methylation to become ‘m^6^A non-hyper’ mRNAs in *cry1cry2*, *fio1-1* or *mta* mutant, respectively (Fig. 2f–h, *cry1cry2* non-hyper, *fio1-1* non-hyper, *mta* non-hyper). In contrast to 25% (602/2,399) hyper-methylated mRNA accessions that showed light-induced translation in the WT plants, only about 5% (88/1,764), 7% (153/2,312) or 17% (334/2,034) of the ‘m^6^A non-hyper’ mRNA accessions showed light-induced translation in the *cry1cry2*, *fio1-1* or *mta* mutant, respectively (Fig. 2e–h). 

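The genes hyper-methylated in WT at an unadjusted p under 0.05 and not in the mutant were followed, with translation calls at an unadjusted p too. They showed a light-induced translation state at 52 of 386 (13.5%) in *cry1cry2*, 61 of 298 (20.5%) in *fio1-1* and 31 of 407 (7.6%) in *mta*. In WT, 46 (11.9%), 41 (13.8%) and 51 (12.5%) of these same genes had a light-induced translation state. These shares rest on TMM, and the order of the mutants depended on the setting. Without the filter on the input, a setting chosen after the values were seen, the shares were 67 (7.1%), 103 (12.8%) and 106 (10.7%) with TMM, and 15 (1.6%), 114 (14.2%) and 288 (29%) with the study's formula, which is the order of the paper. Translation calls in this setting were at an adjusted p. With calls at an adjusted p, the 5 non-hyper genes with a tested translation state had it induced at 3 in *cry1cry2*, 2 in *fio1-1* and 0 in *mta*, and at 0 in WT. Counts for *cry1cry2* include the library labelled blue *cry1cry2* replicate 2. From the lower shares in its data, the paper concludes that mRNAs without light-induced hyper-methylation are less often translated more in light.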

In other words, the mRNA accessions that no longer undergo light-induced hyper-methylation are much less likely to show light-induced translation, especially in the *cry1cry2* and *fio1-1* mutants. The observation that the *cry1cry2* and *fio1-1* mutants suffered more pronounced impairment in the light-induced translation than that of the *mta* mutant would be explained, at least partially, by the writer-specific mRNA methylation.

We next analysed the proteomes of the 8-sample cohort. In comparison with transcriptomes, epitranscriptomes and translatomes, the proteomes appear to exhibit generally weaker photoresponsive changes (Fig. 2d, Extended Data Figs. 2c and 3s–x and Supplementary Table 9). For example, in comparison with thousands of mRNA that showed significant changes (B/D > 1.5, *P* < 0.05 or FDR <0.05) in transcriptome, epitranscriptome and translatome, we detected 895, 561, 800 or 831 proteins that showed the significant increase (B/D > 1.5, *P* < 0.05) of protein abundance in the WT, *cry1cry2*, *fio1-1* or *mta* mutant, respectively (Extended Data Fig. 2c). This result may be explained by two possibilities: the relatively low sensitivity of mass-spectrometry analyses of proteins and/or relatively more feedback regulatory steps involved in controlling the steady-state levels of protein abundance. Among the 895 proteins that showed light-dependent increase of protein abundance in the WT plants, about 47% (425/895), 72% (640/895) or 76% (682/895) proteins continue to show the light-dependent increase of protein abundance in the *cry1cry2*, *fio1-1* or *mta* mutant, respectively (Extended Data Fig. 2c), implying that the *cry1cry2* mutant suffers more pronounced defects in the photoresponsive steady-state proteomes than the *fio1-1* or *mta* mutant. This observation would be explained by the fact that CRYs, but not the m^6^A writers, are known to regulate photoresponsive transcription and protein turnover.

*Arabidopsis* genome encodes at least 58 chlorophyll synthesis enzyme (CSE) proteins that are directly involved in chlorophyll biosynthesis (Supplementary Table 12 and databases referenced within). Given that light promotes chlorophyll synthesis in *Arabidopsis* and that CRYs are multifunctional gene-expression regulators but MTA and FIO1 are presently known only for their activity regulating mRNA methylation, stability or translation, any of those 58 *CSE* genes that show light-induced increase of mRNA expression, methylation and protein abundance in the CRYs/FIO1-dependent but MTA-independent manner may explain the genotype-specific low-chlorophyll phenotype observed (Fig. 1). However, we did not find any *CSE* genes that satisfy these criteria (Supplementary Tables 12 and 13 and Extended Data Figs. 2 and 3). For example, although the levels of mRNAs of *HEMA1* that encodes glutamyl-tRNA reductase GluTR and *GENOMES UNCOUPLED 4* (*GUN4*) that encodes the porphyrin-binding activator of magnesium chelatase are significantly lower in the light-grown *cry1cry2* and *fio1-1* mutants than those of the WT and *mta* mutant, we failed to detect the corresponding changes in the levels of protein abundance that may explain the genotype-specific low-chlorophyll phenotype (Supplementary Tables 12 and 13). Similarly, other *CSE* genes that showed the CRY-dependent photoinduction of mRNA and protein expression also failed to show the FIO1-dependent but MTA-independent photoinduction of mRNA and protein expression or mRNA methylation, translation and protein expression (Supplementary Tables 12 and 13 and Extended Data Figs. 2 and 3). 

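Genes of tetrapyrrole synthesis, which leads to chlorophyll, did not move together in their translation state in WT: *GUN4*, *HEMA2* (log2 B/D 1.24), *HEMD* (0.85), *ALB1* (0.87) and *ERS* (1.27) were higher in blue light, while *GSA1* (-0.97), *GSA2* (-1.05), *GUN5* (-0.92) and *PORB* (-0.77) were lower, a direction that no gene of the list kept at a call under library totals. *HEMA1* was not called in WT (0.06 ± 0.10, SE), nor in *cry1cry2* (0.42), *fio1-1* (0.33) or *mta* (-0.08). *CHLM* was higher in *cry1cry2* (1.25) and *fio1-1* (1.14) and *CRD1* in *cry1cry2* (0.82). The list of 33 genes was written from textbook knowledge before the data were examined, since the paper's list of *CSE* genes was held only in part. In total mRNA of the same extracts, 27 of the 33 rose and 2 fell in blue WT (camera adjusted p = 2.6e-05). For translation, the list had an adjusted p of 0.27 in WT and 0.037 within *cry1cry2*, where 4 were higher and 1 lower. The list adjusted alone gave 17 m6A peaks tested and 0 called.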

To explain the genotype-specific low-chlorophyll phenotype (Fig. 1), we proposed an alternative hypothesis that CRYs and FIO1, but not MTA, may promote methylation and translation of mRNAs encoding non-CSE proteins, referred to as CHRs, that are required to maintain the normal chlorophyll homeostasis in light-grown plants.

### Identification of CRY/FIO1-dependent CHRs

To test the alternative CHR hypothesis described above, we used a four-step multi-omics clustering approach to identify the genes that showed the RNA methylation, translation and protein expression patterns that may explain the genotype-specific low-chlorophyll phenotype (Fig. 1). First, we selected the 2,399 genes (type 1 genes) that show light-induced increase of mRNA methylation in the WT plants (WT hyper B/D > 1.5, *P* < 0.05). Second, we identified 1,869 genes (type 2 genes) that showed light-induced increase of translation in the WT and the *mta* mutant but not in the *cry1cry2* and *fio1-1* mutants ((B/D)^WT^ > 1.5, (B/D)^*cry1cry2*^/(B/D)^WT^< 0.8, (B/D)^*fi*^*°*^1^/(B/D)^WT^ < 0.8, (B/D)^*mta*^/(B/D)^WT^ > 0.8, FDR <0.05). 

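The paper's *CHR* genes were examined with *HOL1*, which lies in its overlap of gene types and is not among the *CHR* genes it names. Only *SAMC1*, the S-adenosylmethionine transporter of chloroplasts, met the rule for type 2 genes with folds from edgeR. It no longer did without dark WT replicate 1, dark WT replicate 3, dark *fio1-1* replicate 1 or dark *fio1-1* replicate 3, or with the study's formula. Its B/D of the translation state was 1.57 in WT, 0.87 in *cry1cry2*, 1.20 in *fio1-1* and 1.41 in *mta*. *AT4G10300*, *ABA1* and *AT1G01320* were induced in WT but missed the ratio in *fio1-1*, that in *mta* and those in *cry1cry2* and *fio1-1*, respectively, and *CYSC1*, *TSB1* and *HOL1* were not induced in WT. In all, 704 genes (3.3%) of those tested met the rule, with ratios of 0.8 as the paper states them. The count was 788 at an unadjusted p under 0.05, 2701 with library totals and 2795 with folds from the study's formula, under which *AT4G10300*, *TSB1*, *ABA1*, *AT1G01320* and *HOL1* met it. Without blue *cry1cry2* replicate 2 there were 690, and without dark WT replicate 1 there were 650. No gene met both this rule and the m6A call in WT among the 9 hyper-methylated genes, and 2 of 428 did with the m6A calls and the rule both at an unadjusted p.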

Third, we collected 403 genes (type 3 genes) that exhibit higher protein abundance in the light-grown than dark-grown plants of the WT and the *mta* mutant, but lower protein abundance in the light-grown than dark-grown plants of the *cry1cry2* and *fio1-1* mutants ((B/D)^*cry1cry2*^/(B/D)^WT^< 1, (B/D)^*fi*^*°*^1^/(B/D)^WT^ < 1, (B/D)^*mta*^/(B/D)^WT^ > 1, *P* < 0.05). Finally, we used the Venn analysis to identify the overlapping accessions of the three types of genes, resulting in seven such genes (Fig. 2i and Supplementary Table 11). These seven genes showed the statistically significant light-induced increases of m^6^A density (Fig. 2j,k and Extended Data Fig. 2h), translation status (Fig. 2l) and protein abundance (Fig. 2m) in the WT and *mta* mutant, but not in *cry1cry2* and *fio1-1* mutants. 

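Blue light raised the translation state of *AT4G10300*, *SAMC1*, *ABA1* (zeaxanthin epoxidase) and *AT1G01320* in WT, and the light response of *SAMC1* and *ABA1* was smaller in *cry1cry2* and that of *ABA1* in *fio1-1*. *CYSC1*, *TSB1* and *HOL1* lay below the fold threshold. The log2 B/D in WT was 0.77 ± 0.14 (SE) for *AT4G10300*, 0.65 ± 0.16 for *SAMC1*, 0.48 ± 0.06 for *CYSC1*, 0.44 ± 0.09 for *TSB1*, 1.13 ± 0.17 for *ABA1* and 0.97 ± 0.12 for *AT1G01320*. Without dark WT replicate 1, *SAMC1* fell to 0.51 and was no longer called. The difference of the light response from WT was -0.86 for *SAMC1* and -1.48 for *ABA1* in *cry1cry2* (-0.84 and -1.41 without the library pair labelled blue *cry1cry2* replicate 2), -1.10 for *ABA1* in *fio1-1* and -0.51 in *mta*. The 6 *CHR* genes had 4 called higher in WT with TMM and 6 with library totals, and the paper chose them on these libraries, so that their list is not independent evidence. By the study's formula, the translation state in WT was 1.99 ± 0.0879 (SD, n = 3) in blue and 0.846 ± 0.121 in dark for *AT4G10300*, 0.74 ± 0.1 and 0.343 ± 0.111 for *SAMC1*, 1.37 ± 0.0381 and 0.7 ± 0.0203 for *CYSC1*, 0.879 ± 0.0213 and 0.473 ± 0.0265 for *TSB1*, 0.543 ± 0.0373 and 0.249 ± 0.0366 for *ABA1*, 0.557 ± 0.0274 and 0.259 ± 0.0391 for *AT1G01320* and 2.05 ± 0.0587 and 1.22 ± 0.149 for *HOL1*. For m6A, 9 peaks of *AT1G01320*, *HOL1*, *CYSC1* and *ABA1* passed the filter and 0 were called higher in WT by edgeR (0 at an unadjusted p under 0.05). Peaks of *AT4G10300*, *SAMC1* and *TSB1* were present only below the filter, where the log2 B/D was 1.44, 1.11 and 1.33, without a call.

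**Figure D4:**
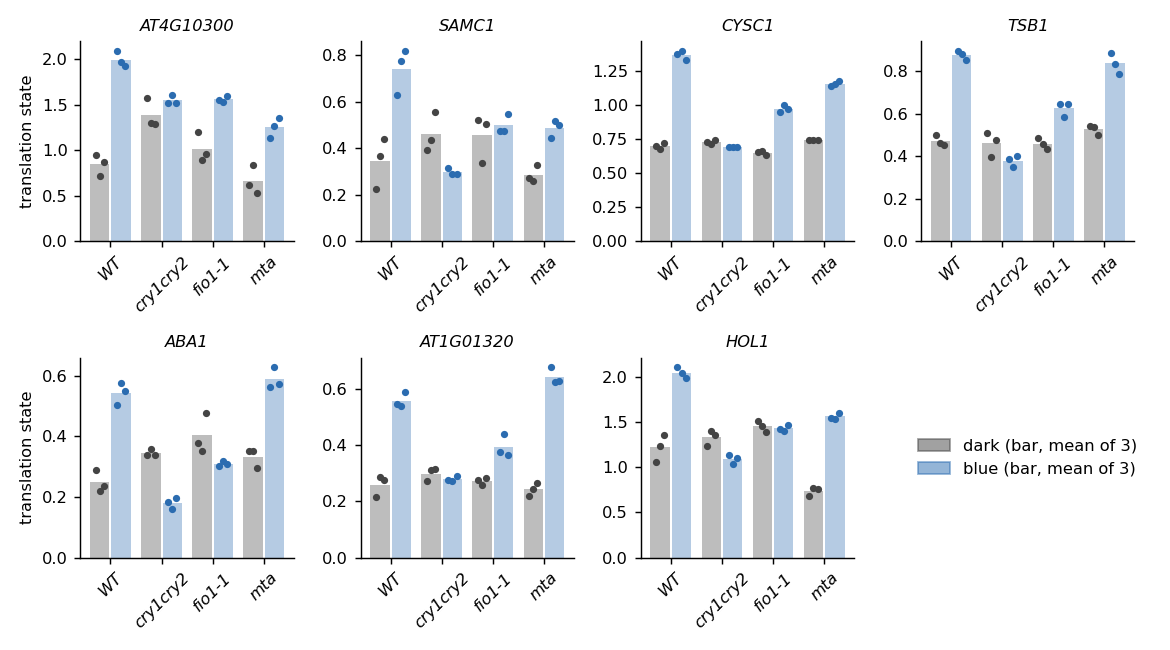
Translation state by the study's formula (vertical axis, (FPKM TRAP + 1) over (FPKM input + 1)) of the 7 genes in each genotype and light, points for library pairs and bars for means of 3. *AT4G10300* lies at 1.99 in blue and 0.846 in dark WT; with TMM scaling the WT difference of *CYSC1*, *TSB1* and *HOL1* is below the fold threshold.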

We then searched literature for the previous genetics and physiological studies of these seven genes. Remarkably, mutations for six of these seven candidate genes have been previously reported to show a low-chlorophyll phenotype in light-grown plants under various experimental conditions, such that these six genes can indeed be classified as *CHR* genes that regulate chlorophyll homeostasis. Moreover, five of these six *CHR* genes encode chloroplast proteins (Supplementary Table 11)^49–54^, indicating these CHR proteins regulate chlorophyll homeostasis in chloroplasts. These six *CHRs* all showed CRY/FIO1-dependent but MTA-independent light promotion of mRNA methylation, translation and protein abundance in the light-grown plants (Fig. 2 and Supplementary Table 11). This result would explain the genotype-specific chlorophyll phenotypes of the *cry1cry2*, *fio1-1* and *mta* mutants by the mechanism of the writer-specific light activation of mRNA methylation and translation. According to this interpretation, CRYs mediate light activation of FIO1 and MTA, which catalyse light-induced m^6^A deposition to different adenine residues in the same or different mRNA substrates, resulting in differential translation state and protein abundance of the *CHR* genes in response to light, and consequently different chlorophyll contents in the *cry1cry2*, *fio1-1* and *mta* mutants.

### CRY2 interacts with FIO1 in the light-independent manner

To further investigate the mechanisms underlying blue-light regulation of the FIO1-dependent mRNA methylation, we examined whether CRY2 may complex with FIO1 in vivo. In this experiment, *Arabidopsis* seedlings grown in the dark were transferred to blue light (25 μmol m^−2^ s^−1^), and the possible CRY2/FIO1 complex was examined by co-immunoprecipitation (co-IP) assay. Figure 3a shows that CRY2 complexes with FIO1 in *Arabidopsis* seedlings in the light-independent manner. The seemingly reduced amount of the endogenous CRY2 pulled down by the recombinant FIO1 from blue light-grown seedlings was due to the blue light-induced and 26S proteome-dependent CRY2 degradation (Fig. 3b and Extended Data Fig. 4a)^55,56^. We next used co-IP assay to examine whether CRY2 may directly interact with FIO1 in the mammalian HEK293 cells co-expressing the CRY2 and FIO1 recombinant proteins (Fig. 3c–f and Extended Data Fig. 4b). The CRY2/FIO1 complex was detected in HEK293 cells regardless of blue light treatment. Because HEK293 cells lack plant proteins that might cause indirect interaction of CRY2 and FIO1, we concluded that, similar to MTA, CRY2 physically interacts with FIO1 in a light-independent manner. CRY2 has two functional domains (Fig. 3c), the N-terminal photolyase homologous region (PHR) domain that binds to the chromophore flavin adenine dinucleotide (FAD) for photon absorption, and the CRY C-terminal Extension (CCE) domain that is an intrinsically disordered region (IDR) required for CRY2 or the CRY2/MTA complex in the liquid phase when they undergo light-induced LLPS^15^. FIO1 also has two domains (Fig. 3c), the N-terminal methyl transferase domain (MTD) that is conserved in all METTL16-like writers and the C-terminal plant conserved region (PCR) domain that is highly conserved in the FIO1 paralogues from green algae to flowering plants^40^. Results of co-IP assays, using HEK293 cells co-expressing various versions of the CRY2 and FIO1 recombinant proteins, demonstrate that the CCE domain of CRY2 physically interacts with the MTD domain of FIO1 (Fig. 3d–f and Extended Data Fig. 4c). For example, the CCE domain (CRY2^CCE^) but not the PHR domain of CRY2 (CRY2^PHR^) pulled down FIO1 (Fig. 3d), whereas the MTD domain of FIO1 but not the PCR domain (FIO1^PCR^) of FIO1 pulled down CRY2 (Fig. 3e,f). The FIO1 mutant (mFIO1) protein, which resembles the *fio1-1* mutant allele by in-frame deletion of five amino acids (D^145^FTVV^149^) in the MTD domain of FIO1 (ref. ^36^), failed to interact with CRY2 (Extended Data Fig. 4c). These results demonstrate the domain specificity of the interaction between CRY2 and FIO1. We also examined interaction of CRY2 to FIO1 or MTA, using the co-localization assay in HEK293 cells expressing the fluorescence-labelled recombinant CRY2 and FIO1 or CRY2 and MTA (Extended Data Fig. 4d) or bimolecular fluorescence complementation (BiFC) assay in *Arabidopsis* protoplasts or tobacco (*Nicotiana benthamiana*) leaves transiently expressing the respective proteins (Extended Data Fig. 4e,f). To our surprise, the CRY2/MTA complex, but not the CRY2/FIO1 complex, showed light-induced condensation. For example, the CRY2–DsRED and FIO1–YFP recombinant proteins showed no photoresponsive condensation like that of the CRY2/MTA complex (Extended Data Fig. 4d). Similarly, the BiFC signals of the CRY2–nYFP/FIO1–cYFP complex was detected in the nucleoplasm of *Arabidopsis* protoplasts or tobacco (*N. benthamiana*) leaf cells transiently expressing CRY2–nYFP/FIO1–cYFP, confirming their physical interaction, but no obvious photoresponsive condensation of the BiFC signals was observed (Extended Data Fig. 4e,f). In contrast, photoexcited CRY2 co-condensed MTA into the CRY2 photobody within 30 s upon blue-light illumination (Extended Data Fig. 4f)^15^. We speculated that the CRY2/FIO1 complex might respond to blue light only in the presence of a photoresponsive CRY2-interacting protein that is absent in HEK293 cells or present at a too low concentration in the plant cells tested to allow observation of photoresponsive condensation of the CRY2/FIO1 complex.

**Fig. 3:**
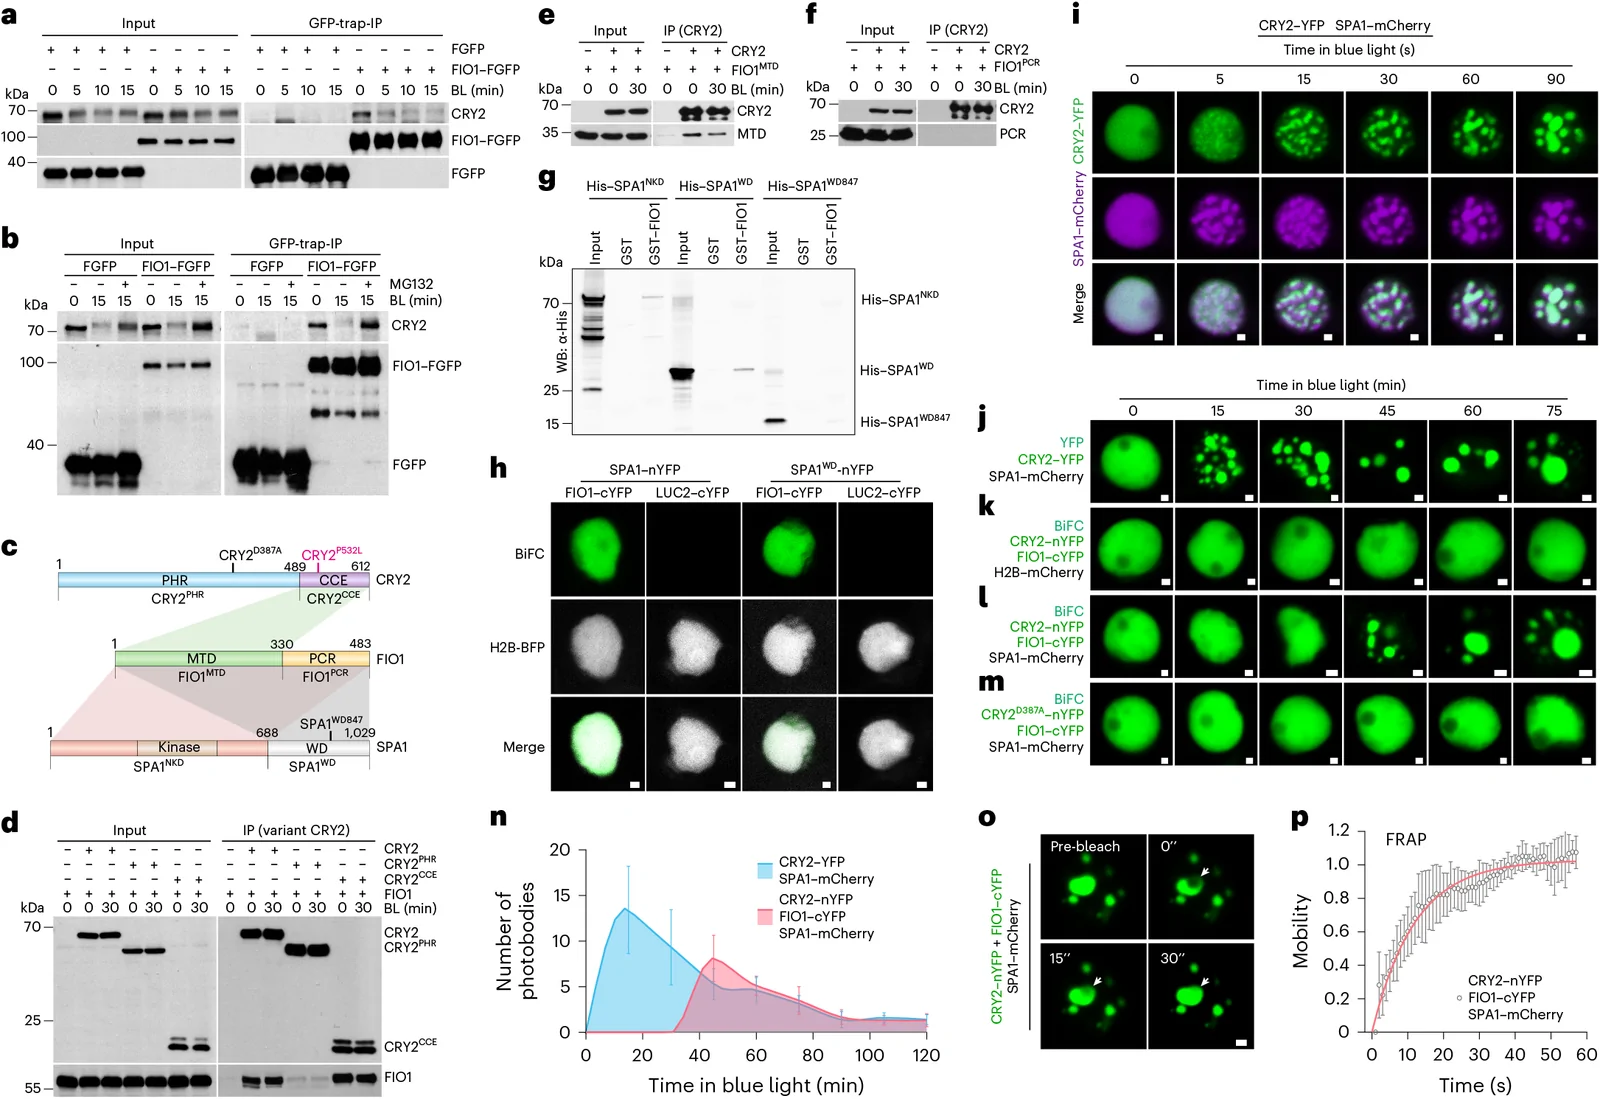
Blue light-induced LLPS of the CRY2/SPA1/FIO1 trimolecular complex. **a**,**b**, Co-IP assays. Six-day-old etiolated seedlings expressing the *pACT2::Flag–FIO1–GFP (FIO1–FGFP)* or *pACT2::Flag–GFP (FGFP)* transgene in WT were exposed to blue light (BL, 25 μmol m^−2^ s^−1^) for indicated time (**a**) or treated with or without MG132 (50 µM) for 4 h before exposure to blue light for 15 min (**b**) before collection. GFP-trap was used for IP. **c**, A diagram showing the interacting domains of CRY2, FIO1 and SPA1. The coloured shades indicate direct protein–protein interaction. **d**–**f**, The co-IP assays show that FIO1 interacts with the CCE domain of CRY2 (**d**), and CRY2 interacts with the MTD domain of FIO1 (**e**), but not the PCR domain of FIO1 (**f**). HEK293T cells co-expressing the indicated proteins were kept in darkness, or exposed to blue light (BL, 100 μmol m^−2^ s^−1^) for 30 min before collection. Flag resin was used for IP. **g**, The in vitro GST pull-down assays showing that SPA1 interacts with FIO1. Glutathione beads bound with GST or GST–FIO1 were incubated with truncated SPA1 proteins. WB, western blot. **h**, BiFC assays showing interaction of SPA1 and FIO1 in tobacco (*N. benthamiana*). LUC2 serves as the negative control, and H2B–BFP serves as the nuclear marker. **i**, Time-lapse co-localization assays showing blue light-induced condensation of CRY2 and SPA1 in CRY2 photobodies. CRY2–YFP and SPA1–mCherry proteins were transiently co-expressed in tobacco leaves. **j**–**m**, Light-induced condensation of CRY2–FIO1 complex in the presence of SPA1. CRY2–YFP co-expressed with SPA1–mCherry (**j**), BiFC pair of CRY2/FIO1 co-expressed with H2B–mCherry (**k**) and CRY2/FIO1 or CRY2^D387A^/FIO1 BiFC pairs co-expressed with SPA1–mCherry (**l** and **m**) in tobacco. The signals in the nucleus were detected for the indicated time. **n**, Quantification of the photobody number over the time for blue-light illumination in the assays shown in **j** and **l**. The data are shown as mean ± s.d. **o**, FRAP analysis of CRY2–FIO1 condensates in the presence of SPA1 in tobacco leaf cells. The representative images showing the region (white arrowhead) before and after photobleaching. **h**–**o**, Scale bar, 2 μm. **p**, Quantification of the FRAP assay shown in **o**. The double exponential fit (red line) of averaged recovery curves is shown (mean ± s.d.; *n* = 5 independent experiments). Source data

### The blue light-dependent LLPS of the CRY2/FIO1/SPA1 complex

We speculated that the CRY2-signalling protein SPA1 may act as a chaperone to facilitate photoresponsive actions of the CRY2/FIO1 complex, because SPA1 is a major CRY2-signalling protein and it is a light-dependent chaperone that recruits photoexcited CRYs to the E3 ligase CUL4^COP1/SPA1^ to inhibit the activity of COP1 (refs. ^12,14,57,58^). To test this possibility, we first analysed whether SPA1 may physically interact with FIO1. Due to technical difficulties in purifying the full-length SPA1 protein, we expressed and purified individual SPA1 domains or mutant controls in *Escherichia coli*, purified the recombinant proteins and examined their interaction with FIO1, using the in vitro pull-down assay. Results of this experiment show that both the N-terminal kinase domain (SPA1^NKD^) and the C-terminal WD domain of SPA1 (SPA1^WD^) physically interact with FIO1 in vitro with the modest affinity (Fig. 3g). To investigate the specificity of the SPA1–FIO1 interaction, we examined the mutant WD domain of SPA1 (SPA1^WD847^) that resembles the loss-of-function *spa1-1* mutant allele by deletion of the last 182 residues of the C-terminus of SPA1 (ref. ^10^). Figure 3g shows that the mutant WD domain of SPA1 had markedly lower affinity to FIO1, supporting the notion that SPA1 specifically interacts with FIO1. We also confirmed the SPA1–FIO1 interaction in plant cells, using the BiFC assay (Fig. 3h) and the co-IP assay (Extended Data Fig. 4g). The clear BiFC signal resulting from reconstitution of the FIO1–nYFP and SPA^WD^–cYFP recombinant proteins confirms that the WD domain of SPA1 physically interacts with FIO1 to form the SPA1/FIO1 complex (Fig. 3h). Together, these results argue for possible existence of a photoresponsive CRY2/SPA1/FIO1 trimolecular complex, in which FIO1 may be activated in response to light without altering its affinity to CRY2 or SPA1.

To directly test how SPA1 affects light responses of the CRY2/FIO1 complex, we compared effects of blue light on the CRY2/CRY2, CRY2/SPA1 and CRY2/FIO1 complexes in tobacco leaves transiently expressing or co-expressing the recombinant proteins of CRY2 (CRY2–YFP and CRY2–nYFP), FIO1 (FIO1–cYFP and FIO1–CFP) and SPA1 (SPA1–mCherry, SPA1–HA or SPA1–BFP), using the BiFC and fluorescence co-localization assays. CRY2–nYFP and FIO1–cYFP recombinant proteins clearly interact to reconstitute YFP emitting the BiFC signal, but no condensation was detected for the CRY2/FIO1 complex in the absence of SPA1 (Fig. 3k and Extended Data Fig. 5a,b,d). As expected, blue light induces rapid (~5 s) condensation of the CRY2/SPA1 complex to the CRY2 photobody (Fig. 3i,j and Extended Data Fig. 5c). Importantly, blue light also induced condensation of the CRY2/FIO1 complex to CRY2 photobody in plant cells co-expressing any of the three SPA1 recombinant proteins tested, including SPA1–mCherry (Figs. 3l,o and 4g), SPA1–BFP (Extended Data Fig. 5a) and SPA1–HA (Extended Data Fig. 5b). These results demonstrate that SPA1 acts as a chaperone facilitating the photoresponsive co-condensation of the FIO1/CRY2 complex. Results of the co-localization assays also demonstrate photoresponsive co-condensation of the CRY2/SPA1/FIO1 trimolecular complex (Extended Data Fig. 5e,g). Kinetically, the light-dependent condensation of the CRY2/SPA1/FIO1 trimolecular complex occurred slowly, which did not appear until ~30 min after blue-light illumination (Fig. 3n). This is in stark contrast to the rapid (within 5 s) light induction of condensation of the CRY2/CRY2 (Fig. 3i,j), CRY2/MTA (Extended Data Fig. 4d,f) or CRY2/SPA1 (Fig. 3i) complexes. Among the three SPA1 fusion proteins tested, SPA1–mCherry and SPA1–HA do not form nuclear body in the absence of CRY2, and they promote co-condensation of FIO1 with CRY2 but not co-condensation of FIO1 with the photo-inactive CRY2^D387A^ mutant (Extended Data Fig. 5b,d,g). SPA1–BFP promotes co-condensation of FIO1 to not only photoactive CRY2 but also the photo-inactive CRY2^D387A^ mutant, albeit at lower efficiency (Extended Data Fig. 5a). Because the CRY2^D387A^ mutant does not interact with SPA1 (ref. ^56^) and the SPA1–BFP-dependent CRY2^D387A^/FIO1 condensates exhibit much lower partition coefficient than that of the SPA1–BFP-dependent CRY2/FIO1 condensates (Extended Data Fig. 5a, right), these results are consistent with the notion that the SPA1–CRY2 and SPA1–FIO1 interactions are both required for the photoresponsive co-condensation of the CRY2/FIO1/SPA1 trimolecular complex, and that SPA1 acts as the light-dependent chaperone that facilitates the gradual co-condensation of the CRY2/SPA1/FIO1 trimolecular complex in response to blue light.

To further examine the CRY2/SPA1/FIO1 trimolecular complex, we analysed how the light-insensitive and physiologically inactive CRY2^D387A^ mutant^59^ interacts with FIO1 in plant cells, using the BiFC assays. We observed clear BiFC fluorescence signals in plant cells co-expressing CRY2^D387A^–nYFP, FIO1–cYFP and SPA–HA or SPA1–mCherry, regardless of light treatment (Fig. 3m and Extended Data Fig. 5b,f). This result demonstrates that the CRY2^D387A^ mutant can physically interact with FIO1 in the light-independent manner, which is consistent with the light-independent nature of the CRY2–FIO1 interaction. But only the wild-type CRY2 fusion proteins co-condensed FIO1 in the presence of SPA1, confirming that only the photochemically active CRY2 can facilitate blue light-induced condensation of the CRY2/SPA1/FIO1 complex. Because the CRY2^D387A^ is physiologically inactive, this result also demonstrates the physiological relevance of the photoresponsive CRY2/SPA1/FIO1 condensation. We next tested whether the CRY2/SPA1/FIO1 condensates are in the biochemically active liquid phase or biochemically inactive non-liquid aggregates (Fig. 3o–p), using the fluorescence recovery after photobleaching (FRAP) assay as we described previously^15^. In this experiment, we co-expressed CRY2–nYFP, FIO1–cYFP and SPA1–mCherry in tobacco leaves, exposed leaves to green light (514 nm laser) that excites YFP, selected cells showing the BiFC fluorescence signal of the CRY2–nYFP/FIO1–cYFP complex, illuminated the cells with blue light (488 nm laser) and quantified recovery of the BiFC signals of the CRY2/SPA1/FIO1 condensates after photobleaching. Results of this FRAP experiment show that more than 80% of the BiFC signal of the CRY2/SPA1/FIO1 condensates rapidly recovered within 20 s after laser bleach (Fig. 3p), demonstrating that the CRY2/SPA1/FIO1 condensates are in the physiologically active liquid phase. We also investigated whether mRNA may be recruited to the CRY2/SPA1/FIO1 condensates, using the RNA immunoprecipitation (RIP)–quantitative polymerase chain reaction assays. The results of this experiment show that the CRY2–GFP recombinant protein in the transgenic plants is physically associated with at least the three *CHR* transcripts tested, *AT4G10300*, *AT4G39460* and *AT3G61440* (Extended Data Fig. 6a). These results are consistent with the hypothesis that blue light induces condensation of the CRY2/SPA1/FIO1 trimolecular complex to directly activate FIO1 and mRNA methylation.

### CRY2 and SPA1 cooperatively activate FIO1 in vitro

To further test the hypothesis that the CRY2/SPA1/FIO1 trimolecular complex may activate FIO1, we characterized the m^6^A RNA methyltransferase activity of FIO1 expressed and purified from *E. coli*, using the MTase-Glo Methyltransferase Assay (Promega) and liquid chromatography–tandem mass spectrometry (LC–MS/MS) (Fig. 4). Figure 4a shows that the MTD domain of FIO1 alone is catalytically active, although its activity is markedly lower than that of the full-length FIO1 protein. The mutation of FIO1^SAAG^, of which the four residues (NPPF) at the catalytic site of FIO1 are replaced by SAAG, almost completely abolishes the enzymatic activity of FIO1 (Fig. 4a,b). FIO1 is capable of catalysing m^6^A deposition to various RNA substrates that bear the RRACH (GGACU, AAACU or UAACU) or the related YHAGA (GCCAGA) sequences, although different substrates exhibit different efficiency of m^6^A deposition catalysed by FIO1 in vitro (Fig. 4b,c). The RNA substrates lacking the A residue or deviating from the canonical RRACH motif are unmethylated (Fig. 4c). FIO1 structurally resembles the metazoan METTL16, but FIO1 binds to both U6 and the RRACH-bearing RNA substrates and deposits m^6^A to both types of RNA substrate (Extended Data Fig. 6b–d). In contrast, human METTL16 binds to and methylates U6 RNA but it does not bind or methylate the other RNA substrates tested (Extended Data Fig. 6b–d). Our results that FIO1 can deposit the m^6^A mark on a wide range of RNA substrates (Fig. 4b and Extended Data Figs. 3g–i and 6b–d) are consistent with the previous studies^40–43^. Results of the in vitro enzymatic activity assays also show that FIO1 methyltransferase activity varied in response to different oxidative, salt and temperature conditions (Extended Data Fig. 6e–g), providing possible explanation of how plant cells alter mRNA methylation in responses to different environmental conditions^18^.

**Fig. 4:**
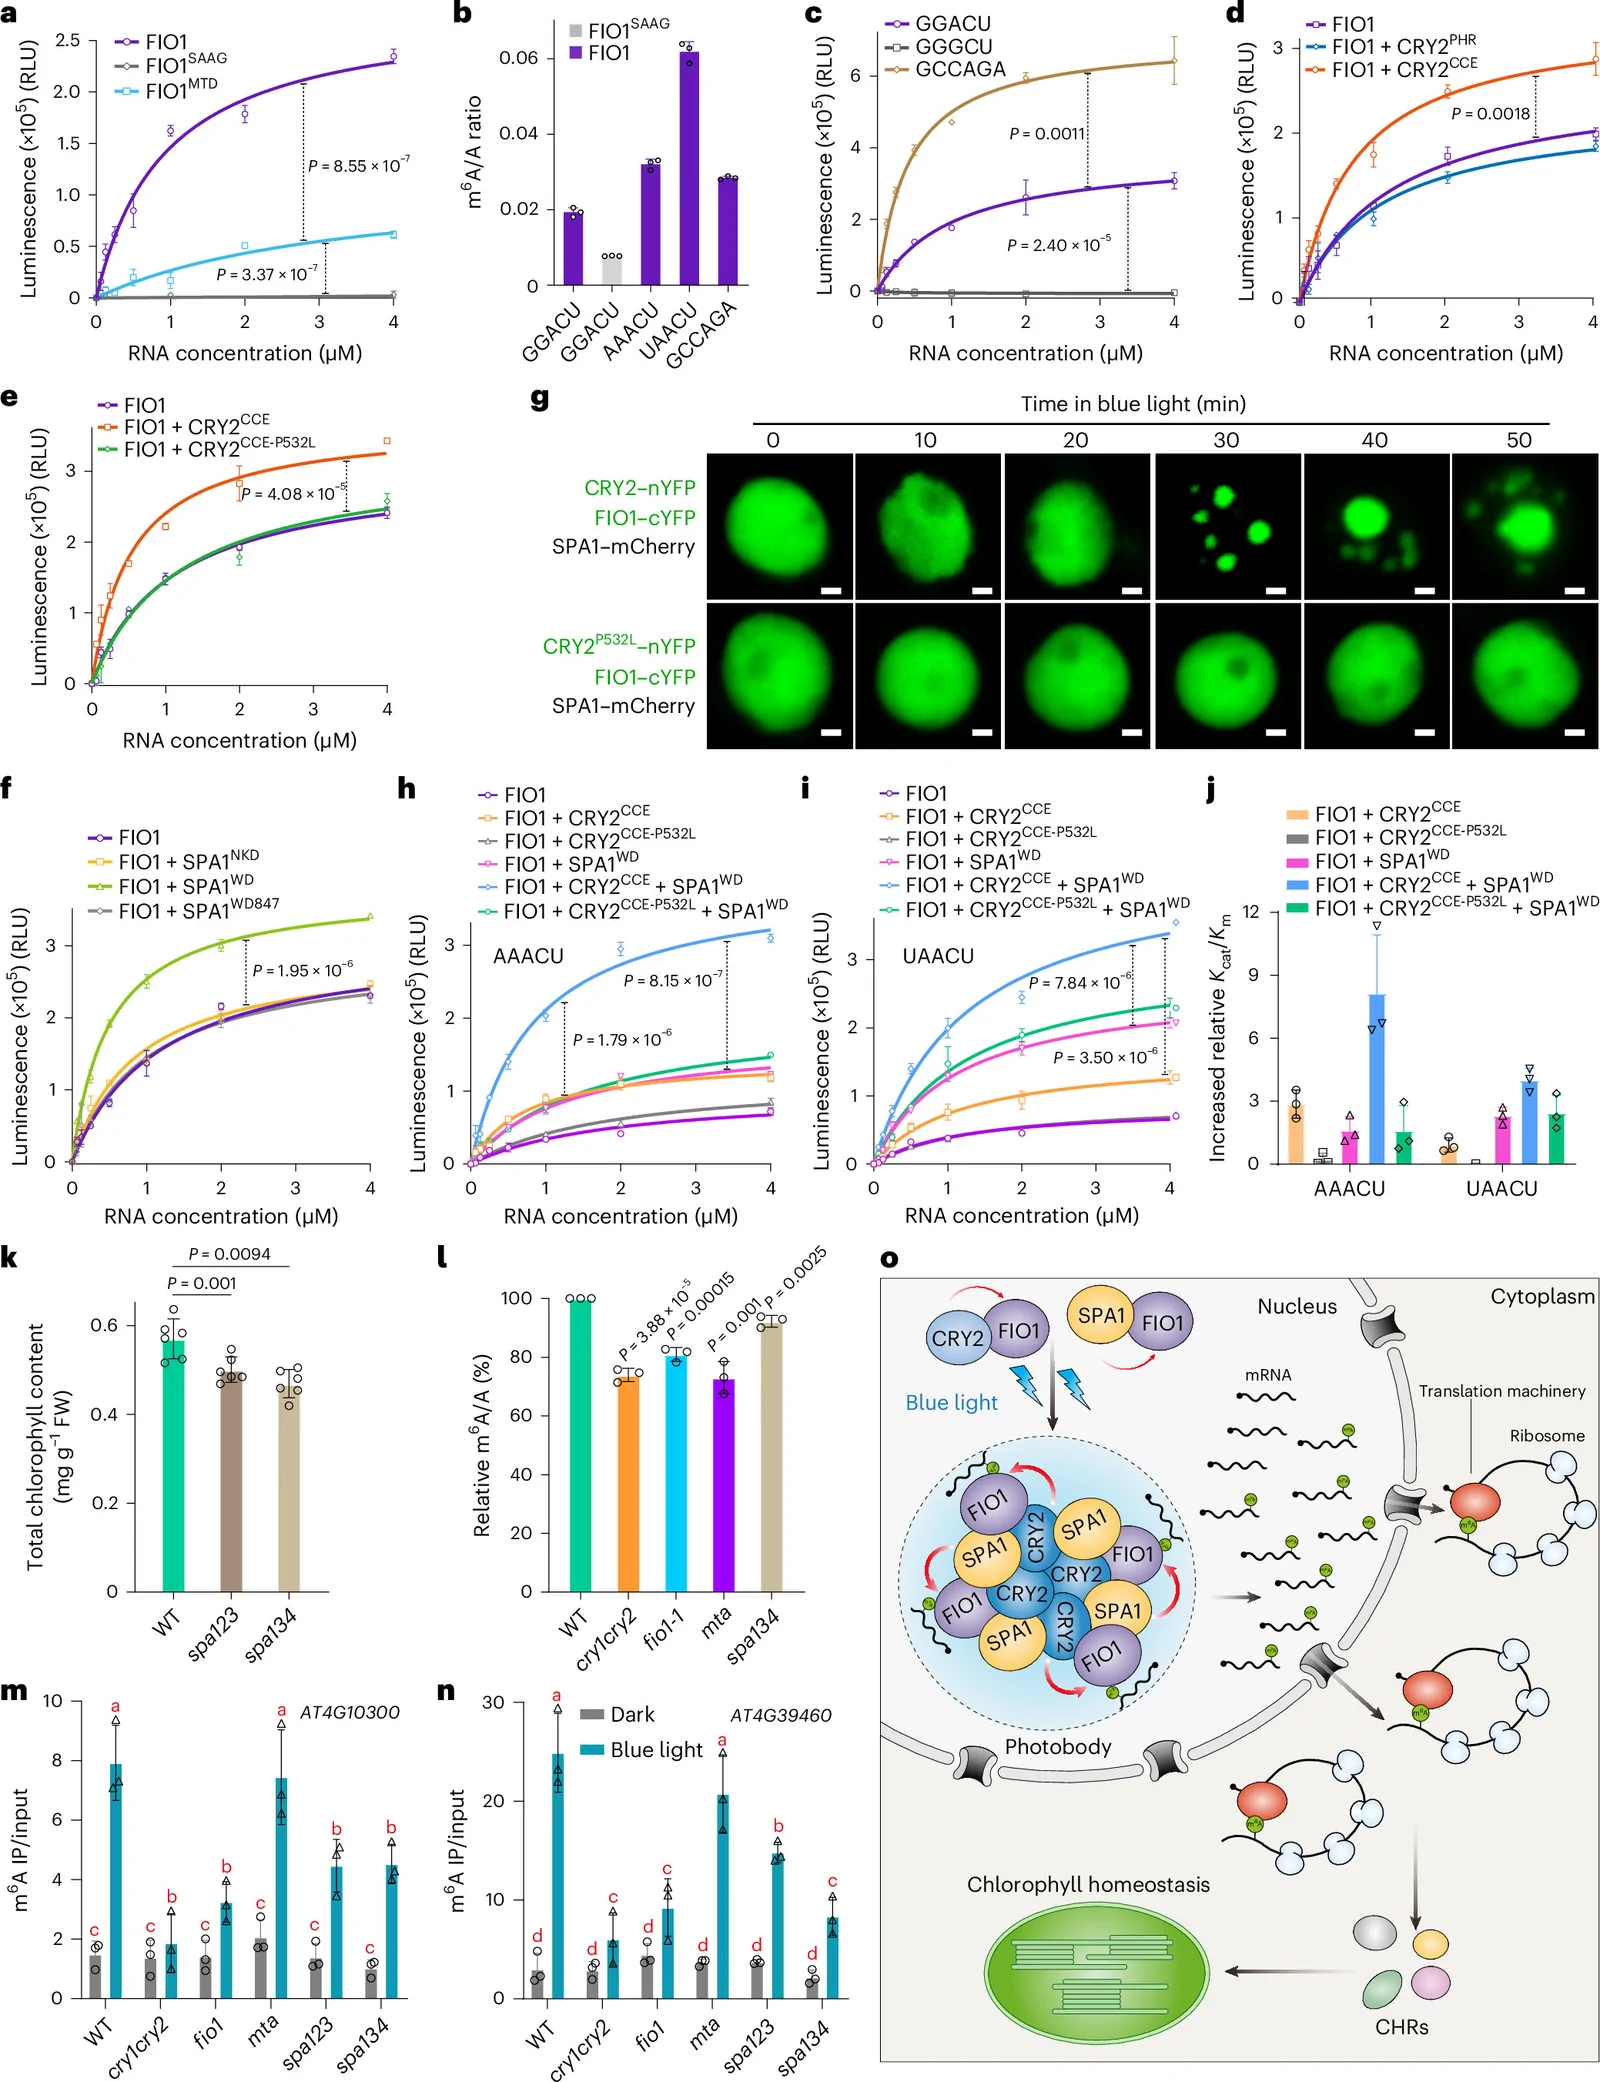
CRY2 and SPA1 synergistically activate FIO1 in vitro. **a**, Steady-state kinetics of m^6^A methylation by FIO1, FIO1^SAAG^ and FIO1^MTD^. RLU, relative light unit. **b**, LC–MS/MS analysis of the relative level of m^6^A in total adenosine (m^6^A/A). Different RNAs incubated with either FIO1 or FIO1^SAAG^ from the in vitro m^6^A methylation assay were purified for m^6^A levels by LC–MS/MS. **c**, Steady-state kinetics of m^6^A installation by FIO1 on GGACU, GGGCU and GCCAGA substrates. **d**–**f**, Steady-state kinetics of m^6^A methylation catalysed by FIO1 with or without 2 μM proteins indicated for CRY2^PHR^ or CRY2^CCE^ (**d**), CRY2^PHR^ or CRY2^CCE^ (**e**) and various versions of SPA1 proteins (**f**). **g**, BiFC assays showing the CRY2/FIO1 or CRY2^P532L^/FIO1 complex in the presence of SPA1–mCherry in response to blue light at the indicated time in tobacco. Scale bar, 2 μm. **h**,**i**, Steady-state kinetics of m^6^A methylation of AAACU (**h**) or UAACU (**i**) by FIO1 with or without 2 μM indicated effector proteins. **j**, Effects of the CRY2 and SPA1 protein fragments on the catalytic efficiency (*K*_cat_/*K*_m_) of FIO1. The increased *K*_cat_/*K*_m_ represents the difference between the *K*_cat_/*K*_m_ of FIO1 with effector proteins and its basal value (set as 1.0). The data **a**–**j** are presented as mean ± s.d. (*n* = 3 independent experiments), and *P* values are from two-tailed Student’s *t*-test. **k**, Total chlorophyll contents of 6-day-old seedlings grown under blue light (25 μmol m^−2^ s^−1^). Mean ± s.d. (*n* = 5 independent experiments). **l**, LC–MS/MS analysis of the relative level of m^6^A (m^6^A/A) in mRNA purified from seedlings in blue light (25 μmol m^−2^ s^−1^) for 6 days. m^6^A/A ratio for each genotype was normalized to that of WT (mean ± s.d., *n* = 3 independent experiments). *P* values are from two-tailed Student’s *t*-test. **m**,**n**, The m^6^A level of m^6^A peaks detected by MeRIP-seq was analysed by m^6^A-IP–quantitative polymerase chain reaction. Six-day-old seedlings grown in blue light (25 μmol m^−2^ s^−1^) or darkness were used in the assay. The lowercase letters indicate statistically significant differences (*P* < 0.05) by one-way ANOVA test followed by Tukey’s multiple comparisons test (mean ± s.d., *n* = 3 independent experiments). The exact *P* values are provided in Supplementary Table 16. **o**, A hypothetical model depicting the regulatory mechanism of chlorophyll homeostasis by CRY2/FIO1/SPA complex. Source data

We next investigated how CRY2 and SPA1 affect the enzymatic activity of FIO1 and obtained the following results (Fig. 4d–i). First, CRY2 possesses the FIO1-activating activity. The FIO1-interacting CCE domain of CRY2 (CRY2^CCE^), but not the photon-absorbing PHR domain of CRY2 (CRY2^PHR^), can stimulate the m^6^A RNA methyltransferase activity of FIO1 in vitro (Fig. 4d and Extended Data Fig. 6i,j). It is not clear whether CRY1 may directly affect FIO1 activity. Although we did not detect a stimulatory activity of CRY1^PHR^ and CRY1^CCE^ on the FIO1 activity in vitro (Extended Data Fig. 6h), inappropriate selection of the truncated CRY1 sequences or poor folding of the purified proteins cannot be excluded. Second, the WD domain of SPA1 possesses the FIO1-activating activity in vitro (Fig. 4f). Although both the WD domain and NKD domain of SPA1 interact with FIO1 (Fig. 3g), only the WD domain of SPA1 (SPA1^WD^) (Fig. 3i,j), but not the NKD domain of SPA1 (SPA1^NKD^), activates the m^6^A writer activity of FIO1 in vitro (Fig. 4f). Third, the bi-residue VP motif of CRY2 is essential for both the FIO1-activating activity and FIO1-condensing activity of CRY2 (Fig. 4e–g). The VP motif is composed of valine^531^ and proline^532^, and it is in the CCE domain of CRY2 (Fig. 3c)^14,60^. The VP motif is essential for the light signal transduction but not the light signal perception, nor the overall structural integrity of CRY2. CRY2^P532L^ mutant loses its physiological activities but still retains its photochemical activities, such as photoresponsive oligomerization and photo-condensation activities^14,56,60^. Figure 4e shows that, in contrast to the WT CCE domain of CRY2, the CCE domain of CRY2 impaired in the VP motif (CRY2^CCE-P532L^) failed to activate FIO1. Importantly, the VP motif of CRY2 is also essential for the light-induced CRY2/SPA1/FIO1 co-condensation in plant cells. Figure 4g shows that the CRY2^P532L^ mutant still physically interacts with FIO1, because the BiFC fluorescence signals were detected in plant cells co-expressing the CRY2^P532L^–nYFP and FIO1–cYFP recombinant proteins (Fig. 4g and Extended Data Fig. 6k). However, in contrast to the WT CRY2 protein, the CRY2^P532L^ mutant failed to co-condense FIO1 in plant cells in the presence of SPA1 (Fig. 4g). Consistently, transgenic expression of the CRY2^D387A^ and CRY2^P532L^ mutant proteins failed to rescue the low-chlorophyll phenotype of *cry1cry2*, confirming that the VP motif-dependent CRY2 condensation is required for the CRY2 function in vivo (Extended Data Fig. 7a). Fourth, CRY2 and SPA1 synergistically or additively activate FIO1. Because the CCE domain of CRY2 interacts with the WD domain of SPA1 (ref. ^14^), we tested how the CCE domain of CRY2 and the WD domain of SPA1 activate FIO1 (Fig. 4h–j). We selected two different RNA sequences that bear different RRACH-like motifs, AAACU and UAACU. AAACU is found near the stop codon and 3′ UTR of four *CHRs*; UAACU is found near the stop codon and 3′ UTR of three *CHR*s we identified (Fig. 2j). The CCE domain of CRY2 and the WD domain of SPA1 can act alone to activate FIO1 in vitro (Fig. 4h–j). We further analysed how the individual effector affected the catalytic efficiency (*K*_cat_/*K*_m_) of FIO1. Figure 4j shows that, by taking into account the effector concentration, the CCE domain of CRY2 and the WD domain of SPA1 alone increased the catalytic efficiency of FIO1 by a factor of about 1–3 for the two RNA substrates tested, but including the CCE domain of CRY2 and the WD domain of SPA1 in the same reaction increased the catalytic efficiency of FIO1 by a factor of about 4–8 for the two RNA substrates tested. It is conceivable that depending on the structure of different mRNAs, the CRY2/SPA1/FIO1 complex may activate FIO1 additively or synergistically in vivo. Importantly, the CRY2^CCE-P532L^ mutant, which has diminished SPA1- or FIO1-interacting activity, failed to activate FIO1 in vitro (Fig. 4h–j). Results of these experiments indicate that the light-induced co-condensation of the CRY2/SPA1/FIO1 trimolecular complex activates the enzymatic activity of FIO1 to promote mRNA methylation in response to light.

### SPA1 positively regulates m^6^A deposition

According to our hypothesis, SPA1 would act together with CRY2 to positively regulate light-dependent mRNA methylation and to maintain chlorophyll homeostasis. To test this, we first analysed chlorophyll content of the two previously reported *spa* triple mutants, *spa123* and *spa134* (ref. ^61^). Figure 4k shows that both *spa123* and *spa134* mutants grown in blue light exhibited a low-chlorophyll phenotype in comparison with the WT control. We next examined how the *spa123* and/or *spa134* triple mutants affect mRNA methylation. 

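Transcripts of the *SPA* genes were looked at first. A 3′ UTR peak of *SPA2* (chromosome 4, 6776787 to 6777016) had 0 to 0.12 IP RPKM and no input reads in the triple-mutant libraries, against 0.77 to 3.78 IP and 0.2 to 0.39 input RPKM in WT. A 3′ UTR peak of *SPA1* (chromosome 2, 19022235 to 19022707) had 0.18 to 1.47 IP RPKM in the triple mutant and 0.21 to 5.11 in WT, and one of *SPA4* (chromosome 1, 19786665 to 19786776) had 0 to 1.69 and 0.26 to 4.02. The deposited MeRIP libraries of this mutant are labelled *spa134*, whereas the paper names *spa123* for its MeRIP experiment. The near absence of *SPA2* reads goes with the paper's name, which includes *SPA2*, and against the label. Reads at 1 peak do not settle which triple mutant was sequenced, so that it is called the *spa* triple mutant here. Its 2 IP libraries held 63454466 and 71445046 reads in blue light and 161903628 and 189397533 in darkness, and its inputs 58045935 and 61218425 in blue light and 106482614 and 120335606 in darkness. The peaks, the filter on the input and the test are those of the 8-sample cohort, fitted over all 5 genotypes. The libraries of this mutant were deposited later than those of the cohort. A difference between this mutant and WT therefore cannot be told apart from a difference between the deposits.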

The LC–MS/MS analyses show that, similar to the *cry1cry2*, *fio1-1* and *mta*, the *spa134* mutant exhibited relatively lower levels of mRNA methylation (Fig. 4l). 

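In the *spa* triple mutant, blue light raised m6A at many peaks, among them peaks of the photosynthesis genes *PRK*, *LHCA4*, *LHCB4.1*, *LHCA1*, *RBCS1A* and *PSAG*, of *GUN5* and *SAM1*, and of the regulators *NAC082* and *EBF1*. The log2 B/D was 5.18 ± 0.60 (SE) for *NAC082*, 2.52 ± 0.43 for the 3′ UTR of *LHCA4*, 2.68 ± 0.49 for *LHCB4.1*, 3.29 ± 0.51 for *PRK*, 2.08 ± 0.31 for *RBCS1A*, 2.01 ± 0.35 for *PSAG*, 2.90 ± 0.55 for *GUN5* and 1.64 ± 0.37 for *SAM1*. *ROC2* and *EBF1*, with larger values, rested on 2 IP reads each in the dark libraries of the mutant. By edgeR, 1104 peaks in 867 genes were higher in blue light and 5 were lower. The dark IP libraries of the mutant had 47.8% and 47.1% of their reads in peaks, the lowest shares of any IP library. Without 1 library pair, 535 (dark replicate 2), 562 (blue replicate 2) and 726 peaks (blue replicate 1) were higher, and the range over all pairs was 535 to 1324. With TMM over peaks the counts were 246 and 130, and with each pair centred they were 254 and 36, and the median over all peaks went from 1.13 to 0.08 with TMM, so that most of these calls depend on the scaling. Light-harvesting peaks had 15 of 32 higher (20 adjusted over the list alone), and 3 under TMM. Photosystem peaks had 18 of 36 higher (21 over the list alone), and 5 under TMM. Against WT, the light response was higher at 91 peaks, such as *cICDH* (5.04 ± 0.91), *NIT1* (3.65 ± 0.92) and *CAX1* (3.93 ± 1.03), and lower at 33, mainly in repeated sequence. Limma on log2 ratios with a pseudocount of 5 called none of these 3 and gave *CAX1* -0.07, and the calls of *NIT1* and *CAX1* ended without blue WT replicate 2, dark WT replicate 2 or blue *spa* replicate 1, that of *NIT1* without blue replicate 2 or dark replicate 1 of the mutant and that of *CAX1* without its dark replicate 2. TMM gave 90 and 57, and centring 35 and 31. The paper concludes from its MeRIP that the mutant is impaired in light-induced mRNA methylation.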

Consistently, MeRIP analysis demonstrates that the *spa123* mutant is indeed impaired in the blue light-induced mRNA methylation (Extended Data Fig. 7b and Supplementary Table 7). The mRNA accessions that exhibit blue light-induced methylation in the WT but not mutants (m^6^A B/D non-hyper) show a 79% (1,106/1,407) overlap between the *spa123* and *cry1cry2* mutants or a 97% (1,373/1,407) overlap between the *spa123* and *fio1-1* mutants, respectively (Extended Data Fig. 7c,f). 

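Of the 9 genes hyper-methylated in WT, 6 were not hyper-methylated in the *spa* triple mutant, and none of these 6 was hyper-methylated in *cry1cry2* or *fio1-1*. With calls at an unadjusted p under 0.05, 296 (69.2%) of the 428 genes were also hyper-methylated in the *spa* triple mutant, against 214 for independent lists, and 132 were not. Of these 132 genes, 127 (96.2%) were not hyper-methylated in *cry1cry2*, where the rate over all 428 genes would give 121.8, and 123 (93.2%) were not in *fio1-1*, where it would give 94.7. Without the filter on the input, 497 of 1030 genes were not hyper-methylated in the *spa* triple mutant, 473 (95.2%) of them neither in *cry1cry2* and 442 (88.9%) neither in *fio1-1*. The WT libraries are shared by all of these comparisons.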

Similar to the *cry1cry2* mutant, the *spa123* mutant also showed an apparent decrease of m^6^A density at 3′ UTR of mRNAs in blue light (Extended Data Fig. 7d). 

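In blue light, 8 (2.84%) of 282 peaks in 3′ UTRs were called with less m6A in the *spa* triple mutant than in WT, among them those of the aquaporin *PIP1B* (log2 difference -1.75 ± 0.44, SE, adjusted p = 0.035 from edgeR), of *UBC28* (-1.63 ± 0.43, adjusted p = 0.041) and of *AT3G48140* (-1.74). In coding sequences 14 peaks were lower, and over all regions 46 peaks were called, against 4 without blue WT replicate 1 and 154 without blue *fio1-1* replicate 1, the lowest and highest when 1 library pair was left out. The median difference from WT was -0.81 in 3′ UTRs and -0.51 in coding sequences, and -0.30 and 0.00 with TMM over peaks. *cry1cry2* had -0.69 and -0.33 (-0.38 and -0.02 with TMM), *fio1-1* had -1.62 and -1.07 (-0.67 and -0.02) and *mta* had -0.96 and -0.45 (-0.52 and -0.02). The lower m6A of 3′ UTRs relative to coding sequences thus stayed under both scalings in each mutant. It was not particular to blue light. In darkness with TMM, the medians were -0.29 and 0.01 in *cry1cry2* and -0.78 and 0.00 in *fio1-1*. They were -0.38 and 0.05 in *mta* and -0.80 and -0.04 in the *spa* triple mutant. The median log2 IP over input of all 5022 peaks in 3′ UTRs in blue light, averaged over the 2 replicates, was 1.98 in WT, 1.31 in *cry1cry2*, 0.68 in *fio1-1*, 1.33 in *mta* and 0.86 in the *spa* triple mutant.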

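In blue light, the *spa* triple mutant had less m6A than WT at the tonoplast aquaporin *TIP2;2* (log2 difference -2.75 ± 0.62, SE), at *MYBR1* (-2.40 ± 0.51), at the ribosomal protein gene *AT2G34480* (-1.89 ± 0.43) and at genes in repeated sequence such as *AT2G07981* (-4.04 ± 0.48). *TIP2;2* was also lower in *cry1cry2* (-2.97 ± 0.63) and *fio1-1* (-3.10 ± 0.58), and *AT4G27450* was lower in *cry1cry2* (-2.21 ± 0.54). In *fio1-1* lower peaks included *ADC2* (-4.33 ± 0.77), *LHCA4* (3′ UTR, -1.94 ± 0.41), *LHCB4.1* (-2.05 ± 0.49), *RBCS1A* (-1.17 ± 0.30), *GUN5* (-2.40 ± 0.52) and *HEMA1* (-1.67 ± 0.51). By edgeR, 0 peaks were higher and 46 lower in the *spa* triple mutant, 0 and 26 in *cry1cry2*, 1 and 779 in *fio1-1*, and 0 and 8 in *mta*, the first from a fit over 5 genotypes and the others over 4. At an unadjusted p under 0.05 the counts were 28 and 474, 15 and 187, 6 and 1395, and 9 and 374. TMM over peaks gave 4 and 38, 1 and 29, 49 and 42, and 0 and 15, and centring 6 and 49, 1 and 25, 6 and 28, and 1 and 14. The direction in *fio1-1* therefore depended on the scaling, since its median over all peaks was -1.08 with library totals and -0.04 with TMM, and the light-harvesting peaks had 13 of 32 lower with library totals and 2 with TMM. TMM takes out a change that most peaks share, so that these counts cannot decide whether m6A was lower over all peaks. By LC–MS/MS, apart from sequencing, the paper reports relatively lower mRNA methylation in *fio1-1*, *cry1cry2*, *mta* and *spa134*. Without blue WT replicate 1, 4 peaks were lower in the *spa* triple mutant, 2 in *cry1cry2* and 0 in *fio1-1* and *mta*, and without blue WT replicate 2 there were 23, 7, 469 and 5. Leaving out the blue replicates of the mutant itself gave 20 and 17 in the *spa* triple mutant and 3 and 1748 in *fio1-1*, and without replicate 2 there were 2 in *cry1cry2* and 1 in *mta*. Without blue *fio1-1* replicate 1 or 2, the *spa* triple mutant had 154 and 152 and *mta* 120 and 119. The 46 peaks lie in 23 genes, of which 6 (26.1%) were lower in *cry1cry2* and 20 (87.0%) in *fio1-1*. At an unadjusted p, 80 of 407 genes were lower in *cry1cry2* (29.2 for independent lists) and 353 in *fio1-1* (203 for independent lists). Of the peaks, 24 were lower in both the *spa* triple mutant and *cry1cry2* (0.4 for independent lists) and 21 in it and *fio1-1* (10.5). The WT libraries are shared, and simulation of shared WT libraries alone gave 0 in both, a covariance of 0.272 for either pair, against 0.349 and 0.408 observed, and a correlation of 0.51, against 0.45 and 0.46 observed, so that part of these overlaps may come from the shared controls.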

The hypomethylated transcripts of light-grown *spa123* mutant show 38% (930/2,475) or 43% (1,057/2,475) overlap with the *cry1cry2* or *fio1-1* mutant, respectively (Extended Data Fig. 7e). These results are consistent with the partially overlapping but nonlinear functional relationships of CRYs, SPAs and FIO1. For example, CRYs regulate photoresponsive transcription and proteolysis in addition to mRNA methylation^1^, SPAs regulate photoresponsive proteolysis of many transcription factors^13^ in addition to mRNA methylation described in this report (Fig. 4l and Extended Data Fig. 7b), whereas FIO1 catalyses mRNA methylation^36,40–43^ that is a co-transcriptional process regulated by many factors^17,24^.

We then specifically examined photoresponsive mRNA methylation and translation of two *CHR* genes, *AT4G10300* and *AT4G39460* in the *spa* triple mutants, using the IP–quantitative polymerase chain reaction assay. As expected, the photoresponsive mRNA methylation of these *CHR* transcripts decreased significantly in not only the *cry1cry2* and *fio1-1* mutants, but also the *spa123* and *spa134* mutants grown in blue light (Fig. 4m,n). Importantly, the level of m^6^A methylation of these *CHR* transcripts remains unchanged in the *cry1cry2*, *fio1-1* or *spa123* and *spa134* mutants grown in darkness or the *mta* mutant grown in darkness or blue light (Fig. 4m,n). Moreover, the *AT4G10300* and *AT4G39460* transcripts showed significantly decreased photoresponsive translation in the *spa123* mutant (Extended Data Fig. 7h,i). These results are consistent with the hypothesis that explains how blue light may differentially regulate mRNA metabolism and chlorophyll homeostasis. According to this hypothesis, blue light induces LLPS and co-condensation of the CRY2/SPA1/FIO1 trimolecular complex to activate FIO1 within the condensates, resulting in the photoresponsive increase of m^6^A methylation and translation of the FIO1-specific mRNAs that encode the CHRs required to maintain chlorophyll homeostasis and photosynthesis in the light-grown plants (Fig. 4o).

## Discussion

In the present study, we discovered the function and mechanism of the METTL16-type m^6^A writer FIO1 in the control of chlorophyll homeostasis. We show that the CRY2/SPA1 complex undergoes light-induced LLPS to condense FIO1, resulting in activation of FIO1 and FIO1-specific m^6^A methylation and translation of mRNAs encoding at least six CHRs. Our results lead to new propositions with respect to how light regulates chlorophyll homeostasis. First, like CRYs and FIO1, *CHR* genes are not directly involved in chlorophyll synthesis or breakdown. The *CHR* genes share the CRY/FIO1-dependent light regulation of mRNA methylation and protein expression (Fig. 2i–m) and they share similar function of maintaining chlorophyll homeostasis without directly involved in chlorophyll metabolism (Supplementary Table 11 and references within). All except one CHR protein identified in this study are chloroplast proteins encoded by the nuclear genes. Those chloroplast CHR proteins are previously found to regulate chlorophyll homeostasis via various biochemical or cellular mechanisms, including β-cyanoalanine biosynthesis and cyanide detoxification (*AT3G61440* and *CYSC1*)^53^, regulation of photorespiration and osmotic stress responses (*AT4G10300* and *TRR14*)^49,62^, transportation of *S*-adenosylmethionine (SAM) to chloroplast (*AT4G39460* and *SAMT1*)^51^ and synthesis of phytohormones, such as auxin (*AT5G54810* and *TSB1*)^52,63,64^ and abscisic acid (*AT5G67030*, *ABA1* and zeaxanthin epoxidase)^65^. The only non-chloroplast CHR identified in this study (*AT1G01320* and *REC1*) is required for chloroplast compartmentation^54,66^, which may also affect chlorophyll homeostasis. It is conceivable that CHRs with the diverse biochemical functions would indirectly affect chlorophyll homeostasis by various mechanisms. For example, SAM is the cofactor of an CSE, Mg-protoporphyrin IX methyltransferase; TRR14 belongs to the cupin dioxygenase superfamily involved in catalysing a vast number of different biochemical reactions, REC1 controls chloroplast development and TSB1, ABA1 and CYSC1 may affect chlorophyll homeostasis via hormonal or stress responses. We identified the common mechanism regulating their mRNA metabolism in response to light, but exactly how CHRs and their associated biochemical reactions regulate chlorophyll homeostasis remains to be further investigated. Second, few of the six *CHR* genes showed a more than two-fold increase in light-induced m^6^A density, translation status or protein abundance in WT plants or a more than 50% decrease of these light responses in *cry1cry2* and *fio1-1* mutants (Fig. 2j–m). These results are consistent with the notion that ‘minor’ expression changes of multiple genes can collectively determine an important biological function, such as maintaining the appropriate chlorophyll homeostasis in response to light. 

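With TMM scaling, *ABA1* had the largest light-induced change of translation state in WT among the *CHR* genes, a B/D of 2.18, followed by *AT1G01320* with 1.96, *AT4G10300* with 1.71, *SAMC1* with 1.57, *CYSC1* with 1.40 and *TSB1* with 1.35. With library totals *AT4G10300* (2.39), *SAMC1* (2.19), *ABA1* (3.05) and *AT1G01320* (2.74) exceeded 2, and *CYSC1* (1.95) and *TSB1* (1.89) did not. In *cry1cry2*, with the library labelled replicate 2 of blue light included, the B/D was 1.35 for *AT4G10300*, 0.87 for *SAMC1*, 1.16 for *CYSC1*, 1.02 for *TSB1*, 0.78 for *ABA1* and 1.61 for *AT1G01320*. The study's formula gives the opposite direction for *CYSC1* (0.95), *TSB1* (0.83) and *AT1G01320* (0.93) there, and library totals do for *CYSC1* (0.95) and *TSB1* (0.84). In *fio1-1* it was 1.53, 1.20, 1.46, 1.31, 1.02 and 1.73 for these genes, with 0.78 for *ABA1* by the formula. The paper proposes that small changes of several genes act together on chlorophyll.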

Many biological functions of complex organisms, such as higher plants, are known to be determined by multiple genes, and these genes may each exert a ‘minor’ effect resulting from modest changes of gene expression in response to fluctuations of internal or external factors. Because our approach is based on the conventional omics analyses, the similar approach would be used to study other biological functions regulated by multiple genes with ‘minor’ expression changes. Third, genes encoding CSEs appear to be controlled by the photoregulatory mechanism distinct from that regulates CHRs. *Arabidopsis* genome encodes at least 58 CSEs, but none of them showed photoresponsive and genotype-specific changes in mRNA and protein expression or nuclear mRNA methylation and cytoplasmic translation that satisfactorily explain the low-chlorophyll phenotype of the *cry1cry2* and *fio1-1* mutants and the absence of the same phenotype in the *mta* mutant (Fig. 1a–c). For example, mRNAs of at least 12% *CSE* genes (7/58) exhibited light-induced increase of m^6^A methylation in WT plants (Supplementary Tables 12 and 13), which is about the average photoresponsive change in the epitranscriptome (2,399/27,655) (Extended Data Fig. 2a). However, none of these *CSE* mRNAs concomitantly showed corresponding changes of translation state as well as protein abundance to explain the low-chlorophyll phenotype in the *cry1cry2* and *fio1-1* mutants but not the *mta* mutant (Fig. 1). On the other hand, 48% of the *CSE* genes (28/58) showed light-induced increase of protein abundance in the WT seedlings, which is about 15-fold higher than the average photoresponsive changes of the proteome (895/27,655) (Supplementary Tables 1–13). This observation is consistent with the high demand of CSE proteins for chlorophyll synthesis and photosynthesis in light-grown plants. However, changes of the light promotion of *CSE* mRNA and protein expression of the *cry1cry2*, *fio1* and *mta* mutants detected in this study may explain only the phenotypes of individual mutants but not all three mutants at the same time (Supplementary Table 13). In contrast, the CHR hypothesis appears to satisfactorily explain the genotype-specific low-chlorophyll phenotype (Fig. 1c) by the mechanism that is consistent with the known biochemical activities of CRYs, FIO1 and MTA (Fig. 4o). 

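Of the 33 tetrapyrrole genes written as a list before the data were examined, 28 had an m6A peak and 7 had a peak that passed the filter on the input. *GUN5*, *CHLM* and *HEMA1* were among them, and none of their peaks was called in blue against dark WT by edgeR. Neither at an unadjusted p under 0.05 nor in the adjusted test was any of the 17 tested peaks of these genes higher. The textbook list differs from the paper's *CSE* genes, so that its counts are not those of the same genes.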

Finally, it should be emphasized that, although our study does not show a direct role of MTA in light regulation of *CHRs* genes and chlorophyll homeostasis (Figs. 1c and 2), MTA does play important roles in light regulation of photosynthesis. For example, the key component of MTA complex, FKBP12 INTERACTING PROTEIN37 (FIP37), positively regulates photosystem PSI function in response to cold temperature^67^, whereas another protein of the MTA writer complex, VIRILIZER (VIR), positively regulates photoprotection and PSII function in response to high-light stress^20^. The phenotypic differences of different writer mutations probably result from different substrate specificities of individual m^6^A writers, but this proposition remains to be further investigated.

*Arabidopsis* CRYs interact and form LLPS with m^6^A writers MTA^15^, MOS4-associated complex subunits 3A and 3B (MAC3A/MAC3B)^68^ and FIO1 (Fig. 2) in the light-independent manner, which is in contrast to most CRY-interacting proteins reported so far^1^. We noticed that the transcriptome, m^6^A epitranscriptome, translatome and proteome changed in not only blue light-grown but also dark-grown *cry1cry2* mutant. In comparison with the WT seedlings, the numbers of genes (or m^6^A peaks) that exhibited statistically significant changes (FC <1/1.5 or >1.5, *P* < 0.05) are 7,417 (blue light) or 1,427 (dark) in transcriptome, 1,337 (peaks in blue light) or 479 (peaks in dark) in epitranscriptome, 9,774 (blue light) or 1,263 (dark) in translatome and 1,567 (blue light) or 174 (dark) in proteome (Extended Data Fig. 3). 

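In blue light, *cry1cry2* differed from WT at many translation states and at few m6A peaks, and in darkness at fewer translation states. For m6A peaks the order depended on the p, since darkness had fewer at an adjusted p and not at an unadjusted one. In the translation state, 3608 genes were higher and 3557 lower than in WT in blue light, and 890 were higher and 675 lower in darkness. This balance belongs to TMM, since with library totals 572 were higher and 9982 lower in blue light and 1447 and 322 in darkness, and with the study's formula 412 and 8887, and 1979 and 186. Without the library pair labelled blue *cry1cry2* replicate 2, the counts in blue light were 3655 and 3304, and without dark WT replicate 1 those in darkness were 621 and 514. The m6A peaks of *TIP2;2*, *AT4G27450* and genes in repeated sequence were lower in *cry1cry2* in blue light. By edgeR, 0 peaks were higher and 26 lower in blue light and 0 and 1 in darkness, and at an unadjusted p under 0.05 the counts were 15 and 187 in blue light and 151 and 74 in darkness. TMM over peaks gave 0 and 5 in darkness. Leaving out 1 library pair gave 2 (without blue WT replicate 1) to 39 peaks in blue light and 0 to 21 in darkness. The paper proposes from the changes in dark-grown *cry1cry2* that CRYs act without light.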

Although the overall changes of gene expression or RNA methylation in the dark-grown *cry1cry2* mutant are only 11–36% that of the light-grown *cry1cry2* mutant, the fact that the dark-grown *cry1cry2* mutant exhibited statistically significant changes in all four distinct omics datasets compared with that of the WT suggests that CRYs may have the light-independent or ‘dark’ functions. This phenomenon would be partially explained by the blue light-independent CRY2–writer interaction. The blue light-independent functions of CRYs have been previously reported^69,70^, and the light-independent activity has also been reported for other photoreceptors, such as phyA^71^. These results are consistent with a notion that photoreceptors are the photon-absorbing proteins that may have light-independent activity but change the activity upon absorption of photons.

We show in this study that CRYs mediate blue light-dependent LLPS of the *Arabidopsis* METTL16-type m^6^A writer FIO1 (Fig. 3). It has been previously reported that both *Arabidopsis* METTL3-type m^6^A writer MTA and the mammalian METTL3 are regulated by LLPS^15,72^, suggesting that LLPS is an evolutionarily conserved mechanism modulating the m^6^A writer activity. Our results shown in this report demonstrate that LLPS is the common mechanism underlying blue-light regulation of m^6^A writer activity and mRNA methylation in *Arabidopsis*. However, there are two distinct aspects of the CRY-mediated light regulation of MTA and FIO1. First, photoexcited CRY2 condenses MTA in the absence of other CRY2-signalling protein^15^, but photoexcited CRY2 condenses FIO1 in the SPA1-dependent manner (Fig. 3). Second, the light-induced condensation of the CRY2/SPA1/FIO1 complex is about ten times slower than the light-induced condensation of the CRY2/MTA complex (Fig. 3). CRY2 and SPA1 additively or synergistically activate FIO1 in vitro (Fig. 4), but it remains unclear whether CRY2 may directly activate MTA in vitro. Our results support a mechanistic model to explain how blue light differentially regulates FIO1 m^6^A writer and photomorphogenesis (Fig. 4o). According to this hypothesis, photoexcited CRY2 oligomerizes to increase its affinity to SPA1, forming the condensed nuclear CRY2/SPA1 photobody via light-induced LLPS. Over time, the condensed CRY2/SPA1 complex recruits and co-condenses FIO1 molecule to form the nuclear CRY2/SPA1/FIO1 co-condensate and increase the local concentration of these proteins (Fig. 4g), whereby the CRY2 and SPA1 additively or synergistically activate the m^6^A writer activity of FIO1 (Fig. 4h–j), resulting in sustained increase of m^6^A deposition at the RRACH-like sequences of mRNAs, and increased translation of these mRNAs. Many of these mRNAs encode CHR proteins that act to maintain the appropriate chlorophyll homeostasis in light-grown plants. The relatively slow kinetics of the CRY2/SPA1/FIO1 co-condensation is consistent with the sustained demands of *CHR*s for photosynthesis. Consistent with the hypothesis that the CRY2/SPA1 complex co-condenses FIO1 to stimulate its m^6^A writer activity, the SPA proteins are apparently required for the photoresponsive methylation and translation of the CHR transcripts. However, the exact biochemical mechanism underlying the CRY2/SPA1/FIO1 complex-mediated blue-light regulation of mRNA methylation and translation remains to be further investigated.

## Methods

### Plant materials and growth conditions

All WT, mutants and transgenic lines used in this study were in *Arabidopsis thaliana* Columbia (Col-4). *cry1cry2*, *CRY2–GFP*/*cry1cry2*, *CRY2–GFP*^*D387A*^/*cry1cry2*, *CRY2–GFP*^*P532L*^/*cry1cry2*, *35S::F–GFP*, *35S::SPA1–Myc ABI3::MTA/mta*, *fio1-1*, *spa123* and *spa134* have been described previously^15,36,60,61^, and *fio1-2* (SALK_209355) was ordered from ABRC. Transgenic populations were screened either on Murashige and Skoog agar medium containing 25 mg l^−1^ glufosinate (Cayman Chemical, catalogue number 16675) or on compound soil watered with BASTA solution. A light-emitting diode was used to generate monochromatic blue light (peak 450 nm; half-bandwidth of 20 nm), and cool white, fluorescent tubes were used for generating white light. The seedlings used in these experiments were grown in either a growth chamber (Conviron, model no. E7/2) or growth room at 21 °C under different light regimes.

### Protein expression constructs

To prepare *pACT2::Flag–FTO–GFP* plasmid, the coding sequence (CDS) of FIO1 was polymerase chain reaction-amplified. Mix the DNA fragments of FIO1 and XmaI-digested *pACT2::Flag–GFP* vector for in-fusion reaction (TaKaRa, catalogue number 639650). For *pFIO1::Flag–FIO1–GFP* or *pMTA::Flag–MTA–GFP* plasmids, the promoters were polymerase chain reaction-amplified from *Arabidopsis* genomic DNA and mixed with SacI/SpeI-digested *pACT2::Flag–FTO–GFP* or *pACT2::Flag–MTA–GFP* (*ACT2* promoter was removed) for in-fusion reaction.

To generate *35S::Flag–CRY2–YFP*, *35S::Flag–CRY2*^*D387A*^*–YFP*, *35S::FIO1–CFP*, *35S::Flag–SPA1–mCherry*, *35S::Flag–SPA1–BFP*, *35S::SPA1–HA*, *35S::Flag–H2B–mCherry* and *35S::Flag–H2B–BFP*, the CDS regions of genes were polymerase chain reaction-amplified using different templates. Each polymerase chain reaction fragment with HA, CFP, YFP, mCherry or BFP CDS was assembled into XmaI/BamHI-digested *35S::Flag–GFP* vector (GFP CDS was released) through in-fusion method.

For BiFC assays, the sequences encoding the N-terminal (nYFP; 1–157 amino acids) and C-terminal (cYFP; 158–239 amino acids) of YFP were amplified by polymerase chain reaction, which were mixed with *CRY2*, *CRY2*^*D387A*^, *CRY2*^*P532L*^, *MTA*, *FIO1*, *LUC*, *SPA1* or *SPA1*^*WD*^ CDS, respectively, for in-fusion into XmaI/BamHI-digested *35S::Flag–GFP* vector to produce *35S::CRY2–nYFP*, *35S::CRY2*^*D387A*^*–nYFP*, *35S::CRY2*^*P532L*^*–nYFP*, *35S::SPA1–nYFP*, *35S::SPA1*^*WD*^*–nYFP*, *35S::LUC–nYFP*, *35S::MTA–cYFP*, *35S::FIO1–cYFP* and *35S::LUC–cYFP*.

To generate *pQCMV–Flag–CRY2*, *pQCMV–Flag–CRY2*^*PHR*^ and *pQCMV–Flag–CRY2*^*CCE*^ for co-IP assays, polymerase chain reaction-amplified *CRY2*, *CRY2*^*PHR*^ and *CRY2*^*CCE*^ CDSs were in-fusion into SpeI/KpnI-digested *pQCMV–Flag–GFP* (GFP CDS was released). For preparing *pCMV–Myc–FIO1*, *pCMV–Myc–FIO1*^*MTD*^, *pCMV–Myc–FIO1*^*PCR*^ and *pCMV–Myc–mFIO1*, the CDSs of different versions of FIO1 were amplified by polymerase chain reaction and assembled into BamHI-digested *pCMV–Myc* vector by in-fusion. To create *pQCMV–Flag–CRY2–DsRED*, *pQCMV–Flag–MTA–YFP* and *pQCMV–Flag–FIO1–YFP* for microscopy, the polymerase chain reaction products of *CRY2*, *MTA* and *FIO1* were mixed with *YFP* or *DsRED* CDS for in-fusion into SpeI/KpnI-digested *pQCMV–Flag–GFP* vector.

For preparing *FIO1*, *FIO1*^*MTD*^, *FIO1*^*SAAG*^, *CRY2*^*PHR*^, *CRY2*^*CCE*^, *CRY2*^*CCE-P532L*^, *CRY1*^*PHR*^, *CRY1*^*CCE*^, *SPA1*, *SPA1*^*NKD*^ and *SPA1-WD* CDSs were amplified by polymerase chain reaction and assembled into *pGEX4-3* vector by in-fusion. For preparing *SPA1*, *SPA1*^*NKD*^, *SPA1-WD* and *SPA1*^*WD847*^ CDSs were amplified by polymerase chain reaction and assembled into *pET28a* vector by in-fusion. The primers used for plasmid constructions are listed in Supplementary Table 14. All cloned sequences in plasmids were validated by Sanger sequencing.

### Expression of proteins in HEK293T cells

HEK293T cells were grown in Dulbecco’s modified Eagle medium supplemented with 10% foetal bovine serum, 100 IU penicillin and 100 mg l^−1^ streptomycin at 37 °C and 5% CO_2_. About 2.4 × 10^6^ cells were seeded per 10-cm plate. For transfection, 10–15 μg of plasmid DNA was combined with 60 μl 2.5 M CaCl_2_ and diluted to 600 μl with ddH_2_O. A total of 600 μl of 2× HeBS (250 mM NaCl, 10 mM KCl, 1.5 mM Na_2_HPO_4_, 12 mM dextrose and 50 mM HEPES, pH 7.5, adjust the pH to 7.05) was added while vortexing. After 5 min, this mixture was applied to the cells. Subsequently, 6 ml of medium with 25 μM chloroquine was added. After 16–20 h, the medium was replaced. Cells were typically collected 36–48 h post-transfection.

### Immunoblot and co-IP assays

In co-IP experiments with HEK293T cells, cells were washed with phosphate-buffered saline and lysed in 1% Brij buffer (1% Brij-35, 50 mM Tris–HCl pH 8.0, 150 mM NaCl, 1 mM phenylmethylsulfonyl fluoride (PMSF) and 1× protease inhibitor cocktail). After centrifugation at 12,000*g* for 10 min at 4 °C, the supernatant was saved as ‘Input’ or incubated with 20 μl FLAG M2 beads (Sigma, catalogue number F2426) for 2 h at 4 °C (IP). Beads were washed five times with cold 1% Brij buffer. Proteins were eluted using 25 μl of 3× Flag peptide solution in 1% Brij buffer. Both ‘Input’ and ‘IP’ samples were mixed with 5× SDS (250 mM Tris–HCl pH 6.8, 10% SDS, 0.5 M dithiothreitol (DTT), 0.5% bromophenol blue and 50% glycerol) buffer and heated at 100 °C for 5 min. For co-IP in seedlings, tissues were ground in liquid N_2_ and homogenized in IP buffer (50 mM Tris–HCl pH7.4, 150 mM NaCl, 1% Triton X-100, 1 mM PMSF, 2 mM NaF and 1× protease inhibitor cocktail). Post-centrifugation at 14,000*g* for 20 min at 4 °C, supernatants were saved as ‘Input’ or incubated with GFP-trap beads for 2 h at 4 °C. Beads were washed four times with cold IP buffer and proteins eluted with 5× SDS buffer at 100 °C for 5 min. Samples were analysed on 10% SDS–polyacrylamide gel electrophoresis and transferred to nitrocellulose transfer membranes (Pall Corporation, catalogue number 66485). The primary antibodies are anti-CRY1 (1:3,000 dilution), anti-CRY2 (1:3,000 dilution)^73^, anti-Myc (1:5,000; Millipore) and anti-FLAG (1:3,000 dilution; Sigma, catalogue number F3165).

### Measurement of chlorophyll contents

The chlorophyll content was measured by the method described previously^74^. Fresh leaves were weighed, frozen in liquid N_2_ and ground to powder. Each sample was mixed with 10 ml cold 80% acetone and incubated overnight at 4 °C in the dark. After centrifuging at 10,000*g* for 15 min at 4 °C, 1 ml supernatant was measured for absorption at 646 nm and 663 nm against an 80% acetone blank. Chlorophyll concentrations were calculated using: chlorophyll *a* = 12.21 × *A*_663_ − 2.81 × *A*_646_ and chlorophyll *b* = 20.13 × *A*_646_ − 5.03 × *A*_663_.

### Protein expression and purification

*E. coli* BL21 codon plus (Agilent, catalogue number 230280) cells transformed with plasmids grew in Luria–Bertani medium at 37 °C until *A*_600_ of 0.8. Protein expression was induced with 0.3 mM isopropyl-β-d-thiogalactopyranoside, followed by 16-h growth at 18 °C. Post-collection, cells were lysed in phosphate-buffered saline and centrifuged to clear lysates, and recombinant proteins were isolated using glutathione-agarose resin (Pierce, catalogue number 16101) in a gravity-flow column. Recombinant proteins were eluted with the buffer (20 mM Tris, pH 8.0 containing 10 mM reduced glutathione). Eluates were concentrated with ultracentrifugal filters with the molecular mass cut-off of 10 or 50 kDa (Sigma, catalogue numbers UFC101096 and UFC501096), then desalted with Zeba Spin Desalting Columns (Thermo Fisher, catalogue number 89882), which was equilibrated with the buffer containing 20 mM Tris–HCl, pH 7.4 and 40% glycerol. The proteins were stored at −80 °C until use.

### In vitro methyltransferase activity measurement

The methyltransferase activity of FIO1 was determined with the MTase-Glo Methyltransferase Assay kit according to the manufacturer’s instructions (Promega, catalogue number V7602). For WT and mutated versions of FIO1 protein, 1 μM protein and 20 μM SAM were mixed in the reaction buffer containing 20 mM Tris pH 7.4. RNA substrates (Supplementary Table 15) were serially diluted to the concentration from 4 μM to 0 nM. The reactions were incubated for 30 min at 25 °C. Then 2 μl MTase-Glo Reagent (10×) was added to each reaction to convert SAH to ADP and 22 μl MTase-Glo Detection solution was added subsequently to transform ADP to ATP. The reactions were then transferred to a white 96-well microplate (Sigma, catalogue number CLS3603-48EA), and the luminescence was detected by Tecan Infinite F200. The luminescence value of the reaction without the RNA substrate was used to monitor the background, which was subtracted from the luminescence value of the reactions with the RNA substrate. Steady-state kinetics were determined by fitting the initial rates to the Michaelis–Menten equation using the GraphPad Prism 8.0 software.

### ELISA-based methyltransferase activity measurement

Reactions contained 5′-biotinylated RNA substrate (Supplementary Table 15) and 20 μM SAM in the reaction buffer (20 mM Tris pH 8.0). The reactions were initiated by adding 1 μM of FIO1 proteins and incubated at 25 °C for 30 min. To detect the production of methylated RNA, reactions were transferred to the 96-well neutravidin-coated plates (Pierce, catalogue number Pl15216) and incubated for 20 min at 4 °C. Followed by extensive washing and blocking, the plate was incubated first with a m^6^A-specific primary antibody (1:500 dilution, SYSY, catalogue number 202111), and subsequently with fluorescence-conjugated secondary antibody (1:1,000 dilution, Thermo Fisher Scientific, catalogue number A11369). m^6^A antibody binding was quantified by measuring the fluorescence at a wavelength of 790 nm (Li-COR). Reactions without SAM were used to measure the background due to non-specific binding of antibodies.

### Quantification of m^6^A level in RNA by LC–QQQ–MS/MS

m^6^A quantification by liquid chromatography–triple quadrupole–mass spectrometry/mass spectrometry (LC–QQQ–MS/MS) was performed as previously reported^75^. PolyA RNA was extracted from total RNA using the polyA-tail purification kit (Thermo Scientific, catalogue number 61012). In vitro RNA probes were ethanol isolated. These probes were digested with nuclease P1 (Sigma, catalogue number N8630) in a buffer (25 mM NaCl and 2.5 mM ZnCl_2_) at 42 °C for 1 h. FastAP Thermosensitive Alkaline Phosphatase (Thermo Fisher Scientific, catalogue number EF0651) was added and samples were incubated at 37 °C for 4 h. After filtering through a 0.22-mm filter (Millipore, catalogue number GSWP04700), samples were injected into an Agilent 6460 LC–MS/MS system. Nucleosides were identified by retention time and mass transitions (268 to 136 for A; 282 to 150 for m^6^A) and quantified against a standard curve from nucleoside standards.

### Image acquisition and analysis

Tobacco leaves transformed with indicated plasmids were incubated in the dark. Before observation, the tobacco leaves were transferred to the slides. The microscopic images were acquired using a Zeiss LSM 780 confocal microscope equipped with a Plan-Apochromat 40×/1.40 Oil DIC M27 objective. For BFP, mCherry or YFP signals, BFP was excited with 405 nm laser and detected at 450 nm, YFP was excited with 514 nm laser and detected at 520–620 nm and mCherry was excited with 561 nm laser and detected at 566–629 nm. For time-lapse imaging, a chamber (1 cm × 1 cm) was made on slides using SecureSeal adhesive sheets (120 µm in thickness; Grace Bio-Labs, catalogue number 620001). To observe CRY2 photobodies, the slide was put under a microscope and a 488 nm laser (2% of the laser power) was used to scan the samples. The images were captured in a time series with the first image captured with the 488 nm laser turned off (as T0) and the remaining images captured with the 488 nm laser on (1% of laser power). Image analysis was performed with FIJI/ImageJ^76^.

### FRAP assay

FRAP analysis of CRY2 photobodies or photobody-like complexes in cells was performed as reported before^15^. Photobodies were photobleached using laser pulses of 514 nm (100 iterations; 90% of laser power). Images of fluorescence recovery were captured every second for at least 1 min. The fluorescence intensities of both photobleached and non-photobleached areas in the photos were measured using FIJI/ImageJ to match the requirements of easyFRAP software version for further analysis^77^. Each fluorescence recovery curve was subjected to full-scale normalization to adjust for variations in pre-bleach intensity of photobleached areas, differences in total fluorescence and changes in bleaching depths across experiments. Then the normalized data were fitted with double exponential model: (*t*) = *I*_0_ − *α* × *e* − *βt* − *γ* × *e* − *δt* (where *I*_0_ is the summit or plateau of the curve; *α*, *β*, *γ* and *δ* are algorithm parameters defined by the EasyFRAP software for curve fitting). For the full-scale normalized curve with the maximum analytic time, mobile fraction equals *I*_0_. Mobility is defined as the recovery rate of fluorescence after photobleaching.

### Translatome analysis

One millilitre pulverized tissue was added to 5 ml polysome extraction buffer (PEB: 200 mM Tris, pH 9.0, 200 mM KCl, 25 mM egtazic acid, 35 mM MgCl_2_, 1% phosphotungstic acid ethanol, 1 mM DTT, 1 mM PMSF, 100 μg ml^−1^ cycloheximide and 50 μg ml^−1^ chloramphenicol) with 1% detergent mix (20% (w/v) polyoxyethylene, 20% (v/v) Triton X-100, 20% (v/v) octylphenyl-polyethylene glycol and 20% (v/v) polyoxyethylene sorbitan monolaurate 20) and incubated on ice. After homogenization, the mixture was rested on ice for 10 min and centrifuged at 16,000*g* for 15 min at 4 °C. The cleared supernatant was passed through Miracloth (Millipore) and 10% preserved for RNA isolation. Pre-washed anti-FLAG M2 protein beads (1.5 ml) were added and incubated at 4 °C for 2 h. Post incubation, beads were washed in washing buffer (200 mM Tris (pH 9.0), 200 mM KCl, 25 mM egtazic acid, 35 mM MgCl_2_, 1 mM DTT, 1 mM PMSF, 100 g ml^−1^ cycloheximide and 50 g ml^−1^ chloramphenicol) and resuspended with 300 μl washing buffer containing FLAG3 peptide (200 ng μl^−1^) and RNase inhibitor (Thermo Fisher, catalogue number N8080119). After a 30-min incubation at 4 °C, supernatant was collected post-centrifugation for RNA purification. The RNA was used for preparation of TRAP-seq libraries with TruSeq RNA Library Prep Kit (Illumina). The libraries from three biological repeats for each sample were sequenced on the Illumina HiSeq 2500 sequencing systems. Cleaned reads of TRAP-seq and input samples were aligned to the TAIR10 reference genome with Bowtie2 (v2.1.0)^78^. Translation efficiency abundance was measured by RNA-Seq by Expectation-Maximization using the default parameters^79^. The translation state was calculated by the formula (RPKM in TRAP-seq + 1)/(RPKM in input + 1). Differential translation analysis was conducted using edgeR^80^ with a threshold of *P* value <0.05 and FC >1.5 was used to determine whether there were any significant differences in translation between samples.

### RIP assay

Seedlings were collected and ground with liquid nitrogen and lysis with extraction buffer (10 mM Tris–HCl pH 7.5, 50 mM NaCl, 0.25% NP-40, 1 U μl^−1^ RNase inhibitor). Ten per cent of the extract was kept as input. The remainder was immunoprecipitated using GFP trap resin at 4 °C for 3 h and washed five times with extraction buffer. Total RNA was isolated (Zymo, catalogue number R2052) from the washed GFP trap resin or input extraction.

### m^6^A epitranscriptome analysis

Total RNA was isolated using Direct-zol RNA Miniprep Kits (Zymo, catalogue number R2052). MeRIP-seq was performed using the EpiMark *N*^6^-Methyladenosine Enrichment Kit (NEB, catalogue number E1610S). The libraries of two biological repeats for each sample were sequenced on Illumina Novaseq6000 instruments in pair-end mode with 100 bp per reads. The adapter sequence of m^6^A MeRIP raw reads was trimmed by Trim Galore^81^. The trimmed reads were aligned to the TAIR10 reference genome with Bowtie2 (v2.1.0)^78^ with the default settings. MeRIP track files in BigWig format were generated using bamCoverage of deepTools (v3.1.3) with RPKM normalization^82^ from de-duplicated reads of Samtools^83^. m^6^A peaks were called by MACS2 (v2.1.1) and annotated using ChIPseeker^84,85^. Differential peaks were called with a threshold of *P* value <0.05 and FC >1.5. m^6^A data metaplots were plotted by deepTools (v2.5.1)^86^.

### MeRIP–quantitative polymerase chain reaction and Ribo-tag reverse transcription quantitative polymerase chain reaction

Poly(A) RNA was purified from total RNA with two rounds of polyA-tail purification. m^6^A-IP with the purified poly(A) RNA was performed using the EpiMark *N*6-Methyladenosine Enrichment Kit. m^6^A and non-m^6^A spike-in RNA from this kit were used as the normalization controls for m^6^A level analysis in reverse transcription quantitative polymerase chain reaction. Relative changes were calculated using the ΔΔCt method.

RNA from TRAP was synthesized with oligo-dT primers using SuperScript IV First-Strand Synthesis System (Invitrogen, catalogue number 18091050). Quantitative polymerase chain reaction was performed with gene-specific primers and SYBR Green Quantitative Polymerase Chain Reaction SuperMix-UDG (Invitrogen, catalogue number 11733-038) on a Mx3005P Real-Time Polymerase Chain Reaction System (Stratagene). Translation state for tested genes was normalized to the input RNA. The related primers used are listed in Supplementary Table 14.

### Transcriptome analysis

Total RNA was used for preparation of RNA sequencing libraries with TruSeq RNA Library Prep Kit (Illumina, catalogue number RS-122-2001). The libraries from three biological repeats were sequenced on the Illumina HiSeq 2500 sequencing systems in pair-end mode with 150 bp per read. After sequencing, the pair-end reads were aligned to the *Arabidopsis* TAIR10 genome using Tophat-2.0.11 with anchor length longer than eight nucleotides for spliced alignments^87^. Only uniquely mapped reads were retained for subsequent analysis. The expression levels for gene models from TAIR10 were measured and normalized as fragments per kilobase of transcript per million mapped reads (FPKM)^88,89^.

### Proteome analysis

Two-hundred milligrams of fresh seedling powder was extracted with lysis buffer (1% sodium deoxycholate, 1% Triton X-100, 0.1% SDS, 150 mM NaCl, 50 mM Tris–HCl, pH 7.5 and 1× protease inhibitor), and 200 µg of protein was reduced with DTT and iodoacetamide. The digestion was carried out at 37 °C for 14 h using trypsin/lysine C mix. Protein digests were directly desalted via homemade C18 StageTips.

The instrument was LTQ Orbitrap Fusion Lumos mass spectrometer coupled with an easy nLC-1000 UPLC. Two micrograms of desalted and dried peptides was loaded at 2 μl min^−1^ onto the analytical column (omics high-resolution series monolithic capillary HPLC columns, 75 μM × 50 cm, Kyoto Monotech) and separated with a linear gradient of 120 min. The flow rate was controlled at 600 nl min^−1^, and the column temperature was kept at 50 °C. A linear gradient was applied for the peptide separation. It started with 5% mobile phase B (100% acetonitrile), raised to 8% phase B in 4 min, then increased to 20% phase B in 76 min. The percentage of phase B was later increased to 30% in 30 min, and finally reached 90% in another 2 min, and maintained at 90% for 8 min. The mass spectrometer was operated under data-independent acquisition mode. Key parameters were set as follows: 1, MS scan range 350–1,500 Da; resolution 120,000; automatic gain control (AGC) target 4 × 10^5^; maximum injection time 50 ms; 2, higher-energy collisional dissociation-MS/MS resolution 30,000; AGC target 2 × 10^5^; collision energy 32; and 3, HRMS1-data-independent acquisition (DIA) method was applied and three MS1 scans were interspersed with 20 DIA MS/MS variable windows (in total 60 DIA MS/MS scans).

Spectronaut default parameters (BGS Factory Settings (default)) were used to analyse the DIA raw data. Peptide retention times were automatically aligned according to the indexed retention time peptides. Precursor and protein thresholds were set as 1.0% and 5% FDR, respectively. Decoy database was generated by mutated strategy. The average peak area of the top three peptides with FDR less than 1.0% was used for protein quantification.

### Statistics and reproducibility

The independent experiments with similar results are shown in the figures. The western blots for Figs. 3a,b,d–g and Extended Data Fig. 4a–c were repeated twice, and those for Extended Data Figs. 1c,d and 4g were repeated once. The confocal images for Figs. 3h,m and 4g and Extended Data Figs. 5a–f and 6k were repeated five times, and those for Extended Data Fig. 4d–f were repeated three times.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Reporting Summary

Supplementary Tables 1–16 Supplementary Table 1. RNA sequencing analysis. Supplementary Table 2. All m^6^A-peaks. Supplementary Table 3. WT blue versus dark up peaks (2,555 peaks in 2,399 genes). Supplementary Table 4. *cry1cry2* blue versus dark up peaks (1,539 peaks in 1,489 genes). Supplementary Table 5. *fio1-1* blue versus dark up peaks (333 peaks in 309 genes). Supplementary Table 6. *mta* blue versus dark up peaks (798 peaks in 777 genes). Supplementary Table 7. *spa123* blue versus dark up peaks. Supplementary Table 8. Translatome dataset. Supplementary Table 9. Proteome datasets. Supplementary Table 10. Three types of genes. Supplementary Table 11. CHR genes. Supplementary Table 12. CSE genes. Supplementary Table 13. CSE datasets. Supplementary Table 14. Primers used. Supplementary Table 15. RNA substrates. Supplementary Table 16. The exact *P* values.

## Source data

Source Data Fig. 1 Unprocessed western blots for Fig. 3.

Source Data Fig. 2 Unprocessed western blots for Extended Data Fig. 1.

Source Data Fig. 3 Unprocessed western blots for Fig. 3 and Extended Data Figs. 1 and 4.

Source Data Extended Data Fig./Table 1 Statistical source data for Figs. 1–4 and Extended Data Figs. 1–7.

## Figures and Tables

**Extended Data Fig. 1:**
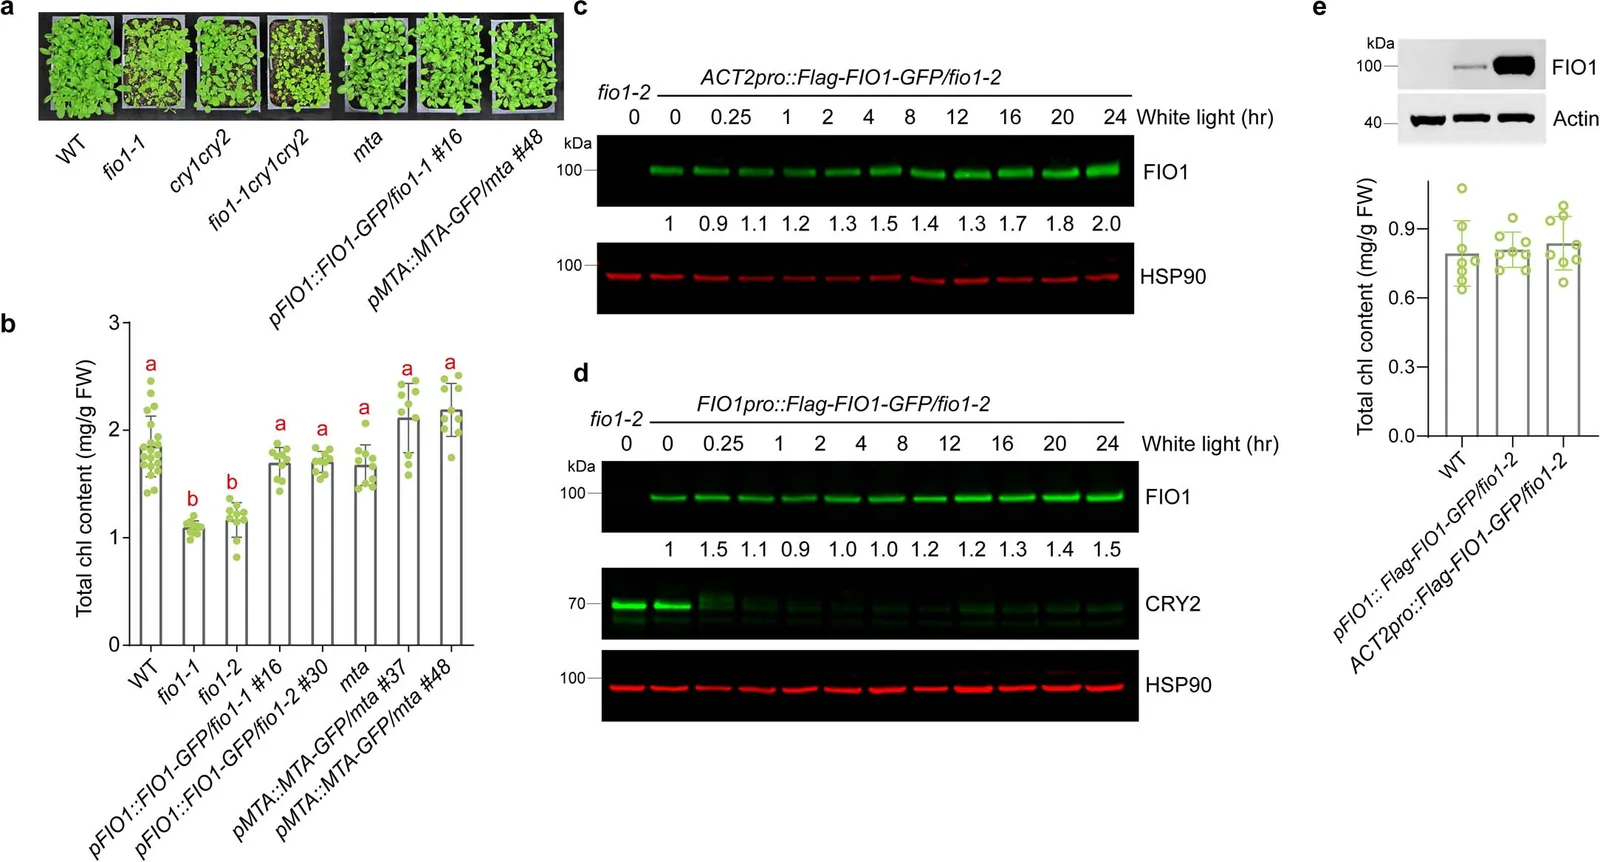
The FIO1 protein is not apparently regulated by light. **a**. Phenotypes of different genotypes grown in long-day conditions for 4 weeks. **b**. Total chlorophyll content of 4-week-old plants grown in long day photoperiods. The lowercase captions of different letters indicate statistically significant differences (p < 0.05) by one way ANOVA test followed by Tukey’s multiple comparisons test (mean ± s.d., n = 20,10,10,10,10,10,10,10 independent experiments). **c-d**. Immunoblot showing the FIO1 protein levels in transgenic plants expressing *pACT2:: Flag-FIO1-GFP/fio1-2* (**c**) or *pFIO1:: Flag-FIO1-GFP/fio1-2* (**d**). 6-day-old etiolated seedlings were exposed to white light for the indicated time before harvest. Immunoblotting was performed to detect FIO1 proteins with anti-Flag antibody. HPS90 detected by the anti-HSP90 antibody was served as the loading control. CRY2 detected by anti-CRY2 antibody was used to validate the light response of seedlings. *fio1-2* seedlings were used as the negative control. The immunoblot results were quantified using ImageJ software. FIO1 protein levels were normalized to the HSP90 loading control. The relative protein levels were shown below the blots, with the protein level at 0 h set as 1.0. The exact *P* values are provided in Supplementary Table 16. **e**. Upper, immunoblot showing the FIO1 protein levels in transgenic plants expressing *pACT2:: Flag-FIO1-GFP/fio1-2* or *pFIO1:: Flag-FIO1-GFP/fio1-2*. 6-day-old seedlings were grown under blue light (25 μmol m^−2^ s^−1^) before harvest. Immunoblotting was performed to detect FIO1 proteins with anti-Flag antibody. Actin detected by the anti-HSP90 antibody served as the loading control. Lower, total chlorophyll content of plants grown under blue light (25 μmol m^−2^ s^−1^) (mean ± s.d., n = 8 independent experiments). Source data

**Extended Data Fig. 2:**
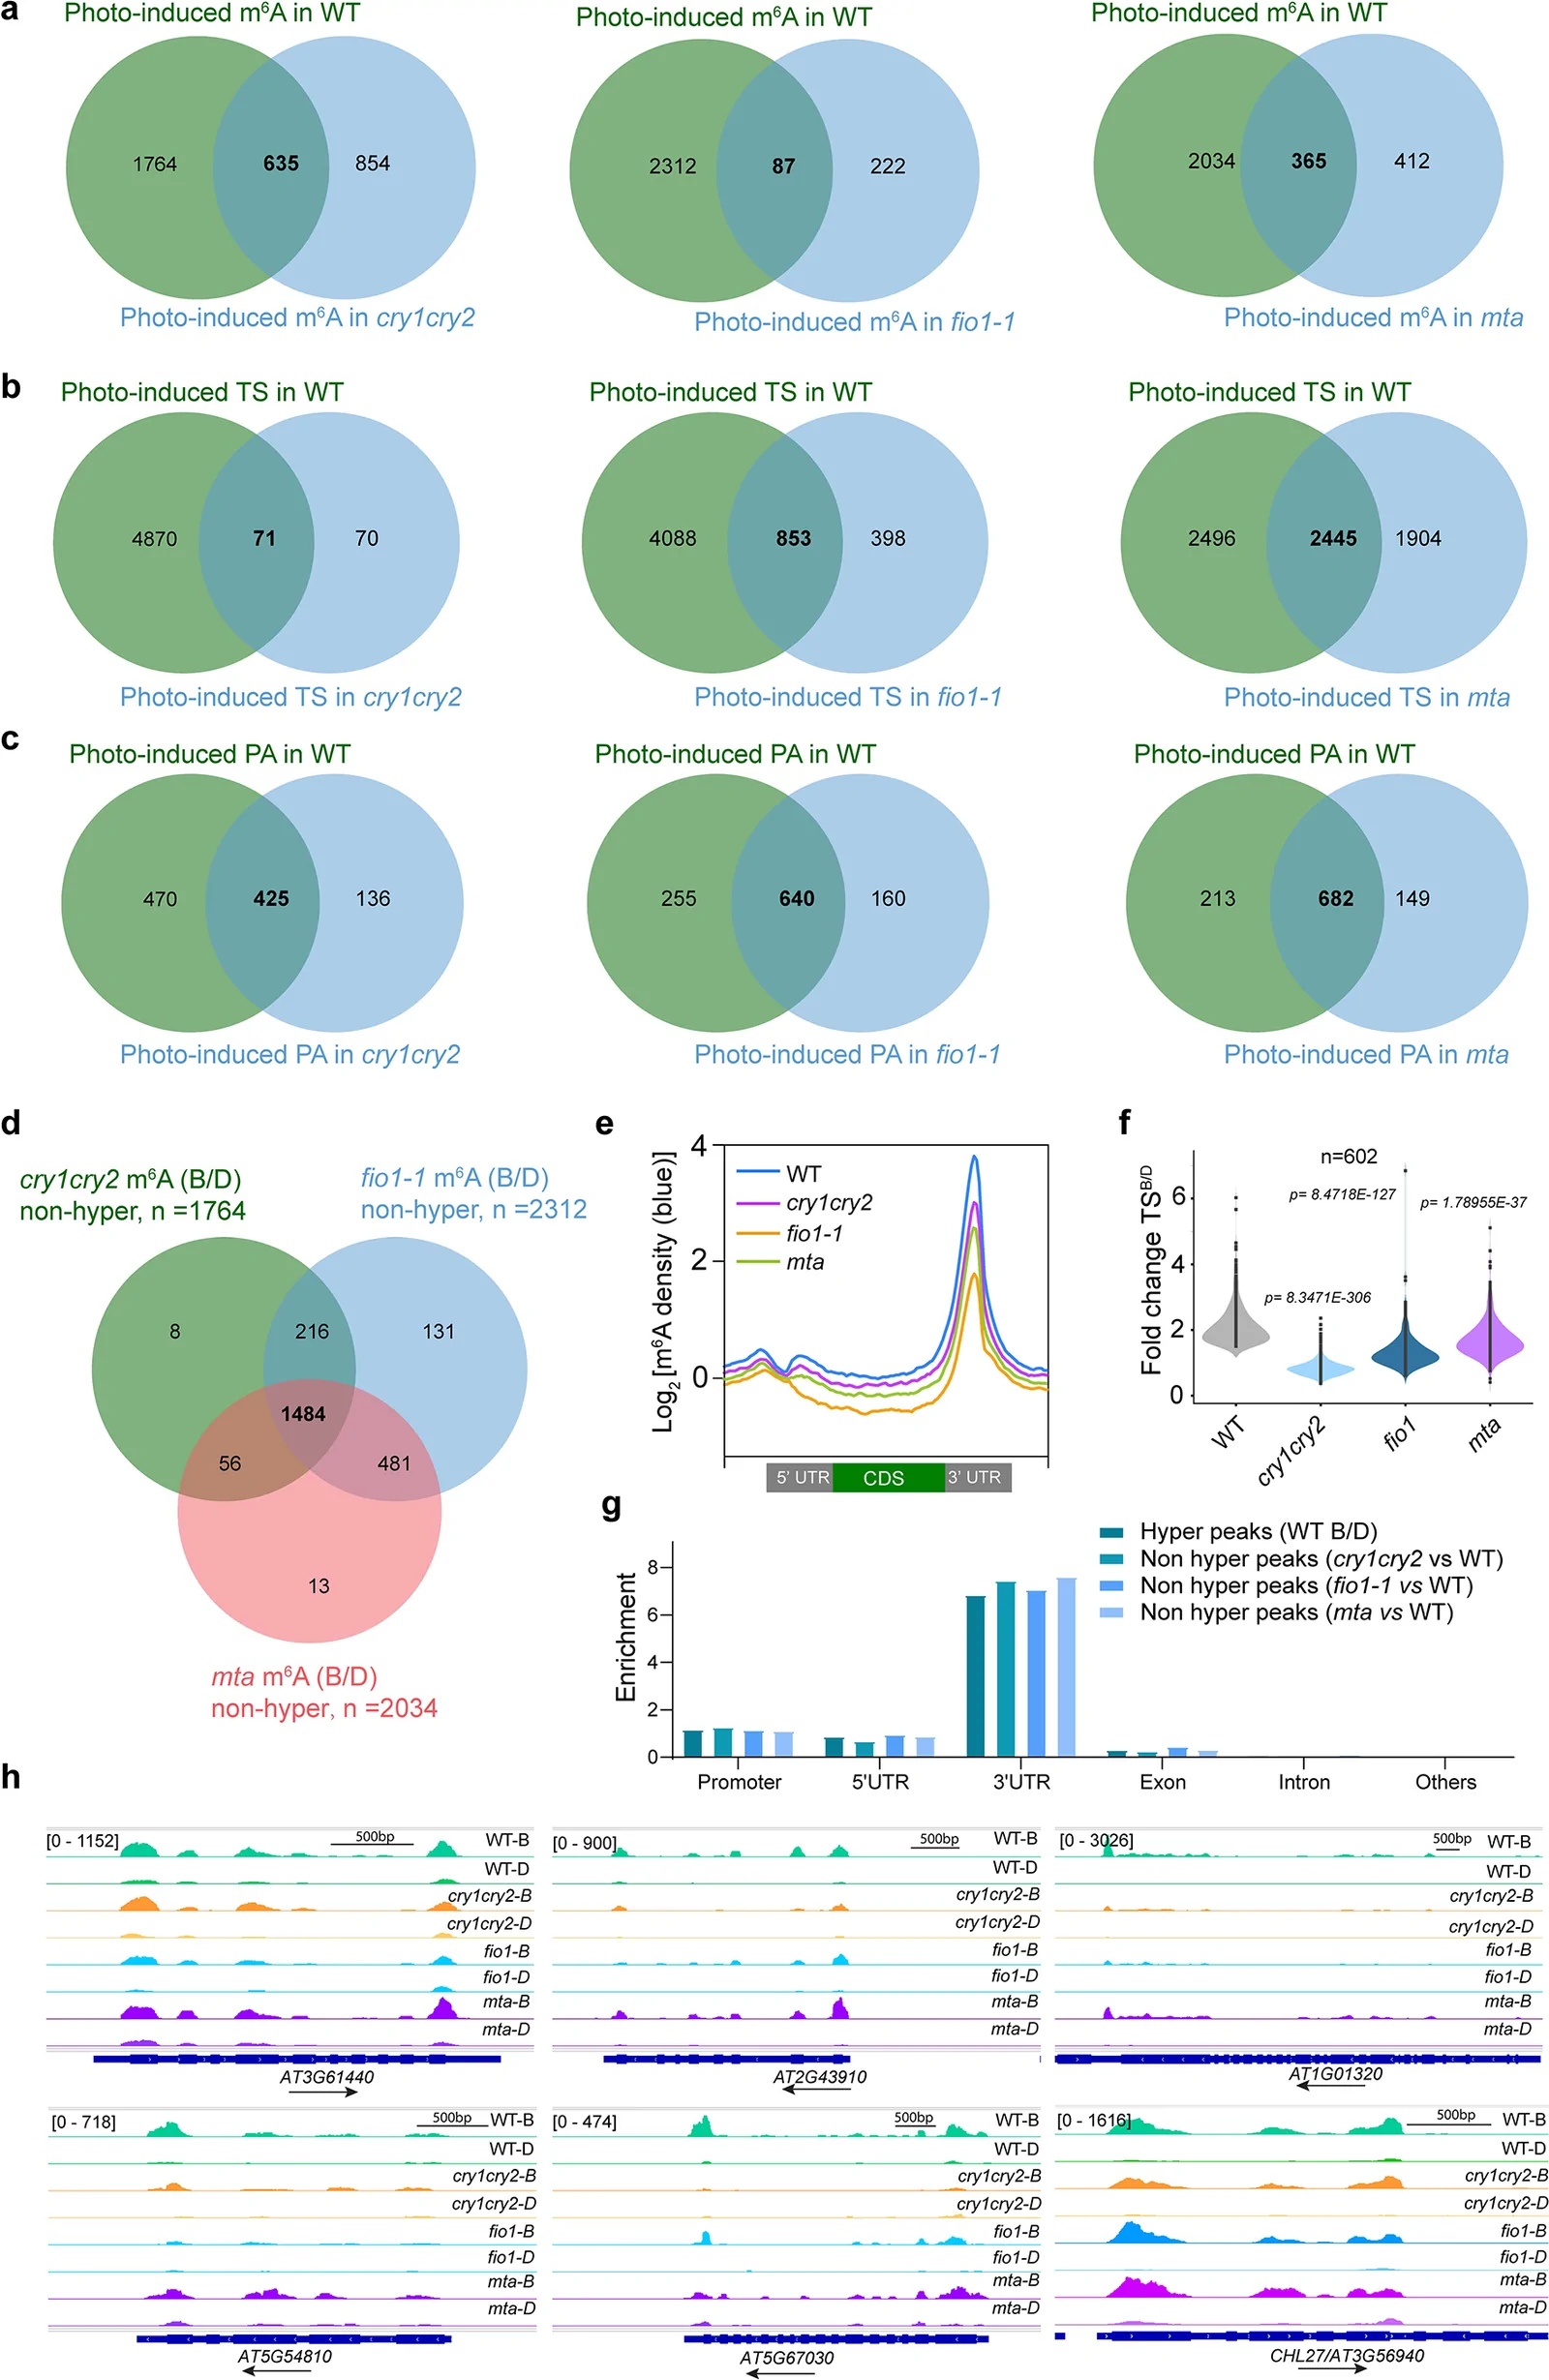
CRYs and m^6^A writers regulate photoresponsive changes of the transcriptome, epitranscriptome, translatome, and proteome. **a-c**. The overlapping genes showing significant photoresponsive genes (FC^B/D^ > 1.5, *P* value < 0.05) between WT and each mutant in epitranscriptome (**a**), translatome (**b**) and proteome (**c**). **d**. The Venn graph shows overlaps of photoresponsive m^6^A epitranscriptome of the indicated genotypes. The ‘m^6^A non-hyper’ are defined by m^6^A-B/D^WT^ > 1.5 & m^6^A-B/D^mt^ < 1.5, WT: wild-type, mt: mutants. **e**. The distribution of m^6^A intensity (in blue light conditions) mapped along relative mRNA position in different genotypes. **f**. Violin plots comparing the photoresponsive changes of translation state of the 602 genes shown in Fig. 2e. The ratio of Translation state between seedlings grown in blue light (Blue, B) and darkness (Dark, D) are shown for the indicated genotypes, *P* values are calculated by two-tailed Student’s *t*-test. **g**. The enrichment of the m^6^A peaks at different positions across the mRNA transcript in photo-induced m^6^A peaks (hyper peaks) and non-hyper peaks in mutants. The enrichment was calculated by the number of m^6^A peaks normalized by the length of the region. **h**. Genomic visualization of m^6^A density maps of individual transcripts whose m^6^A peaks are CRY/FIO1-dependent photo-induced and the control gene *CHL27*. Source data

**Extended Data Fig. 3:**
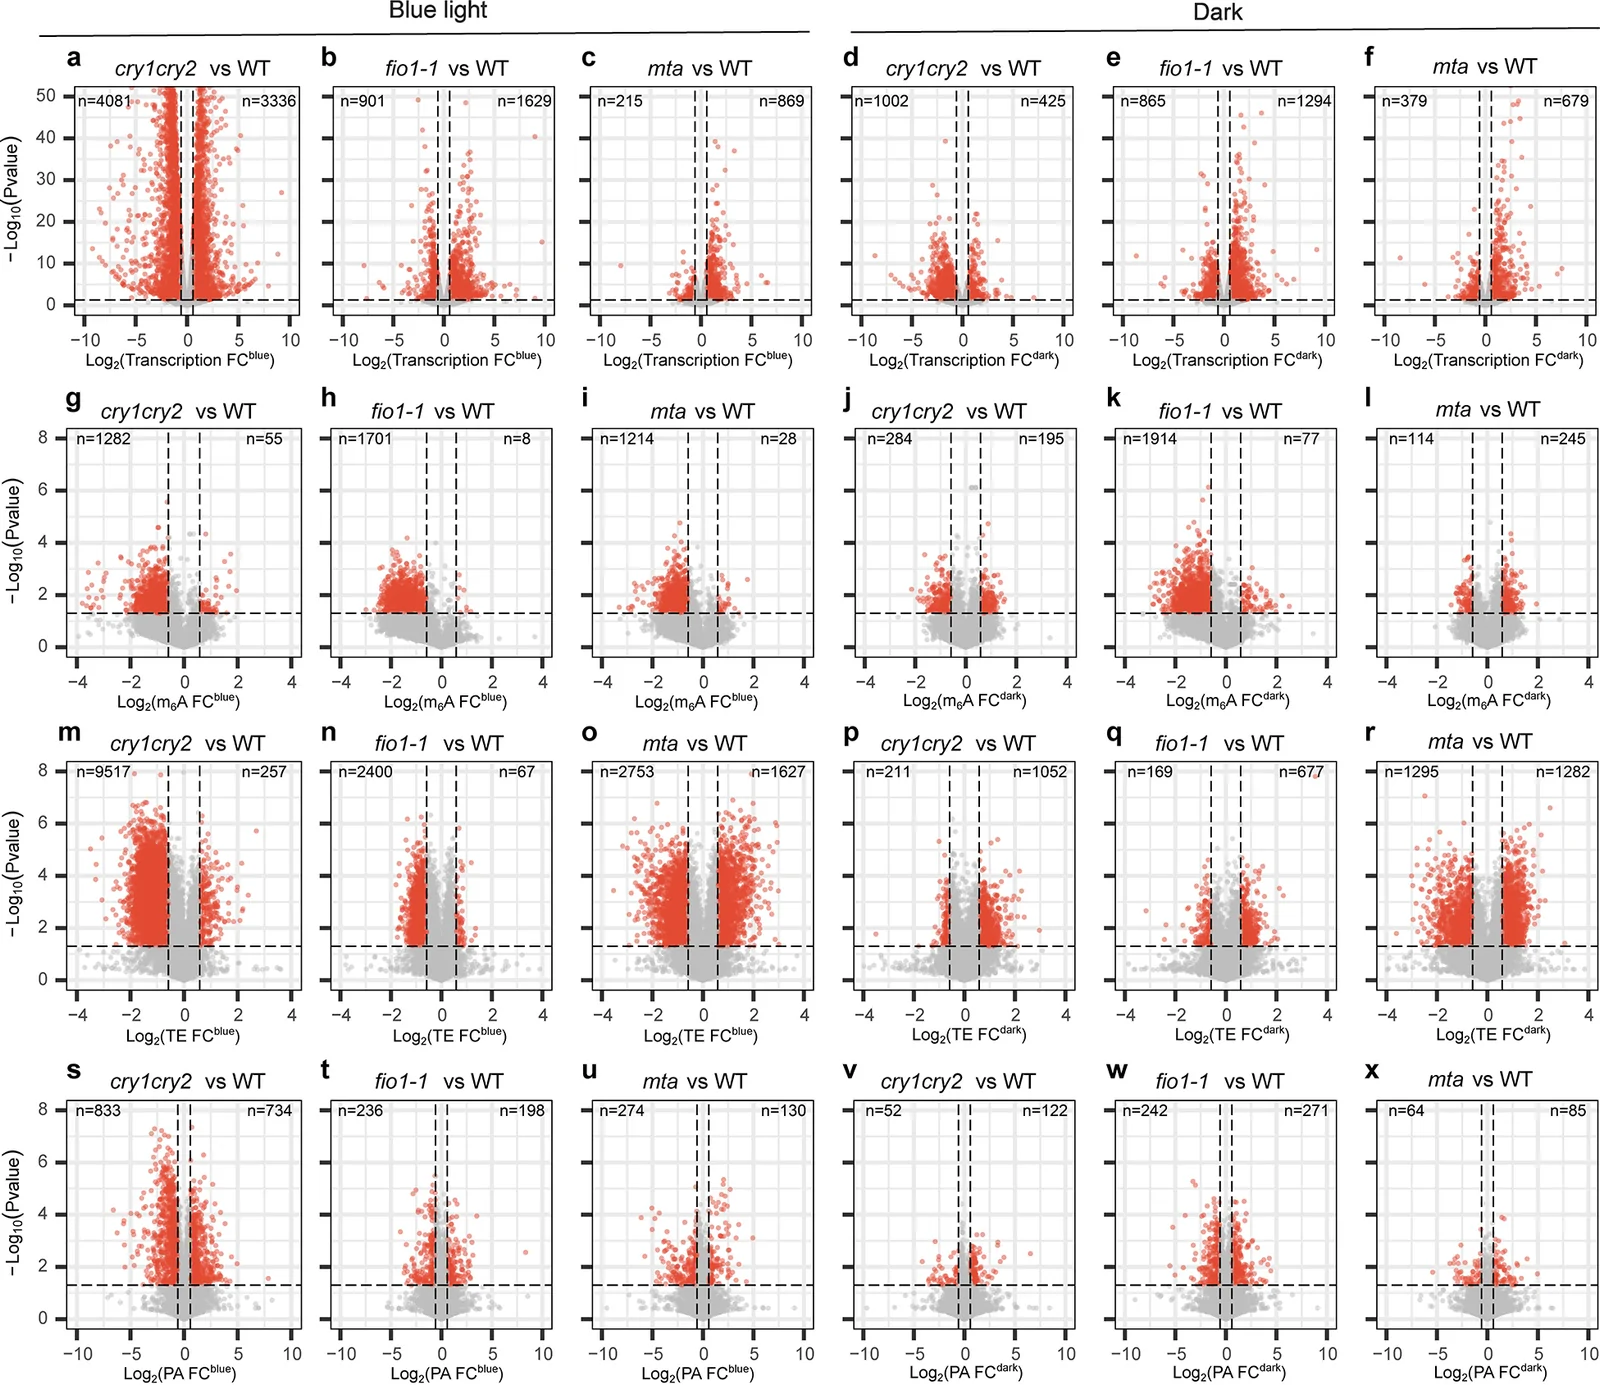
Volcano plots showing the omics changes of the indicated mutants. The number of genes (or m^6^A peaks) that show changes in the indicated mutants (*cry1cry2*, *fio1-1*, and *mta*) in comparison to the wild-type (WT) in transcriptome (**a-f**), m^6^A epitranscriptome (**g-l**), translatome (**m-r**), and proteome (**s-x**). The R package DEseq2 was used to analyze the differential expression of transcriptomes. The avo function in R was used to calculate the fold changes and *P* values for the m^6^A epitranscriptome, translatome, and proteome. The red-colored dots indicate genes (or m^6^A peaks) that show significant changes (FC < 1/1.5 or >1.5, *P* < 0.05, two-tailed Student’s *t*-test) in the indicated mutants. The numbers of significantly down- and up-regulated genes/m^6^A peaks are included in the top left and top right in each plot, respectively. Source data

**Extended Data Fig. 4:**
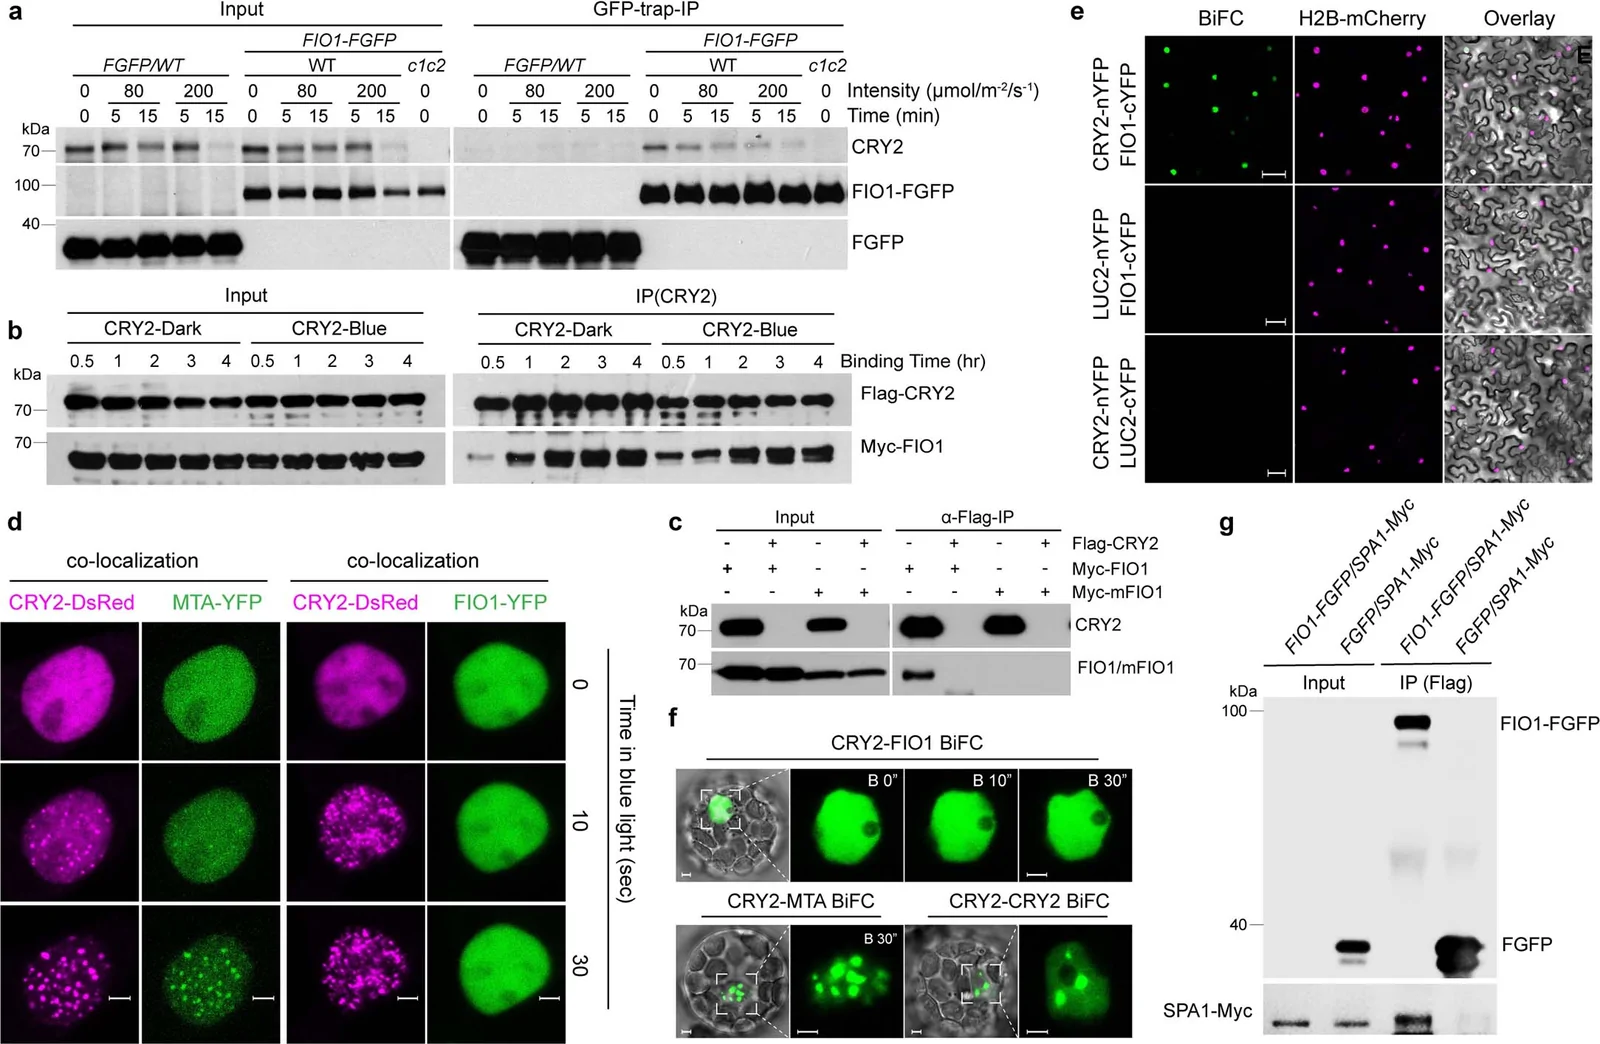
CRY2 interacts with SPA1 and FIO1 to recruit FIO1 into the CRY2 photobodies. **a**. The co-IP assay showing the interaction of FIO1 and CRY2 in plants. The 6-day-old etiolated *pACT2::Flag-FIO1-GFP (FIO1-FGFP) or pACT2::Flag-GFP (FGFP)* transgenic plants exposed to white light with different intensities (0, 80, and 200 μmol m^−2^ s^−1^) for the indicated time. GFP-trap was used for IP. **b**. The co-IP assay showing the interaction of Myc-FIO1 and Flag-CRY2 in heterologous HEK293T cells. Cells co-expressing the indicated proteins were kept in the dark and lysed, anti-Flag affinity beads were then incubated with the cell lysates in the dark or blue light (BL, 100 μmol m^−2^ s^−1^) for indicated time. Anti-Flag beads were used for IP. **c**. The co-IP assay showing the disrupted interaction of Flag-tagged CRY2 and Myc-tagged FIO1 mutant (Myc-FIO1 or Myc-mFIO1) in heterologous HEK293T cells. Cells co-expressing the indicated proteins were kept in the dark. Flag resin was used for IP. **d**. The co-localization analysis of CRY2-DsRED and MTA-YFP or FIO1-YFP in heterologous HEK293T cells. Cells co-expressing the indicated proteins were kept in the darkness or exposed to blue light at the indicated time. Scale bar= 2 μm. **e**. The BiFC assays showing FIO1-CRY2, MTA-CRY2 and CRY2-CRY2 interactions in response to blue light (2% of the 488 nm laser power) for indicated time in Arabidopsis protoplasts. Scale bar= 2 μm. **f**. The BiFC assays show FIO1-CRY2 interaction in tobacco leaves under blue light. Scale bar= 50 μm.H2B-mCherry served as a nuclear marker. LUC2 was used as the negative control for BiFC assays. **g**. The co-IP assay showing the interaction of FIO1 and SPA1 in plants. The 6-day-old *pACT2::Flag-FIO1-GFP* (*FIO1-FGFP*) x *35S::SPA1-Myc* (SPA1-Myc) or *pACT2::Flag-GFP* (*FGFP*) x *35S::SPA1-Myc* transgenic plants were grown under blue light (25 μmol m^−2^ s^−1^). Flag resin was used for IP. Immunoblotting was with anti-Flag or anti-Myc antibody. Source data

**Extended Data Fig. 5:**
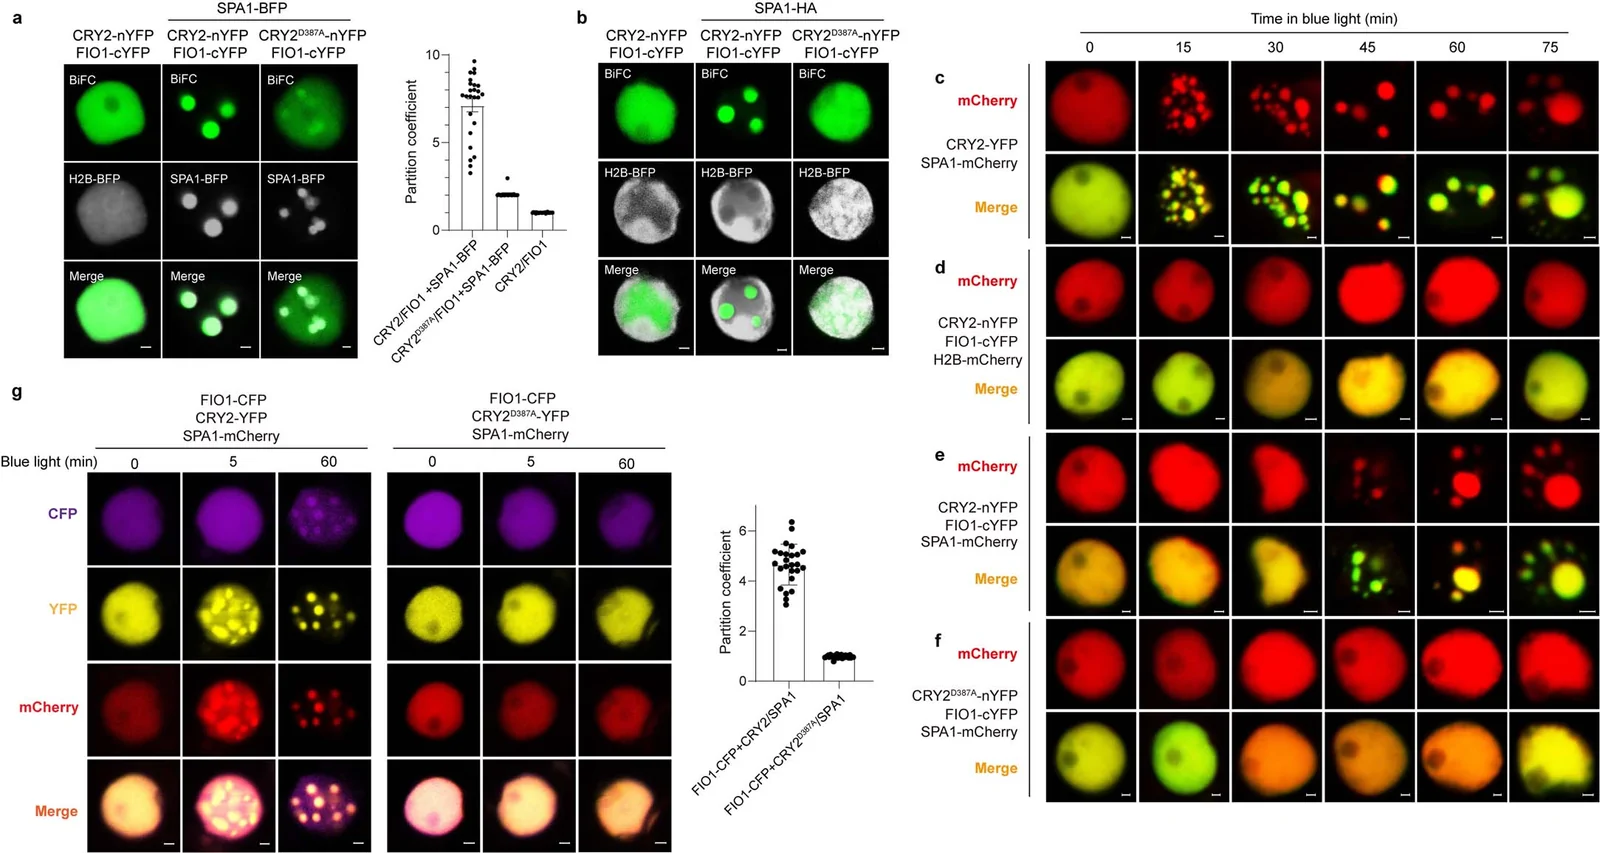
FIO1 co-localized with SPA1 and CRY2 in photobodies. **a**. Left, the BiFC assays show the formation of CRY2-FIO1 or CRY2^D387A^-FIO1 condensates in the presence of SPA1-BFP in tobacco leaf cells under blue light (2% of the 488 nm laser power). Scale bar, 2 μm. Right, the partition co-efficient of CRY2-FIO1 or CRY2^D387A^-FIO1 co-expression with SPA1-BFP in tobacco leaf cells. (mean ± s.d., n = 25 measurements from five nuclei). **b**. The BiFC assays show the formation of CRY2-FIO1 condensates in the presence of SPA1-HA in tobacco leaf cells under blue light (2% of the 488 nm laser power for 1 h). Light-insensitive CRY2^D387A^-FIO1 complex was used as the control. Scale bar, 2 μm. **c-f**. Light-induced condensation of CRY2-FIO1 complex in the presence of SPA1. CRY2-YFP co-expressed with SPA1-mCherry (**c**), BiFC pair of CRY2/FIO1 co-expressed with H2B-mCherry (**d**) and CRY2/FIO1 or CRY2^D387A^/FIO1 BiFC pairs co-expressed with SPA1-mCherry (**e-f**) in tobacco leaf cells. The CRY2-YFP or CRY2-FIO1 BiFC signals in the nucleus were detected by confocal microscopy with 488 nm laser (2% of laser power) as the light source to induce the formation of CRY2 or CRY2-FIO1 condensates for the indicated time. Scale bar=2 μm. **g**. Left, images showing the partial colocalization of FIO1, CRY2 and SPA1 in CRY2 photobodies over the time of blue laser illumination in tobacco leaf cells. CRY2^D387A^-FIO1-SPA1 complex was used as the control. Scale bar, 2 μm. Right, the partition co-efficient of FIO1-CFP co-expression with CRY2/SPA1 or CRY2^D387A^/SPA1 in tobacco leaf cells. (mean ± s.d., n = 25 measurements from five nuclei). Source data

**Extended Data Fig. 6:**
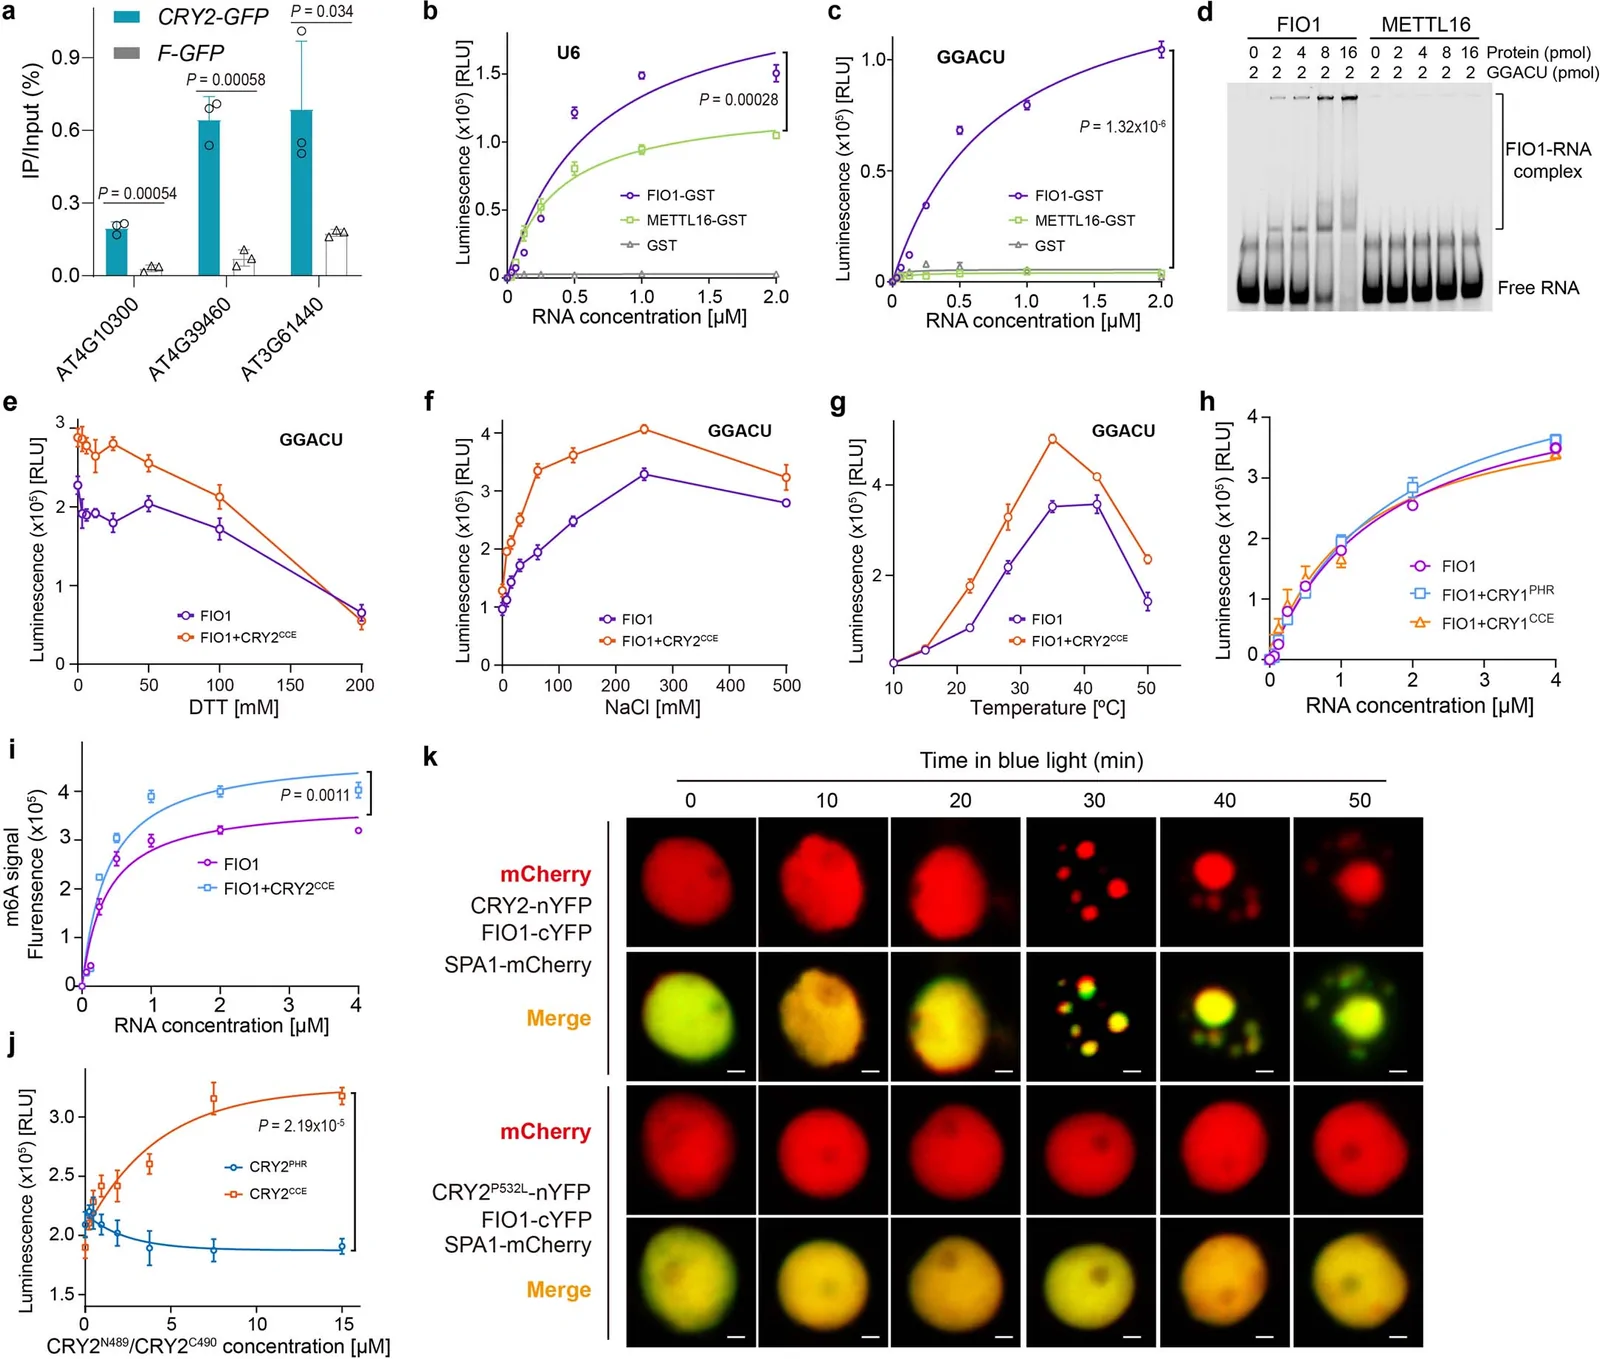
CRY2 enhances FIO1 enzymatic activity *in vitro* via the SPA1-interacting CCE domain. **a**. The native RIP assay allows for direct identification of bound RNAs to CRY2 under blue light (25 μmol m^−2^ s^−1^). The 6-day-old *CRY2-GFP* and *F-GFP* transgenic plants were grown under blue light. GFP trap resin were used for IP. 10% of the extract was used as input. **b-c**. Steady-state kinetics of m^6^A methylation of U6 snRNA (**b**) and GGACU RNA (**c**) by FIO1(1 μM), METTL16 (1 μM), and GST (1 μM). **d**. RNA-binding assay showing that FIO1, but not MELL16 binds to GGACU RNA. **e-g**. Characterization of enzymatic activities of FIO1 (1 μM) or FIO1(1 μM) + CRY2^CCE^ (2 μM) for installing m^6^A in GGACU (2 μM) under various conditions, including different DTT concentrations (**e**), different NaCl concentrations (**f**) and different temperatures (**g**). **h**. FIO1-catalyzed m^6^A methylation of different concentrations of GGACU in the presence or absence of CRY1^PHR^ (2 μM) or CRY1^CCE^ (2 μM). **i**. m^6^A antibody-based ELISA assays showing the steady-state kinetics of m^6^A installation in GGACU by FIO1(1 μM), and FIO1(1 μM) + CRY2^CCE^ (2 μM). **j**. The dosage-dependent influences of CRY2^PHR^ and CRY2^CCE^ on the enzymatic activities of FIO1(1 μM) for installing m^6^A in GGACU RNA. Data (**a-j**) is presented as mean ± s.d. (n = 3 independent experiments). P values are determined from two-tailed Student’s *t*-test. **k**. BiFC assays showing the changes of nuclear CRY2/FIO1 or CRY2^P532L^/FIO1 complex in the presence of SPA1-mCherry in response to blue light at the indicated time in tobacco leaf cells. Scale bar=2 μm. Source data

**Extended Data Fig. 7:**
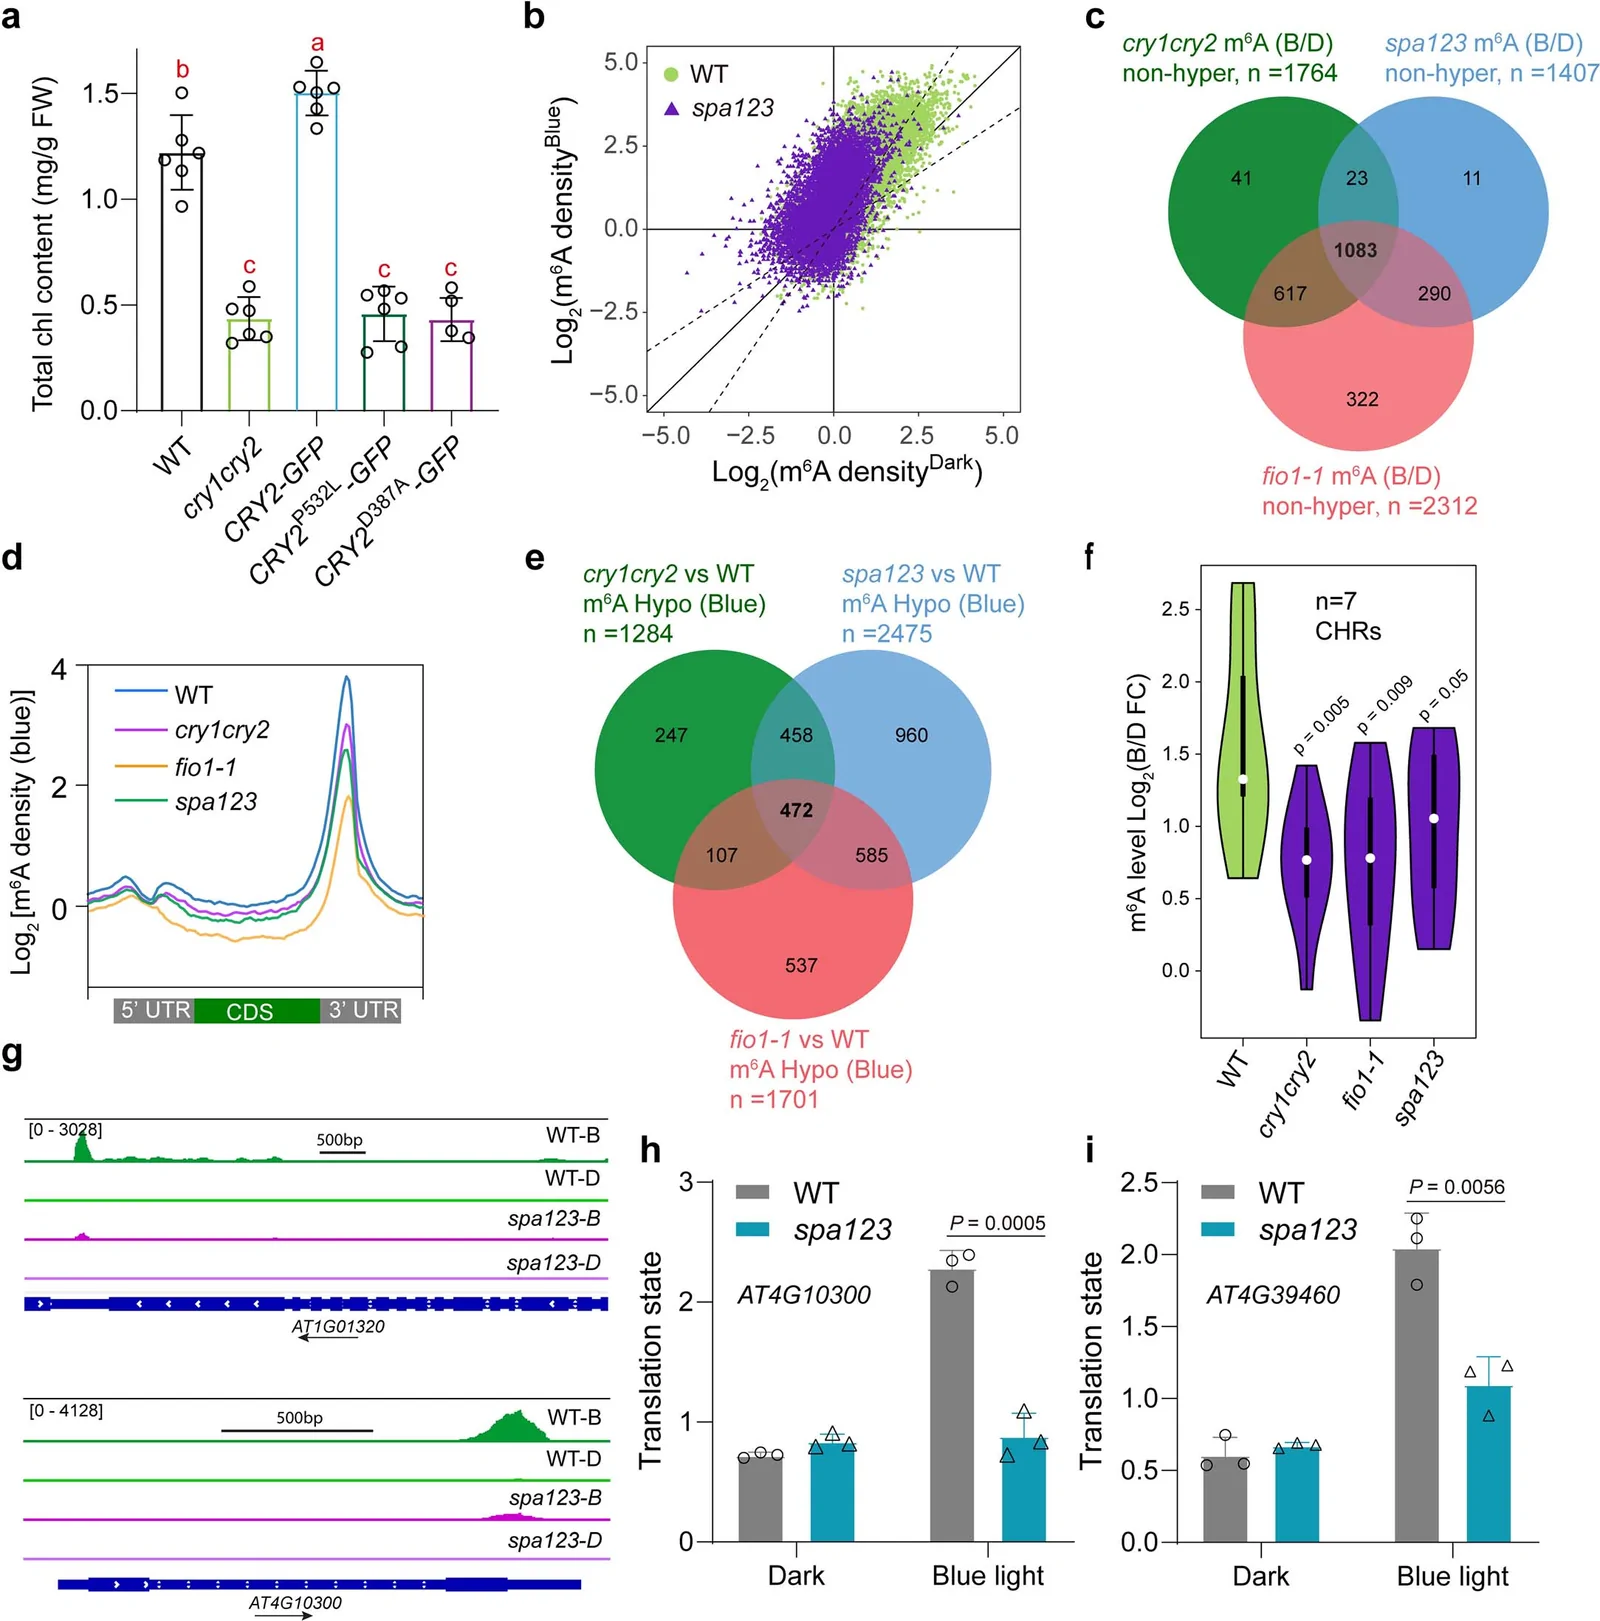
SPA1 is required for blue light induced m^6^A methylation. **a**. Total chlorophyll content of 6-day-old plants grown under blue light (25 μmol m^−2^ s^−1^) (mean ± s.d., n = 6 independent experiments). The lowercase captions of different letters indicate statistically significant differences (*P* < 0.05) by one way ANOVA test followed by Tukey’s multiple comparisons test. **b**. Scatter plots showing the photoresponsive epitranscriptomic changes of the same 8-sample cohort as in Fig. 2b. The ‘m^6^A density’ represents the number of m^6^A detected per unit length of RNA sequenced in the wild-type (WT, green) or *spa123* mutant (purple) grown in dark or blue light (25 μmol m^−2^ s^−1^) for 6 days before harvest. The dashed lines indicate >1.5x fold change. **c**. The Venn graph showing overlaps of photoresponsive m^6^A epitranscriptome of the indicated genotypes (FC^B/D^ > 1.5, *P* value < 0.05, two-tailed Student’s *t*-test). The ‘m^6^A non-hyper’ are defined by m^6^A-B/D^WT^ > 1.5 & m^6^A-B/D^mt^ < 1.5, WT: wild-type, mt: mutants. **d**. The m^6^A intensity of the indicated genotypes grown in blue light are mapped to the transcriptome. **e**. The Venn graph showing overlaps of hypomethylated (m^6^A hypo, FC^B/D^ > 1.5, *P* value < 0.05, two-tailed Student’s *t*-test) peaks indicated genotypes grown in blue light. **f**. Violin plots comparing the m^6^A density of *CHR* genes (Fold change of blue vs dark, B/D FC, n = 7 genes) in WT and indicated mutants. The upper, middle, and lower segments represent the dataset’s upper quartile, median, and lower quartile, respectively. **g**. The m^6^A density maps of the representative CHR transcripts. **h-i**. Results of Ribo-tag IP-quantitative polymerase chain reaction assays showing the translation states of WT and *spa123* mutant. 6-day-old seedlings grown in darkness or blue light (25 μmol m^−2^ s^−1^) were harvested for analysis. Ribosomes were immunoprecipitated by anti-FLAG resin and the associated RNA were quantified by quantitative polymerase chain reaction (mean ± s.d., n = 3 independent experiments). *P* values are determined from two-tailed Student’s *t*-test. Source data

## Data Availability

The raw data of transcriptomes, m^6^A epitranscriptomes and translatomes reported in this paper are available at GEO database with accession numbers GSE226927 and GSE227150. The MS proteomics data have been deposited to the ProteomeXchange Consortium with the dataset identifier PXD040660.

# Supplementary material for: Light-induced LLPS of the CRY2/SPA1/FIO1 complex regulating mRNA methylation and chlorophyll homeostasis in Arabidopsis
**Source:** Nat Plants. 2023 Dec 8;9(12):2042–58. doi: 10.1038/s41477-023-01580-0
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection No software was used.

Data analysis

RNA-seq and data analysis
Total RNA was used for preparation of RNA-seq libraries with TruSeq RNA library prep kit (Illumina, Cat. # RS-122-2001). The libraries from 3 biological repeats were sequenced on the Illumina HiSeq 2500 sequencing systems in pair-end mode with 150 bp per read. After sequencing, the pair-end reads were aligned to the Arabidopsis TAIR10 genome using Tophat-2.0.11 with anchor length longer than 8 nucleotides for spliced alignments (Kim et al.,2013).Only uniquely mapped reads were retained for subsequent analysis. The expression levels for gene models from TAIR10 were measured and normalized as fragments per kilobase of transcript per million mapped reads (FPKM) (Mortazavi et al.,2008,Trapnell et al.,2012).

m6A-seq data analysis
The libraries of two biological repeats for each sample were sequenced on Illumina Novaseq6000 instruments in pair-end mode with 100 bp per reads.The adapter sequence of m6A meRIP raw reads were trimmed by trim galore (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). The trimmed reads were aligned to the TAIR10 reference genome with Bowtie2 (v2.1.0) (Langmead and Salzberg,2012) with the default settings. meRIP track files in BigWig format were generated using bamCoverage of deeptools (v3.1.3) with RPKM normalization (Ramirez et al.,2016) from de-duplicated reads of Samtools (Li et al.,2009). m6A peaks were called by MACS2 (v2.1.1) and annotated using ChIPseeker (Yu et al.,2015,Zhang et al.,2008). Differential peaks were called with a threshold of P value < 0.05 and Fold Change > 1.5. m6A data metaplots were plotted by deeptools (v2.5.1) (Ramirez et al.,2014).

Translating ribosome affinity purification (TRAP) and data analysis
The libraries from 3 biological repeats for each sample were sequenced on the Illumina HiSeq 2500 sequencing systems. Cleaned reads of TRAP-seq and input samples were aligned to the TAIR10 reference genome with Bowtie2 (v2.1.0) (Langmead and Salzberg,2012). Translation efficiency abundance was measured by RSEM using the default parameters (Li and Dewey,2011). The translation state was calculated by the

formula (RPKM in TRAP-seq +1)/(RPKM in input +1). Differential translation analysis was conducted using edgeR (Robinson et al.,2010) with a threshold of P value < 0.05 and Fold Change > 1.5 was used to determine whether there were any significant differences in translation between samples.

Protein digestion, HRMS1-DIA data collection and data analysis

Spectronaut default parameters [BGS Factory Settings (default)] were used to analyze the DIA raw data. Peptide retention times were automatically aligned according to the iRT peptides. Precursor and protein thresholds were set as 1.0% and 5% FDR, respectively. Decoy database was generated by mutated strategy. The average peak area of the top three peptides with FDR less than 1.0% was used for protein quantification.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Provide your data availability statement here.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Describe how sample size was determined, detailing any statistical methods used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.

Data exclusions	Describe any data exclusions. If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.
Replication	Describe the measures taken to verify the reproducibility of the experimental findings. If all attempts at replication were successful, confirm this OR if there are any findings that were not replicated or cannot be reproduced, note this and describe why.
Randomization	Describe how samples/organisms/participants were allocated into experimental groups. If allocation was not random, describe how covariates were controlled OR if this is not relevant to your study, explain why.
Blinding	Describe whether the investigators were blinded to group allocation during data collection and/or analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☐	☐ Palaeontology and archaeology
☐	☐ Animals and other organisms
☐	☐ Clinical data
☐	☐ Dual use research of concern
☐	☒ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Describe all antibodies used in the study; as applicable, provide supplier name, catalog number, clone name, and lot number.
Validation	Describe the validation of each primary antibody for the species and application, noting any validation statements on the manufacturer's website, relevant citations, antibody profiles in online databases, or data provided in the manuscript.

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	State the source of each cell line used and the sex of all primary cell lines and cells derived from human participants or vertebrate models.
Authentication	Describe the authentication procedures for each cell line used OR declare that none of the cell lines used were authenticated.
Mycoplasma contamination	Confirm that all cell lines tested negative for mycoplasma contamination OR describe the results of the testing for mycoplasma contamination OR declare that the cell lines were not tested for mycoplasma contamination.
Commonly misidentified lines<br>(See ICLAC register)	Name any commonly misidentified cell lines used in the study and provide a rationale for their use.

Palaeontology and Archaeology

Specimen provenance	Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export.
Specimen deposition	Indicate where the specimens have been deposited to permit free access by other researchers.
Dating methods	If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

Ethics oversight

Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

For laboratory animals, report species, strain and age OR state that the study did not involve laboratory animals.

Wild animals

Provide details on animals observed in or captured in the field; report species and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.

Reporting on sex

Indicate if findings apply to only one sex; describe whether sex was considered in study design, methods used for assigning sex. Provide data disaggregated for sex where this information has been collected in the source data as appropriate; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex-based analyses where performed, justify reasons for lack of sex-based analysis.

Field-collected samples

For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.

Ethics oversight

Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

Clinical trial registration

Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.

Study protocol

Note where the full trial protocol can be accessed OR if not available, explain why.

Data collection

Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.

Outcomes

Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.

Dual use research of concern

Policy information about [dual use research of concern](#)

Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

No	Yes
☐	☐ Public health
☐	☐ National security
☐	☐ Crops and/or livestock
☐	☐ Ecosystems
☐	☐ Any other significant area

Experiments of concern

Does the work involve any of these experiments of concern:

No	Yes	
☐	☐	Demonstrate how to render a vaccine ineffective
☐	☐	Confer resistance to therapeutically useful antibiotics or antiviral agents
☐	☐	Enhance the virulence of a pathogen or render a nonpathogen virulent
☐	☐	Increase transmissibility of a pathogen
☐	☐	Alter the host range of a pathogen
☐	☐	Enable evasion of diagnostic/detection modalities
☐	☐	Enable the weaponization of a biological agent or toxin
☐	☐	Any other potentially harmful combination of experiments and agents

How the deposited data were processed for this re-analysis (not part of the article)

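The samples were 6-day-old seedlings of WT, *cry1cry2*, *fio1-1* and *mta* grown in darkness or continuous blue light, with the *spa* triple mutant in the m6A experiment. MeRIP-seq had 2 IP libraries and 2 inputs for each of 10 conditions, and TRAP-seq had 3 TRAP libraries and 3 inputs for each of 8 conditions. Conditions were taken from the sample labels. The libraries of the *spa* triple mutant were deposited later than the others. The labels and the paper differ in the fluence of blue light (30 and 25 μmol m-2 s-1), in the ecotype of WT and in the name of the *spa* triple mutant.

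For MeRIP-seq, the authors trimmed the reads with Trim Galore, aligned them to TAIR10 with Bowtie2 (2.1.0), removed duplicates with SAMtools and called peaks with MACS2 (2.1.1), and as deposited the values are read counts over 1 set of 12916 merged peaks. The RPKM of the authors divide these counts by the peak length and by the reads of the library, a total that is larger than the sum over peaks and was recovered from counts and RPKM. How the peaks of the libraries were merged was not found in the paper's methods. For TRAP-seq, the authors aligned reads with Bowtie2 and quantified genes with RSEM, and as deposited the files hold expected counts, which are not scaled. The FPKM and TPM of the authors were made by RSEM from these expected counts, per kilobase and reads assigned for FPKM, and as a share of all transcripts for TPM. TPM were not used. Of the 64790 gene models, which include transposable elements, 32835 matched a gene of the annotation.

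Translation state is the ratio of TRAP to input. Expected counts were rounded, genes were kept by edgeR's filterByExpr (21551 genes), and a model of 16 group means over all 48 libraries was tested with edgeR (4.0.16, quasi-likelihood, TMM factors). B/D is the ratio in blue light over that in darkness, and a light response against WT is the interaction of light and genotype. For m6A, peaks with a mean input of at least 1 RPKM were tested in the same way as IP over input, with library totals for scaling, over 4 genotypes and, for the *spa* triple mutant, over 5. Calls needed an adjusted p (Benjamini and Hochberg) under 0.05 and a fold change above 1.5, and adjusted p-values printed beside 2 or 3 libraries per group are from edgeR or, for gene lists, from limma's camera. Peaks were assigned to genes and to regions of transcripts by the TAIR10 annotation. Type 2 genes were counted by the paper's rule with its ratios of 0.8. Overlaps were tested with Fisher's exact test and set beside the number for independent lists, and 8 simulations without effect gave the overlap that shared WT libraries produce. Intervals are 95% intervals.

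Gene lists were written before the data were examined. The list of *CHR* genes was taken from the paper, which chose them on these libraries. The others were written from textbook knowledge: tetrapyrrole synthesis, the MEP isoprenoid pathway, the light-harvesting complex, nuclear photosystem subunits, the Calvin cycle, cytosolic ribosomal proteins, photoreceptors and light signalling, the clock, m6A writers, erasers and readers, flavonoid and anthocyanin synthesis, S-adenosylmethionine synthesis and recycling, seed reserve, root, guard cell and epidermis, and the chloroplast-encoded and mitochondria-encoded genes. Lists of at least 5 tested members were tested with camera (limma 3.58.1, correlation estimated, statmod 1.5.0), and a preset correlation of 0.01 was an alternative. Genes are named by a rule set before the data were examined: the genes that the paper names, the 10 largest changes in each direction of the main comparisons among called genes or peaks of above-median level with replicates that do not overlap, and up to 4 members of each list with the smallest p, with uncalled members in order of level.

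The alternatives set beforehand were DESeq2 (1.42.0), DESeq2's size factors, library totals, nuclear genes only, no filter, an unadjusted p, the study's formula (FPKM of TRAP plus 1 over FPKM of input plus 1) in limma with a pseudocount of 1 or 0.1 and in an unmoderated model, replicate blocks, TMM over peaks, log2 ratios of RPKM in limma with pseudocounts of 1, 0.1 and 5, log2 ratios centred per pair, a stricter filter of 5 RPKM, fits over other groups of libraries, other definitions of retained genes and of the background, and each library pair left out in turn. The closing section gives their effect. The tests were tried on simulated data with 200 changed genes or peaks, drawn from those of above-median read count, and a list of raised genes, which camera called. No 2 libraries were copies of each other, the lowest variance between any 2 being 1.60 times the Poisson variance in TRAP-seq and 5.10 times in MeRIP-seq. Depth per library is given at the claims, and reads behind a call are given where they are few. Repeated sequence was found by counting shared words of 25 bases in the genome, and a peak that shares under 10% of them counts as single-copy, a limit chosen after the peaks were seen. R 4.3.3, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used. The transcriptome and proteome of the cohort were not used here, the paper's list of *CSE* genes was held only in part, and total mRNA is that of the TRAP inputs.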

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

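The tests of the scaling of m6A by library totals, of repeat-region reads in these totals and of sequence shared between repeat peaks were chosen only after the result was seen, and the other tests of this part were set before.

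The light response of the translation state differed from that of WT at 7525 genes in *cry1cry2*, 2536 in *fio1-1* and 2197 in *mta*, by a test of the difference itself. Other splits of the extracts of the 2 genotypes, 25 in all with the real one, gave at most 5400 genes for *cry1cry2* and 591 for *fio1-1*, each real value being reached in 1 split. Splits that exchange blue-light extracts add the difference between genotypes in blue light to the spread. The test therefore does not exclude chance for the light response. For *mta*, 5 of 25 splits gave as many genes as the real one and the highest other gave 5531, so that chance cannot be excluded by this split test. In 3 of the 4 other splits for *mta* that reach the real count the blue-light extracts stayed in their groups and only dark extracts were exchanged, and so it was in the 3 highest other splits for *cry1cry2* (5400, 4258 and 4080), which points to the difference between genotypes in blue light as a structure behind these counts.

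The m6A light response differed from that of WT at 2 peaks in *cry1cry2*, 11 in *fio1-1*, 10 in *mta* and 124 in the *spa* triple mutant, by the same kind of test. With 2 libraries per group no other splits were counted. Without blue WT replicate 1 no peak was lower in *cry1cry2* and *mta*, and in *mta* none was without blue WT replicate 2, dark WT replicate 1, blue *mta* replicate 2 or dark *mta* replicate 1 either, while 264 were lower in *fio1-1* without its blue replicate 2, 32 in *cry1cry2* and 25 in *mta* without either blue *fio1-1* replicate and 13 in *cry1cry2* without either blue *mta* replicate.

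Signals beyond the claims examined here were these. In blue WT, 23 peaks in repeated sequence were higher than in darkness, and in darkness the *spa* triple mutant had 1022 peaks with less m6A than WT, with 301 lower and 161 higher under TMM over peaks, 367 lower without dark WT replicate 2 and 509 without dark replicate 2 of the mutant.

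The balance of higher and lower calls of translation state in WT depended on the scaling, since the median log2 B/D was near 0 with TMM and above 0 with library totals. A few abundant genes that take most of the counts are argued against as the whole source, as the median log2 B/D from library totals, averaged over pairs, went from 0.62 to 0.47 without the 100 most abundant genes in the totals. A difference in library size is argued against too, since the slope on the total ratio within conditions, times the difference between light conditions, predicts 0.05 (slope 0.03, permutation p = 0.97 for a negative slope). A change of overall translation in light stays open, and it was not tested, as no spike-in was used here.

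The tested m6A peaks together lay higher in blue than in dark WT, by 0.55 as the difference of the medians of pairs. Reads from repeat regions in the totals are argued against, since without them the median log2 B/D was 0.78. Library totals as the measure of scaling may be the source, since within 10 conditions the pair with more IP reads relative to input had the lower median in 9 (slope -0.67, exact sign-flip p = 0.018, and -0.84 without WT and -0.48 without blue *fio1-1*), which predicts 0.61. The same slope predicts -0.03, -0.71, 0.18 and 0.30 for *cry1cry2*, *fio1-1*, *mta* and the *spa* triple mutant, where 0.12, 0.23, 0.04 and 0.94 were observed, so that it does not account for *fio1-1* or for all of the *spa* triple mutant. A rise of m6A over many transcripts in light stays open beside it.

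The 23 repeat peaks higher in blue WT had a median log2 B/D of 3.68. The 163 other intergenic peaks had a median of 0.16 and an upper quartile of 1.05, so that intergenic peaks did not rise as a whole. The 23 were chosen by their calls, and called peaks were left out of the 163. This gap therefore cannot decide on genomic DNA in the libraries. Reads shared between copies of one sequence cannot be told apart from a change at each locus, since 78.3% of the peaks share at least 50% of their 25-base words with another of them and the deposited counts do not say where else a read aligns. The mean IP level was 33.99 and 27.05 RPKM in blue and 1.91 and 3.53 in dark WT, with inputs of 8.20 and 8.15 and of 7.83 and 9.47. In *fio1-1* it was 41.41 and 52.20 in dark and 0.44 and 2.30 in blue light, with inputs of 33.77 and 48.67 and of 0.91 and 0.49, so that there the input moved with the IP. The IP level was lower in blue light than in darkness in the other mutants too, with 3.55 and 3.59 against 5.51 and 8.25 in *cry1cry2*, 1.16 and 0.47 against 12.21 and 9.49 in *mta* and 15.60 and 17.27 against 108.21 and 103.10 in the *spa* triple mutant, and so were their inputs, with 10.52 and 13.84 against 19.19 and 21.41, 1.60 and 2.53 against 19.37 and 23.44, and 46.76 and 43.92 against 133.48 and 127.36. WT was thus the 1 genotype of 5 with a higher IP level in blue light. No biological explanation was tested.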

How the results depend on the processing

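The alternatives were written before the data were examined, except for the tests named below as chosen after seeing the data, and each repeats a main test with its choices changed. The ranking of the mutants by how many WT light-induced translation states they keep, *cry1cry2* lowest and *mta* highest, held under each of the 11 alternatives run for it. None of the counts of translation state moved by more than 1.5 times with DESeq2, with its size factors, with nuclear genes only or with no filter, whereas most of them did with library totals and with the study's formula, which both scale to the library total. Many m6A counts moved with the scaling, the pseudocount and the p that was used, and fewer with the filter left out. In the *spa* triple mutant and *fio1-1* the balance of higher and lower m6A calls depended on the scaling. Labels give IP and input libraries the same replicate numbers, but their deviations from the group mean were not correlated (-0.13 to 0.10 over 24 TRAP pairs and -0.04 to 0.03 over 20 m6A pairs), so no pairing was used in the main test. With a replicate block by shared extract, 3475 genes were higher and 3049 lower in the translation state B/D of WT, and with the replicate number as a block 29 m6A peaks were higher. Depth and replicates may limit the m6A calls, since 12% of simulated 2-fold rises were recovered with an assumed squared biological coefficient of variation of 0.05 and 0% with 0.3. The simulated rises were put only at peaks of above-median read count. Of 4-fold rises, 76% were recovered with 0.05 and 0% with 0.3, and neither value was estimated from the data. Among named genes and peaks, 627 of 640 results for translation state were the same under DESeq2 size factors, 466 of 640 under library totals (6 reversed) and 387 of 580 under the study's formula with a pseudocount of 1 (8 reversed), and for m6A 142 of 187 were under TMM over peaks and 124 of 187 under limma with a pseudocount of 0.1.

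Leaving out 1 library pair in turn gave 339 to 693 for translation state *fio1-1* below WT in darkness (main 518), 0 to 91 for m6A B/D in WT (main 28), 0 to 8 for m6A B/D in *cry1cry2* (main 2) and 49 to 538 for m6A B/D in *fio1-1* (main 151). Other ranges were 0 to 1 for m6A B/D in *mta* (main 0), 535 to 1324 for m6A B/D in the *spa* triple mutant (main 1104), 0 to 32 for the m6A light response of *cry1cry2* against WT (main 2) and 2 to 39 for m6A *cry1cry2* below WT in blue light (main 26). Further ranges were 0 to 21 for m6A *cry1cry2* below WT in darkness (main 1), 1 to 264 for the m6A light response of *fio1-1* against WT (main 3), 0 to 1748 for m6A *fio1-1* below WT in blue light (main 779) and 115 to 856 for m6A *fio1-1* below WT in darkness (main 620). The ranges were also 0 to 25 for the m6A light response of *mta* against WT (main 10), 0 to 120 for m6A *mta* below WT in blue light (main 8), 0 to 1 for m6A *mta* below WT in darkness (main 0) and 4 to 154 for m6A the *spa* triple mutant below WT in blue light (main 46). Ranges of the remaining counts were 367 to 1205 for m6A the *spa* triple mutant below WT in darkness (main 1022) and 0 to 1.43 for the odds ratio of hyper-methylation and hyper-translation (main 0). Without blue WT replicate 1, no m6A peak was called for B/D in WT, for the light responses of *cry1cry2* and *mta* or for *fio1-1* and *mta* below WT in blue light. Without either blue *fio1-1* replicate, 91 peaks were called for B/D in WT, and *fio1-1* below WT in blue light had 3 peaks without replicate 1 and 1748 without replicate 2.

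With library totals, translation state genes with a higher B/D numbered 8113 in WT, 199 in *cry1cry2* and 6116 in *mta* and translation state genes with a lower light response than WT numbered 9410 in *cry1cry2* and 4450 in *fio1-1*. Under library totals, translation state genes with values below WT in blue light numbered 9982 in *cry1cry2*, 4013 in *fio1-1* and 4575 in *mta* and translation state genes with values below WT in darkness numbered 322 in *cry1cry2* and 238 in *fio1-1*. By library totals, input RNA genes with a higher B/D numbered 3397 in WT, 3697 in *fio1-1* and 3740 in *mta*. For library totals, genes induced in WT and also induced numbered 1724 in *fio1-1* and 4383 in *mta* and 2701 type 2 genes. With the study's formula with a pseudocount of 1, translation state genes with a higher B/D numbered 8007 in WT, 198 in *cry1cry2* and 5791 in *mta* and translation state genes with a lower light response than WT numbered 10033 in *cry1cry2* and 4403 in *fio1-1*. Under the study's formula with a pseudocount of 1, translation state genes with values below WT in blue light numbered 8887 in *cry1cry2* and 2540 in *fio1-1* and translation state genes with values below WT in darkness numbered 186 in *cry1cry2* and 239 in *fio1-1*. By the study's formula with a pseudocount of 1, genes induced in WT and also induced numbered 1822 in *fio1-1* and 4227 in *mta* and 2795 type 2 genes. With the study's formula with a pseudocount of 0.1, translation state genes with a higher B/D numbered 8769 in WT, 171 in *cry1cry2* and 6040 in *mta* and translation state genes with a lower light response than WT numbered 9506 in *cry1cry2* and 3990 in *fio1-1*. Under the study's formula with a pseudocount of 0.1, translation state genes with values below WT in blue light numbered 9199 in *cry1cry2* and 2886 in *fio1-1* and translation state genes with values below WT in darkness numbered 259 in *cry1cry2* and 204 in *fio1-1*. By the study's formula with a pseudocount of 0.1, genes induced in WT and also induced numbered 1643 in *fio1-1* and 4408 in *mta* and 2650 type 2 genes. With the study's formula in an unmoderated model at an unadjusted p, translation state genes with a higher B/D numbered 8057 in WT, 234 in *cry1cry2* and 5912 in *mta* and translation state genes with a lower light response than WT numbered 10240 in *cry1cry2*, 5328 in *fio1-1* and 2004 in *mta*. Under the study's formula in an unmoderated model at an unadjusted p, translation state genes with values below WT in blue light numbered 8929 in *cry1cry2* and 2804 in *fio1-1* and translation state genes with values below WT in darkness numbered 221 in *cry1cry2* and 337 in *fio1-1*. By the study's formula in an unmoderated model at an unadjusted p, genes induced in WT and also induced numbered 1940 in *fio1-1* and 4307 in *mta* and 2804 type 2 genes. With an unadjusted p under 0.05, translation state genes with a lower light response than WT numbered 2100 in *fio1-1* and 1988 in *mta* and translation state genes with values below WT in darkness numbered 878 in *fio1-1*. Under an unadjusted p under 0.05, m6A peaks with a higher B/D numbered 498 in WT, 116 in *cry1cry2*, 529 in *fio1-1* and 55 in *mta* and m6A peaks with a lower light response than WT numbered 256 in *cry1cry2*, 220 in *fio1-1*, 249 in *mta* and 76 in the *spa* triple mutant. By an unadjusted p under 0.05, m6A peaks with values below WT in blue light numbered 187 in *cry1cry2*, 1395 in *fio1-1*, 374 in *mta* and 474 in the *spa* triple mutant and m6A peaks with values below WT in darkness numbered 74 in *cry1cry2*, 1042 in *fio1-1* and 53 in *mta*. For an unadjusted p under 0.05, genes induced in WT and also induced numbered 196 in *cry1cry2* and genes no longer hyper-methylated numbered 395 in *cry1cry2*, 307 in *fio1-1*, 416 in *mta* and 285 in all 3 mutants. With a fit over only the groups of the contrast, m6A peaks with a higher B/D numbered 74 in WT, 9 in *cry1cry2* and 7 in *fio1-1* and m6A peaks with a lower light response than WT numbered 36 in *cry1cry2*, 0 in *fio1-1* and 28 in *mta*. Under a fit over only the groups of the contrast, m6A peaks with values below WT in blue light numbered 47 in *cry1cry2*, 0 in *fio1-1*, 211 in *mta* and 200 in the *spa* triple mutant and m6A peaks with values below WT in darkness numbered 19 in *cry1cry2*. With limma on log2 ratios with a pseudocount of 1, m6A peaks with a higher B/D numbered 46 in WT, 1 in *cry1cry2*, 77 in *fio1-1* and 505 in the *spa* triple mutant and m6A peaks with a lower light response than WT numbered 11 in *cry1cry2* and 8 in *fio1-1*. Under limma on log2 ratios with a pseudocount of 1, m6A peaks with values below WT in darkness numbered 0 in *cry1cry2*, 363 in *fio1-1* and 441 in the *spa* triple mutant and m6A peaks with values below WT in blue light numbered 14 in *mta*. With limma on log2 ratios with a pseudocount of 0.1, m6A peaks with a higher B/D numbered 0 in WT, 0 in *cry1cry2*, 18 in *fio1-1* and 696 in the *spa* triple mutant and m6A peaks with a lower light response than WT numbered 0 in *cry1cry2*, 0 in *fio1-1*, 0 in *mta* and 1 in the *spa* triple mutant. Under limma on log2 ratios with a pseudocount of 0.1, m6A peaks with values below WT in blue light numbered 1 in *cry1cry2*, 85 in *fio1-1*, 0 in *mta* and 14 in the *spa* triple mutant and m6A peaks with values below WT in darkness numbered 0 in *cry1cry2*, 279 in *fio1-1* and 659 in the *spa* triple mutant. With limma on log2 ratios with a pseudocount of 5, m6A peaks with a higher B/D numbered 233 in WT, 8 in *cry1cry2*, 2 in *mta* and 321 in the *spa* triple mutant and m6A peaks with a lower light response than WT numbered 26 in *cry1cry2*, 39 in *fio1-1* and 16 in *mta*. Under limma on log2 ratios with a pseudocount of 5, m6A peaks with values below WT in blue light numbered 51 in *cry1cry2*, 24 in *mta* and 289 in the *spa* triple mutant and m6A peaks with values below WT in darkness numbered 0 in *cry1cry2*, 346 in *fio1-1* and 299 in the *spa* triple mutant. With an unmoderated model at an unadjusted p, m6A peaks with a higher B/D numbered 515 in WT, 138 in *cry1cry2*, 4.0e+02 (rounded) in *fio1-1* and 81 in *mta* and m6A peaks with a lower light response than WT numbered 188 in *cry1cry2*, 283 in *fio1-1*, 250 in *mta* and 86 in the *spa* triple mutant. Under an unmoderated model at an unadjusted p, m6A peaks with values below WT in blue light numbered 220 in *cry1cry2*, 1395 in *fio1-1*, 385 in *mta* and 575 in the *spa* triple mutant and m6A peaks with values below WT in darkness numbered 45 in *cry1cry2* and 30 in *mta*. With a mean input of at least 5 RPKM, m6A peaks with a higher B/D numbered 5 in *cry1cry2*, 1 in *mta* and 337 in the *spa* triple mutant and m6A peaks with a lower light response than WT numbered 0 in *cry1cry2* and 6 in *fio1-1*. Under a mean input of at least 5 RPKM, m6A peaks with values below WT in darkness numbered 0 in *cry1cry2*, 209 in *fio1-1* and 320 in the *spa* triple mutant and m6A peaks with values below WT in blue light numbered 324 in *fio1-1* and 76 in the *spa* triple mutant. With TMM over peaks, m6A peaks with a higher B/D numbered 9 in *cry1cry2* and 246 in the *spa* triple mutant and m6A peaks with a lower light response than WT numbered 18 in *cry1cry2*, 26 in *fio1-1* and 57 in the *spa* triple mutant. Under TMM over peaks, m6A peaks with values below WT in darkness numbered 5 in *cry1cry2*, 242 in *fio1-1*, 3 in *mta* and 301 in the *spa* triple mutant and m6A peaks with values below WT in blue light numbered 42 in *fio1-1* and 15 in *mta*. With the replicate block by number, m6A peaks with a higher B/D numbered 5 in *cry1cry2* and m6A peaks with a lower light response than WT numbered 9 in *cry1cry2*. With a fit over 5 genotypes, m6A peaks with a higher B/D numbered 4 in *cry1cry2* and m6A peaks with a lower light response than WT numbered 20 in *cry1cry2* and 13 in *fio1-1*. With log2 ratios centred per pair, m6A peaks with a higher B/D numbered 5 in *cry1cry2*, 1 in *mta* and 254 in the *spa* triple mutant and m6A peaks with a lower light response than WT numbered 13 in *cry1cry2* and 17 in *fio1-1*. Under log2 ratios centred per pair, m6A peaks with values below WT in darkness numbered 0 in *cry1cry2*, 193 in *fio1-1* and 293 in the *spa* triple mutant and m6A peaks with values below WT in blue light numbered 28 in *fio1-1* and 14 in *mta*. With no filter, m6A peaks with a higher B/D numbered 1989 in the *spa* triple mutant and m6A peaks with a lower light response than WT numbered 10 in *cry1cry2*. Under no filter, m6A peaks with values below WT in blue light numbered 424 in *fio1-1* and 15 in *mta* and m6A peaks with values below WT in darkness numbered 1032 in *fio1-1* and 2233 in the *spa* triple mutant. With a fold under 1.5 whatever its p, genes no longer hyper-methylated numbered 4 in all 3 mutants. A preset correlation of 0.01 gave 133 gene list tests passed.

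The following alternatives were chosen after seeing the data. With the study's formula in limma at an unadjusted p, translation state genes with a higher B/D numbered 8155 in WT, 247 in *cry1cry2* and 5992 in *mta* and translation state genes with a lower light response than WT numbered 10432 in *cry1cry2*, 5590 in *fio1-1* and 2187 in *mta*. Under the study's formula in limma at an unadjusted p, translation state genes with values below WT in blue light numbered 9012 in *cry1cry2* and 2879 in *fio1-1* and translation state genes with values below WT in darkness numbered 231 in *cry1cry2*. By the study's formula in limma at an unadjusted p, genes induced in WT and also induced numbered 1984 in *fio1-1* and 4376 in *mta* and 2830 type 2 genes. With no filter and an unadjusted p, m6A peaks with a higher B/D numbered 1095 in WT, 495 in *cry1cry2*, 1580 in *fio1-1*, 232 in *mta* and 4168 in the *spa* triple mutant and m6A peaks with a lower light response than WT numbered 703 in *cry1cry2*, 442 in *fio1-1*, 695 in *mta* and 191 in the *spa* triple mutant. Under no filter and an unadjusted p, m6A peaks with values below WT in blue light numbered 707 in *cry1cry2*, 3302 in *fio1-1*, 1279 in *mta* and 1283 in the *spa* triple mutant and m6A peaks with values below WT in darkness numbered 366 in *cry1cry2*, 3145 in *fio1-1*, 342 in *mta* and 4098 in the *spa* triple mutant. With library totals without repeat-region peaks, m6A peaks with a higher B/D numbered 58 in WT and 6 in *cry1cry2*. With limma on log2 ratios without filter, m6A peaks with a higher B/D numbered 3412 in WT, 175 in *cry1cry2*, 59 in *fio1-1*, 50 in *mta* and 2462 in the *spa* triple mutant and m6A peaks with a lower light response than WT numbered 0 in *cry1cry2*, 0 in *fio1-1* and 0 in *mta*. Under limma on log2 ratios without filter, m6A peaks with values below WT in blue light numbered 216 in *cry1cry2*, 6386 in *fio1-1*, 37 in *mta* and 4265 in the *spa* triple mutant and m6A peaks with values below WT in darkness numbered 0 in *cry1cry2* and 2417 in the *spa* triple mutant. With an unmoderated model without filter at an unadjusted p, m6A peaks with a higher B/D numbered 4624 in WT, 1992 in *cry1cry2*, 1627 in *fio1-1*, 1255 in *mta* and 4399 in the *spa* triple mutant and m6A peaks with a lower light response than WT numbered 1079 in *cry1cry2*, 1425 in *fio1-1*, 1527 in *mta* and 812 in the *spa* triple mutant. Under an unmoderated model without filter at an unadjusted p, m6A peaks with values below WT in blue light numbered 2240 in *cry1cry2*, 6793 in *fio1-1*, 2326 in *mta* and 5214 in the *spa* triple mutant and m6A peaks with values below WT in darkness numbered 341 in *cry1cry2*, 2921 in *fio1-1*, 142 in *mta* and 4152 in the *spa* triple mutant. With DESeq2 on library totals, m6A peaks with a higher B/D numbered 7 in *cry1cry2* and m6A peaks with a lower light response than WT numbered 12 in *cry1cry2* and 15 in *fio1-1*. Under DESeq2 on library totals, m6A peaks with values below WT in blue light numbered 24 in *mta* and 90 in the *spa* triple mutant. No filter, an unadjusted p and the study's formula gave an odds ratio of 0.75 for hyper-methylation and hyper-translation. Limma without filter and the study's formula gave an odds ratio of 1.01 for hyper-methylation and hyper-translation.

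The sign changes that follow are those of named genes and peaks that were called in the main test or under the alternative. In translation state B/D, *cry1cry2*, the log2 value changed sign at *AT1G01320* (-0.1) and *SPA1* (-0.13). Sign changes in translation state B/D, *fio1-1* were at *SPA3* (-0.52). In translation state light response, *cry1cry2* against WT, the log2 value changed sign at *SPA1* (-0.91, -0.85 and -0.69), *SPA2* (-0.76, -0.73 and -0.66), *GGPS1* (-0.01), *IPP1* (-0.09 and -0.08) and *OLEO1* (-0.09, -0.08 and -0.04). Sign changes in input RNA B/D, WT were at *MS2* (-0.02). In m6A B/D, *fio1-1*, the log2 value changed sign at *ABA1 peak at 26756708 of chromosome 5* (-0.99 and -0.9). Sign changes in m6A light response, *cry1cry2* against WT were at *ICL peak at 7654135 of chromosome 3* (0.17). In m6A light response, *spa* triple mutant against WT, the log2 value changed sign at *CAX1 peak at 15989267 of chromosome 2* (-0.07). Sign changes in m6A *spa* triple mutant against WT, blue were at *ICL peak at 7654135 of chromosome 3* (0.17). Values without a call changed sign too, for example in *cry1cry2* at *CYSC1* (-0.08 with the study's formula and -0.07 with library totals) and *TSB1* (-0.28 and -0.25), and in *fio1-1* at *ABA1* (-0.37 with the formula). The cause of these differences was not tested.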

Differences from the paper's values

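The paper calls m6A peaks at a P under 0.05 with a fold change above 1.5 and translation states with the same fold change at a P or, for its type 2 genes, a false discovery rate under 0.05, whereas the main values here use an adjusted p and, for m6A, a filter on the input, and the tests named below as chosen after seeing the values are the only ones not set before the data were examined.

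The paper gives 2399 genes with hyper-methylation in WT, and here there were 9. The filter on the input left 3408 of 12916 peaks, in 2174 of 9675 genes, so that most genes with a peak were not tested. No filtered setting could therefore reach the paper's count, whatever its test, and its distance from that count cannot be read as a failed repeat. None of the alternatives set before the data were examined came within 1.5 times of the paper's count. Of the settings chosen after seeing the values, limma on log2 ratios without filter gave 3282, more than that count and within 1.5 times of it. Not within 1.5 times were edgeR without filter at an unadjusted p, with 1030, and an unmoderated model without filter, with 4363. Of its 2399 genes the paper finds 635 (26%) also hyper-methylated in *cry1cry2*, 87 (3.6%) in *fio1-1* and 365 (15%) in *mta*, against 0 (0%) in each here. Of the alternatives set beforehand, a fold under 1.5 whatever its p gave 22.2% for *cry1cry2* and 11.1% for *mta*, shares of only 9 genes. For *fio1-1*, an unadjusted p gave 121 genes and an unmoderated model at an unadjusted p gave 98. These are near the paper's 87 as counts only, since they come from a smaller WT list and are a larger share of it than 3.6%. The others did not reach these values. Chosen after seeing the values, an unmoderated model without filter gave 34.9% for *cry1cry2*, library totals without repeat-region peaks gave 2.9% (1 of 34 genes) for *fio1-1*, and an unadjusted p with a fold under 1.5 whatever its p gave 24.5% for *cry1cry2* and 16.6% for *mta*.

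Not hyper-methylated in the mutant were, in the paper, 1764 of the genes in *cry1cry2*, 2312 in *fio1-1* and 2034 in *mta*, against 9 in each here, and no alternative set beforehand came near, while limma without filter (3258) and an unmoderated model without filter (3378), both chosen after seeing the values, came within 1.5 times for *fio1-1*. With the filter, counts of such genes were limited to the 2174 tested genes, fewer than the paper's 2312 in *fio1-1*. The paper counts 1484 (61%) lost in all 3 mutants, against 9 (100%) here. The share came within 1.5 times with an unadjusted p (66.6%), a mean input of at least 5 RPKM (82.4%), limma with a pseudocount of 1 (88%) or 5 (85.9%), centring per pair (71.4%), an unmoderated model at an unadjusted p (67.6%) and a fold under 1.5 whatever its p (44.4%), and not with the other alternatives set beforehand, and the count with none of them. Chosen after seeing the values, an unmoderated model without filter gave 1988 (45.6%), no filter at an unadjusted p gave 73.9% and an unadjusted p with a fold under 1.5 whatever its p gave 42.3%.

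Of the genes with a light-induced translation state in WT, the paper finds 71 (1.4%) also induced in *cry1cry2*, 17% in *fio1-1* and 2445 in *mta*, against 129 (3.5%), 28.7% and 1246 here. For the count in *cry1cry2*, DESeq2 size factors (103), the study's formula with a pseudocount of 0.1 (104) and the replicate block by shared extract (106) came within 1.5 times. For the shares, library totals (1.5% and 21.2%), the study's formula with a pseudocount of 1 (1.5% and 22.8%) or 0.1 (1.2% and 18.7%) and its unmoderated model at an unadjusted p (1.7% and 24.1%) did, and so did the formula in limma at an unadjusted p (1.7% and 24.3%), chosen after seeing the values. The other alternatives set beforehand did not, and none did for the count in *mta*.

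The paper finds 602 (25%) of the hyper-methylated genes of WT with an induced translation state, against 0 (0%) here, by edgeR. Of the alternatives set beforehand only the translation state from the study's formula came within 1.5 times, for the share (20%, 1 of 5 genes), and of those chosen after seeing the values no filter at an unadjusted p (17.5%), the same with the study's formula (35.4%) and translation state by library totals (20%, 1 of 5 genes) did. Among genes that lost hyper-methylation, the paper finds 88 (5%) induced in *cry1cry2*, 153 (7%) in *fio1-1* and 334 (17%) in *mta*, against 3 (60%), 2 (40%) and 0 (0%) here, and no alternative set beforehand closed these gaps. Chosen after seeing the values, no filter at an unadjusted p gave 67 (7.1%) in *cry1cry2* and 103 in *fio1-1*, the same with the study's formula gave 114 in *fio1-1* and 288 in *mta*, and limma without filter with the formula gave 9.5% in *fio1-1*.

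The paper counts 1869 type 2 genes, against 704 here, and library totals (2701) and the study's formula with a pseudocount of 1 (2795) or 0.1 (2650) came within 1.5 times, and the other alternatives set beforehand did not. Of the paper's 7 genes in the overlap of its 3 types, 1 met the rule for type 2 here and 5 did with folds from the study's formula.

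For the *spa* triple mutant, the paper counts 1407 WT hyper-methylated genes as lost, 1106 of them also in *cry1cry2* and 1373 also in *fio1-1*, against 6, 6 and 6 here. It counts 2475 transcripts with less m6A than WT in blue light, 930 of them shared with *cry1cry2* and 1057 (43%) with *fio1-1*, against 23, 6 and 20 (87%) genes here. The caption of its figure speaks of peaks, so that the unit is not settled. The paper gives 1337 changed m6A peaks in *cry1cry2* against WT in blue light and 479 in darkness, against 26 and 1 here. No alternative set beforehand came within 1.5 times of any of these. With the filter at most 2174 genes were tested, so that a filtered setting could not reach the paper's 2475 if these are genes. The filter left 3408 peaks, so this limit does not hold if they are peaks. Chosen after seeing the values, an unmoderated model without filter at an unadjusted p gave 2001 lost, 1449 also in *cry1cry2* and 1771 also in *fio1-1*, and 565 changed peaks in darkness, and no filter at an unadjusted p gave 818 genes shared with *fio1-1*. How many of the paper's own genes or peaks the settings chosen after seeing the values drop was not counted, since its lists of called genes were not used here.

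The paper states that the *spa* triple mutant is impaired in light-induced methylation, and here 1104 peaks were higher and 5 lower in its blue than in its dark libraries (246 and 130 with TMM over peaks), while its blue libraries had 46 peaks lower and 0 higher than WT by edgeR. The paper states that its 7 genes have more m6A in blue than in dark WT, and here no tested peak of these genes was called higher. Peaks of *AT4G10300*, *SAMC1* and *TSB1* lay below the filter, where their log2 B/D was positive without a call. The paper also measured *AT4G10300* and *AT4G39460* (*SAMC1*) by m6A-IP and quantitative polymerase chain reaction, which these libraries do not test. The paper states that *HEMA1* and *GUN4* mRNA is lower in light-grown *cry1cry2* and *fio1-1* than in WT and *mta*, from its transcriptome, which was not used here. In the total mRNA of the blue TRAP inputs, *HEMA1* had a mean of 42.7 FPKM in WT, 64.8 in *cry1cry2*, 106 in *fio1-1* and 62.5 in *mta*, and *GUN4* had 22.2, 84.7, 126 and 55.0, a different experiment.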

Other observations

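In total mRNA, blue light raised the photosynthesis genes of WT: each of 18 Calvin cycle genes (median log2 B/D 4.26, camera adjusted p = 0.0052), 17 light-harvesting genes (4.46, 0.04) and 21 photosystem genes (4.48, 0.027) was higher, and so were 7 of 10 genes of the MEP isoprenoid pathway (0.0052) and 23 of 26 ribosomal protein genes (0.045). With library totals, which move the median over all genes from -0.06 to -0.67, these were 18, 16, 21, 6 and 8. In all, 6023 genes rose and 6299 fell in WT (3397 and 10974 with library totals), 5087 and 3612 in *cry1cry2* (4961 and 3541 without blue *cry1cry2* replicate 2), 5652 and 5315 in *fio1-1* and 5720 and 5420 in *mta*. In darkness the *spa* triple mutant had less m6A than WT at *NAC082* (log2 difference -5.91 ± 0.61, SE), *PRK* (3′ UTR, -4.23 ± 0.70), *GUN5* (-4.21 ± 0.84), *LHCB4.1* (-3.66 ± 0.52), *LHCA4* (3′ UTR, -3.46 ± 0.50) and *RBCS1A* (-1.91 ± 0.31), genes chosen after their values were seen, since peaks of the same genes are named for blue light. Lower in that comparison were 11 peaks of Calvin cycle genes, 13 of light-harvesting, 10 of photosystem, 11 of S-adenosylmethionine and 5 of tetrapyrrole genes, and under TMM over peaks 4, 3, 4, 0 and 2, with 3 Calvin cycle peaks and 1 photosystem peak higher.

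The remaining lists had these calls of translation state B/D in WT, higher and lower, with camera adjusted p and, after it, the calls with library totals: photoreceptors and light signalling 10 and 3 of 27 (0.18, 18 and 1), clock 5 and 1 of 13 (0.26, 9 and 0), root 0 and 7 of 9 (0.26, 1 and 5), light-harvesting 1 and 7 of 17 (0.27, 2 and 3), flavonoid 0 and 5 of 9 (0.18, 1 and 3), photosystem 2 and 2 of 21 (0.73, 8 and 0), MEP 0 and 1 of 10 (0.56, 2 and 0) and m6A writers, erasers and readers 3 and 4 of 13 (0.66, 5 and 1). The Calvin cycle had an adjusted p of 0.68, seed reserve had 2 and 0 of 9 (0.56, 7 and 0), and guard cell and epidermis 0 and 1 of 8 (0.68, 1 and 0). Chloroplast-encoded genes had 1 and 3 of 60 (0.96) and mitochondria-encoded genes 0 and 8 of 52 (0.68). The balance of higher and lower calls in the Calvin cycle, MEP, guard cell, tetrapyrrole and m6A lists thus changes direction with the scaling, and the photosystem list, balanced with TMM, leans to higher with library totals. Adjusted over the list alone, flavonoid genes had 1 and 5, chloroplast-encoded genes 0 and 0 and mitochondria-encoded genes 0 and 5, and the other counts were the same. Within *cry1cry2*, 11 Calvin cycle (adjusted p = 7.2e-05), 12 light-harvesting (0.0029) and 13 photosystem genes (0.0062) were higher and 0 lower, and 9, 10 and 8 were with library totals. Against WT, the light response of S-adenosylmethionine genes was higher at 10 in *cry1cry2* (0.035), 6 in *fio1-1* (0.036) and 7 in *mta* (0.067), with 5 and 3 in the first 2 under library totals, and that of ribosomal protein genes at 21 in *cry1cry2* (0.041), with 7 higher and 1 lower under library totals. None of the lists with tested m6A peaks had a call for B/D in WT by edgeR, and flavonoid genes had no tested peak.

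The tests of splits between light conditions were chosen only after the result was seen, and those between genotypes were set before. The 10 splits of 3 against 3 extracts are too few for a share under 0.05, and the real split was the highest, as 1 of 10, in each. For translation state B/D the real and the highest other counts were 6945 and 43 in WT, 1141 and 0 in *cry1cry2*, 3334 and 0 in *fio1-1* and 4266 and 1 in *mta*. For total mRNA they were 12322 and 0, 8699 and 1, 10967 and 1, and 11140 and 0. Against WT in blue light they were 7165 and 0 in *cry1cry2*, 1763 and 1 in *fio1-1* and 5756 and 1 in *mta*, and in darkness 1565 and 21, 872 and 17, and 4192 and 225.

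Single libraries stood apart. In the input library labelled blue *cry1cry2* replicate 2, *CRY1* lay 8.64 log2 units from the other replicates, where the spread over all genes was 0.094 and no other gene lay as far. *CRY2* stayed low there. The paper's chlorophyll measurements run low in *cry1cry2*, and no level of *CRY1* in this mutant was found in its text. The TRAP library of dark WT replicate 1 had a spread over genes of 0.623 from its replicates, against 0.352 and 0.367 for the other 2. In the TRAP library of dark *fio1-1* replicate 3, chloroplast-encoded genes held 1.64% of the reads. Without dark WT replicate 1 the light response had 1457 higher and 1028 lower in *fio1-1* and 1116 and 1069 in *mta*.

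In MeRIP-seq, the *ICL* peak had 2681 IP and 2602 input reads in blue *cry1cry2*, against 28 and 20 in dark *cry1cry2*, 12 and 0 in blue WT and 26 and 43 in dark WT, and it was chosen after its values were seen. The IP libraries of the dark *spa* triple mutant had 47.8% and 47.1% of their reads in peaks and 32.1% and 31.7% in the 10 largest peaks, a lower share than in any other IP library.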
